# Cortistatin deficiency reveals a dysfunctional brain endothelium with impaired gene pathways, exacerbated immune activation, and disrupted barrier integrity

**DOI:** 10.1186/s12974-023-02908-5

**Published:** 2023-10-04

**Authors:** Julia Castillo-González, José Luis Ruiz, Ignacio Serrano-Martínez, Irene Forte-Lago, Ana Ubago-Rodriguez, Marta Caro, Jesús Miguel Pérez-Gómez, Alejandro Benítez-Troncoso, Eduardo Andrés-León, Macarena Sánchez-Navarro, Raúl M. Luque, Elena González-Rey

**Keywords:** Blood–brain barrier, Cortistatin, Tight-junctions, Brain endothelium transcriptome, Oxygen–glucose deprivation, Ischemia, Endothelial immune activation

## Abstract

**Background:**

Brain activity governing cognition and behaviour depends on the fine-tuned microenvironment provided by a tightly controlled blood–brain barrier (BBB). Brain endothelium dysfunction is a hallmark of BBB breakdown in most neurodegenerative/neuroinflammatory disorders. Therefore, the identification of new endogenous molecules involved in endothelial cell disruption is essential to better understand BBB dynamics. Cortistatin is a neuroimmune mediator with anti-inflammatory and neuroprotective properties that exerts beneficial effects on the peripheral endothelium. However, its role in the healthy and injured brain endothelium remains to be evaluated. Herein, this study aimed to investigate the potential function of endogenous and therapeutic cortistatin in regulating brain endothelium dysfunction in a neuroinflammatory/neurodegenerative environment.

**Methods:**

Wild-type and cortistatin-deficient murine brain endothelium and human cells were used for an in vitro barrier model, where a simulated ischemia-like environment was mimicked. Endothelial permeability, junction integrity, and immune response in the presence and absence of cortistatin were evaluated using different size tracers, immunofluorescence labelling, qPCR, and ELISA. Cortistatin molecular mechanisms underlying brain endothelium dynamics were assessed by RNA-sequencing analysis. Cortistatin role in BBB leakage was evaluated in adult mice injected with LPS.

**Results:**

The endogenous lack of cortistatin predisposes endothelium weakening with increased permeability, tight-junctions breakdown, and dysregulated immune activity. We demonstrated that both damaged and uninjured brain endothelial cells isolated from cortistatin-deficient mice, present a dysregulated and/or deactivated genetic programming. These pathways, related to basic physiology but also crucial for the repair after damage (e.g., extracellular matrix remodelling, angiogenesis, response to oxygen, signalling, and metabolites transport), are dysfunctional and make brain endothelial barrier lacking cortistatin non-responsive to any further injury. Treatment with cortistatin reversed in vitro hyperpermeability, tight-junctions disruption, inflammatory response, and reduced in vivo BBB leakage.

**Conclusions:**

The neuropeptide cortistatin has a key role in the physiology of the cerebral microvasculature and its presence is crucial to develop a canonical balanced response to damage. The reparative effects of cortistatin in the brain endothelium were accompanied by the modulation of the immune function and the rescue of barrier integrity. Cortistatin-based therapies could emerge as a novel pleiotropic strategy to ameliorate neuroinflammatory/neurodegenerative disorders with disrupted BBB.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-02908-5.

## Introduction

The blood–brain barrier (BBB) is a highly dynamic interface between the central nervous system (CNS) and the peripheral circulation [1]. BBB is comprised of brain endothelial cells (BECs) surrounded by astrocyte end-feet and pericytes, all of them embedded in an extracellular matrix network [2]. The function of the BBB is intricately controlled as it provides a tight regulation of ions and nutrient influx, restricts the transport of harmful agents, and selectively limits the traffic of immune cells and inflammatory mediators [1]. Brain endothelial cells show unique features compared to other endothelial peripheral cells that allow this fine regulation. Among them, it is the presence of tight-junction (TJ) and adherens-junction (AJ) proteins, which attach adjacent endothelial cells and connect to cytoskeletal proteins, such as actin, thereby maintaining the structural integrity of the endothelium [3]. In addition, endothelial cells exhibit a low rate of pinocytosis, present several transporters that facilitate nutrient uptake and waste elimination, and express low levels of leukocyte adhesion molecules [1]. BBB disruption is a key feature of most neuroinflammatory/neurodegenerative disorders, such as Parkinson’s and Alzheimer’s disease, or brain ischemia. This provokes an imbalance in the transport of and/or permeability to proteins, inflammatory cells, or pathogens, leading to brain homeostasis failure, glial activation, and neuronal dysfunction [4]. Importantly, BECs dysfunction is sufficient to promote BBB breakdown, and this is mainly attributed to the loss of junction integrity [3]. Therefore, the identification of new endogenous molecules that target endothelial cell dysfunction seems essential to better understand and promote BBB stability and maintenance.

Cortistatin is a cyclic neuropeptide first discovered in the brain cortex and hippocampus but widely distributed in the immune system [5, 6]. Highly homologous to somatostatin (SST), cortistatin can bind to somatostatin receptors (SSTR1–5) sharing functional properties with SST. However, cortistatin displays unique functions in the nervous system and peripheral tissues [7, 8] by interacting with other receptors different from those of SST, including the ghrelin receptor (GHSR1α), the Mas gene-related receptor X-2 (MRGPRX2), and a still unidentified cortistatin-selective receptor. In fact, cortistatin has been described as a potent anti-inflammatory molecule that protects against the development and progression of several inflammatory and autoimmune disorders (reviewed in [5]). Specifically, multiple studies have reported that cortistatin treatment exerts immunomodulatory and neuroprotective effects in models of neuroinflammatory/neuroimmune injury, such as excitotoxicity [9], meningoencephalitis [10], multiple sclerosis [11], or neuropathic pain [12]. In all of them, cortistatin reduced inflammatory mediators and modulated glial cell function while maintaining their tissue-surveillance activities. Interestingly, the lack of cortistatin has been reported to cause an exacerbated pro-inflammatory basal state in the CNS and periphery, accompanied by decreased expression of neurotrophic factors [5, 11]. Moreover, cortistatin plays a key role in peripheral vascular function, as it has been shown that the arterial endothelium expresses cortistatin and its receptors, especially in response to injury, and that cortistatin impairs the binding of immune cells to the peripheral endothelium [13–15].

Hence, the anti-inflammatory, immunomodulatory, and neuroprotective properties of cortistatin, together with its critical function in the dynamics and activation of immune cell populations in the periphery and in the glial niche, highlight the key role of cortistatin in brain-injury disorders. Taking into account the relevance of the brain barrier for CNS homeostasis and the protective properties of cortistatin in the peripheral endothelium, an effect of cortistatin in regulating BBB physiology and its breakdown would be expected. However, nothing is known about the role of this neuropeptide in either the brain endothelium or the integrity of the BBB. Therefore, in this study we aimed to investigate the potential function of cortistatin in regulating brain endothelium dysfunction in a neuroinflammatory/neurodegenerative environment and to elucidate the relevance of the absence of cortistatin in BBB dynamics.

## Materials and methods

### Animals

All procedures described in this study were approved by the Animal Care and Use Board and the Ethical Committee of the Spanish National Research Council (Animal Care Unit Committee IPBLN-CSIC # protocol CEEA OCT/2017.EGR), in accordance with the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. Transgenic mice lacking the cortistatin gene (*Cort*^−/−^) were a kind gift from Dr. Luis de Lecea (Stanford University, La Jolla, CA, USA). They were generated and also maintained as hemizygotes (*Cort*^+/^^−^) in a C57BL/6J background as previously described [7, 12] and in Additional file 1.

### Cell culture

#### Preparation of b.End5 cells

The mouse brain endothelioma cell line b.End5 (Sigma-Aldrich, #96091930) was used as a BBB in vitro model [16]. b.End5 cells were incubated as reported in Additional file 1. Before procedures, adherent cells were rinsed in 1 × phosphate buffer solution (PBS) and detached by adding 0.1% trypsin–EDTA, followed by the addition of an equal volume of fresh medium. The cell suspensions were centrifuged for 5 min at 150 rcf. The supernatant was then removed and cells were resuspended in fresh medium, counted, and allowed to grow at 37 ºC and 5% CO_2_ in a humidified incubator.

#### Isolation of mouse brain endothelial cells (BECs)

To isolate endothelial cells (ECs) from mouse brain microvasculature, we followed a dissociation protocol [17] with some modifications. Additional details can be found in Additional file 1. Prior to cell seeding for experiments, adherent BECs were trypsinized (0.05% trypsin–EDTA), centrifuged for 5 min at 290 rcf, and brought to suspension as described above for b.End5 cells.

#### Human BBB model

A human BBB model was generated by differentiating cord blood-derived hematopoietic cells into ECs, followed by the induction of BBB properties by co-culturing them with pericytes (see Additional file 1), as previously described [18]. After 6–8 days of co-culture, ECs acquired BBB properties (therefore, named human brain-like endothelial cells, hBLECs), and were used in permeability assays.

### Brain endothelium barrier model

To establish the brain endothelium barrier model, mouse ECs (b.End5, BECs) (5 × 10^4^ cells/well) were seeded on the top of a PET transwell insert (0.33 cm^2^, 8 µm pore size, Corning) previously coated with rat collagen-I (50 μg/ml) and fibronectin (20 μg/ml, Invitrogen). For hBLECs, inserts with cells from co-cultures were placed into new wells without pericytes. Cells were grown to confluence in their respective culture media. We considered that endothelial cell barrier integrity in murine monocultures was established when the transendothelial electrical resistance (EVOM^2^ Epithelial Voltohmmeter, World Precision Instruments) was above 200 Ω × cm^2^. TEER measurements under NX/NG conditions were evaluated in random transwells from each assay prior to any experimental procedure for b.End5 (550 ± 25.17 Ω × cm^2^), BECs isolated from *Cort*^+/+^ (585.7 ± 22.15 Ω × cm^2^), *Cort*^+/−^ (505.5 ± 27.78 Ω × cm^2^), and *Cort*^−/−^ (525 ± 25.28 Ω × cm^2^) mice. Human barrier integrity was also evaluated by measuring the permeability of Lucifer yellow (Pc < 15·10^–6^ cm/s) as described below and detailed in Additional file 1.

### Establishment of brain injury-like conditions

Mouse ECs were exposed to bacterial lipopolysaccharide (LPS) inflammation, glucose deprivation (GD), or oxygen–glucose deprivation and reoxygenation (OGD-R), while hBLECs were incubated in a hypoxic environment as well as in OGD-R conditions. For inflammatory damage, LPS from *E. coli* 055:B5 (10 μg/ml, Sigma) was added to the cells for 24 h. For GD conditions, b.End5 were washed twice and placed in glucose and serum-free b.End5 culture medium for 24 h. For OGD-R, mouse cells were placed in their respective glucose and serum-free culture media and incubated in a sealed hypoxic workstation (1% O_2_, 94% N_2_, 5% CO_2_, 37 ºC; In vivO_2_, Ruskin Technologies) for 4 h. Immediately after OGD, cultures were returned to normoxic (NX) and normoglycemic (NG) conditions (21% O_2_, 5.5 mM glucose), and incubated in 10% FBS medium for 20 h to mimic reperfusion. hBLECs were incubated under hypoxic conditions (HPX, 1% O_2_) for 4 h in normal sECM/5% FBS medium and then returned to control conditions for 20 h (HPX-R). For OGD, hBLECs were incubated in a hypoxic chamber for 6 h. Subsequently, cells were returned to NX conditions for 18 h. Unlike from hypoxia, OGD and OGD-R conditions were performed in endothelial cell medium in the absence of serum, glucose or other commercial growth factors. When needed, mouse cortistatin-29 or human cortistatin-17 (CST; Bachem) (100 nM) were added for 24 h immediately after LPS and GD, or for 20 h during reoxygenation in OGD-R or HPX-R conditions. For each cell type, controls were incubated simultaneously in normal medium in a NX/NG environment (21% O_2_, 5.5 mM glucose at 37 ºC).

### Endothelial permeability in vitro models

After LPS, GD, OGD-R or HPX-R incubations, Evans Blue-Albumin (Sigma, EBA, 67 kDa) and sodium fluorescein (Sigma, NaF, 376 Da) influx was determined as described [19] (details in Additional file 1). The permeability coefficient (Pc) of the tracer was expressed as cm/min of the tracer diffusing from the luminal to the abluminal side as Pc = (*C*_A_/*t*)*(1/*A*)*(*V*/*C*_L_). *C*_A_ is the tracer concentration in the abluminal side, *t* is the time (60 min), *A* is the total surface of the insert membrane, *V* is the final volume, and *C*_L_ is the initial known tracer concentration in the luminal side. To avoid inter-variability between assays, permeability was finally represented as the index (%) between the Pc of each well and the Pc of the control transwell (maximal influx of each tracer in an ECs-free coated insert).

### Immunocytochemistry

After exposure to insults, cultured mouse/human ECs were fixed with 4% paraformaldehyde (Sigma) for 10 min at RT. For claudin-5 staining, hBLECs were fixed with cold methanol and rinsed twice with cold PBS. Specific immunodetection was performed as described in Additional file 1. Cells from four different fields for each cell culture were imaged at 63 × magnification in a LEICA DMi8 S Platform Life cell microscope, selecting different region-of-interest (ROI) with the same exposure parameters. At least six independent experiments (cell cultures) were performed and a total of 25–50 selected ROIs were examined for each group. Image fluorescence analyses (mean grey value) were performed with ImageJ Fiji free software (https://fiji.sc).

### Determination of inflammatory factors and cortistatin

The concentration of inflammatory mediators and cortistatin in b.End5/BECs/hBLECs culture media was determined by ELISA assay. The amount of nitric oxide was estimated from the accumulation of nitrite by the Griess assay. Details can be found in Additional file 1.

### Transendothelial migration assay

Before migration experiments, immune cells were isolated from 8-week-old *Cort*^+/+^ mice. Macrophages and T cells were isolated as described in Additional file 1. Immune migration was evaluated in a BECs monolayer grown onto coated inserts of 24-well plates, as described above. 24 h before the assay, cells were activated with TNF-α (10 ng/ml, BD Pharmigen). On the day of the experiment, transwells inserts were transferred to a new 24-well culture plate containing 1% FBS medium in the bottom side supplemented with MCP-1 (50 μg/ml, Bionova) or IP-10 (50 μg/ml, Bionova) for macrophages and T cells, respectively. Immediately, immune cells (2 × 10^5^/transwell) were added to the upper side of the transwell in contact with BECs. When indicated, mouse cortistatin-29 (100 nM) was added to both sides of the transwell. After 24 h, migrated T cells were counted on the bottom side using a Neubauer chamber (VWR). Macrophages were identified at the bottom of the well after plate fixation and DAPI staining. As a positive control of migration, macrophages/T cells were incubated in a BECs-free coated transwell. The number of migrated cells was represented as the percentage of immune migrated cells vs the positive control.

### In vivo blood–brain barrier permeability assay

BBB integrity was analysed by evaluating Evans blue extravasation. For this, 1-year-old *Cort*^+*/*+^ and *Cort*^*−/−*^ mice were injected intraperitoneally with LPS from *E.coli* 055:B5 (6 mg/kg, Sigma) inducing mild neuroinflammation [20]. Immediately after LPS injection, 1 nmol of CST-29 (resuspended in PBS, Bachem) was intraperitoneally injected. 5 h after LPS and LPS + CST injection, Evans Blue (EB, 2% in saline, 4 ml/kg) was injected through the tail vein. Control animals were injected with vehicle (PBS). After 1 h, mice were sacrificed by intraperitoneal injection of pentobarbital and intracardially perfused with PBS. EB quantification was performed as indicated in Additional file 1. Data were represented as μg of dye per mg of brain tissue.

### RNA extraction and determination of gene expression

Following incubation under different conditions, mouse b.End5 and BECs were collected and lysed in TriPure reagent (Roche) for RNA isolation. After RNA isolation, cDNA synthesis from 1 µg RNA was performed using the RevertAid First Strand cDNA Synthesis Kit (ThermoFisher) and random hexamers in a CFX Connect QPCR System (Biorad), under the following conditions: incubation at 25 ºC/5 min, reverse transcription at 42 ºC/60 min, inactivation at 70 ºC/5 min. Gene expression of cortistatin–somatostatin system and inflammation-related genes was determined by a microfluidic-based qPCR dynamic array, as previously described [21]. Conventional qPCR was used to validate differentially expressed genes selected from our transcriptomic studies. Specific primers for mouse transcripts are listed in Additional file 1: Tables S1, S2. Details for each approach are described in Additional file 1.

### Next-generation transcriptome sequencing (RNA-seq)

RNA (200 ng) from primary *Cort*^+*/*+^ and *Cort*^*−/−*^ BECs cultures exposed to NX/NG or OGD-R conditions for 24 h was used to prepare mRNA libraries with Illumina stranded mRNA Prep Ligation kit (Illumina). Three independent biological replicates were performed, with RNA Integrity Number coefficients > 9.9 (Bioanalyzer RNA 6000 Nano-chip, Agilent). Quality and size distribution of mRNA libraries were validated by Bioanalyzer High Sensitivity DNA assay and concentration was measured on the Qubit fluorometer (ThermoFisher). Final libraries were pooled in equimolecular ratios and diluted/denatured as recommended by Illumina NextSeq 500 library preparation guide. The 75 × 2nt paired-end sequencing was conducted on a NextSeq 500 sequencer. The average number of sequencing reads above a quality threshold of Q > 30 was 91.5%. We obtained a mean GC content of 51.3%, and 40,407,022 paired-end reads and > 28,000 transcripts on average. Considering the low levels of cortistatin expression, we have implemented the reanalyzerGSE software [22, 23] for transcriptomic studies. This pipeline was implemented in the RNA-seq analysis to identify differentially expressed genes (DEGs) and to prevent the exclusion of low expressed genes with potential biological relevance (see details in Additional file 1). Both multidimensional scaling (Principal Coordinates Analysis, PCoA) and unsupervised hierarchical clustering of normalized samples were used to assess the divergence and the replicability of the samples included in each one of the independent comparisons (Additional file 1: Fig. S1). DEGs with a False Discovery Rate (FDR) ≤ 0.05 were calculated by comparing: (i) *Cort*^*−/−*^ vs *Cort*^+*/*+^ samples for each condition (NX/NG and OGD-R); (ii) NX/NG vs OGD-R for each genotype (*Cort*^*−/−*^ and *Cort*^+*/*+^). The Fold Change (log_2_FC) was used to evaluate the degree of expression change of each gene. To investigate the potential effects and relevance of DEGs, functional enrichment analyses based on the Gene Ontology (GO) database were performed as indicated in Additional file 1.

### Statistical analysis

Data are expressed as the mean ± SEM. All experiments were randomized and blinded for researchers. The number of independent animals or cell cultures is shown, and statistical analysis was performed using these independent values. Statistical differences comparing two groups were conducted using the unpaired Student's *t* test (for parametric data, and normal distribution) or the non-parametric Mann–Whitney *U* test. For three or more groups with normal distribution and parametric data, one-way ANOVA with appropriate post-hoc tests for multiple comparisons were utilized (with small number of data Bonferroni post-hoc test was preferentially used vs Tukey post-hoc test). Non-parametric data from three or more groups was analysed by Kruskal–Wallis test and Dunn’s post-hoc test. When standard deviations were assumed as different, Brown–Forsythe and Welch ANOVA test were applied with Dunnett T3 post-hoc test. Spearman’s rho non-parametric test was used for correlation studies. All analyses were performed using GraphPad Prism v8.3.0 software. We considered *P* values < 0.05 (two-tailed) as significant.

### Data availability

RNA-seq data are available in the GEO repository under accession number GSE207405, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207405.

## Results

### Brain endothelium expresses the components of the cortistatin pathway

ECs from peripheral murine and human vessels express the neuropeptides somatostatin, cortistatin, and ghrelin, and their corresponding receptors [24, 25]. However, the expression of these neuropeptides and their receptors in brain ECs is either absent or poorly documented [24, 26]. Thus, using methodologies with different sensitivity, we first investigated the relative expression of the components related to the cortistatin–somatostatin system in b.End5 murine brain ECs. A variable expression level for each SSTR was found under physiological conditions (Additional file 1: Fig. S2a, b). We observed that *Sstr4,* *Sstr1* and *Sstr2* seem to be preferentially expressed, while *Sstr3*, *Sstr5* *and* *Ghsr* levels were low or undetectable. Low levels of cortistatin and somatostatin, were also detected by both Fluidigm and conventional qPCR techniques. Interestingly, we found a preferential expression for endogenous *Cort* vs *Sst* in the brain endothelial cells (Additional file 1: Fig. S2a, b).

### Cortistatin regulates the permeability and integrity of the brain vascular endothelium after injury

BBB breakdown is a hallmark in most neurodegenerative/neuroinflammatory disorders and injured brain ECs are enough to disrupt the BBB. In this sense, previous results showed the critical role of cortistatin in the regulation of the peripheral vascular endothelium [13–15]. Therefore, we evaluated the possible influence of this neuropeptide on the integrity of the brain endothelium. First, we characterized the effect of cortistatin in b.End5 cells exposed to different insults mimicking brain injury-like conditions (Fig. 1a).

**Fig. 1:**
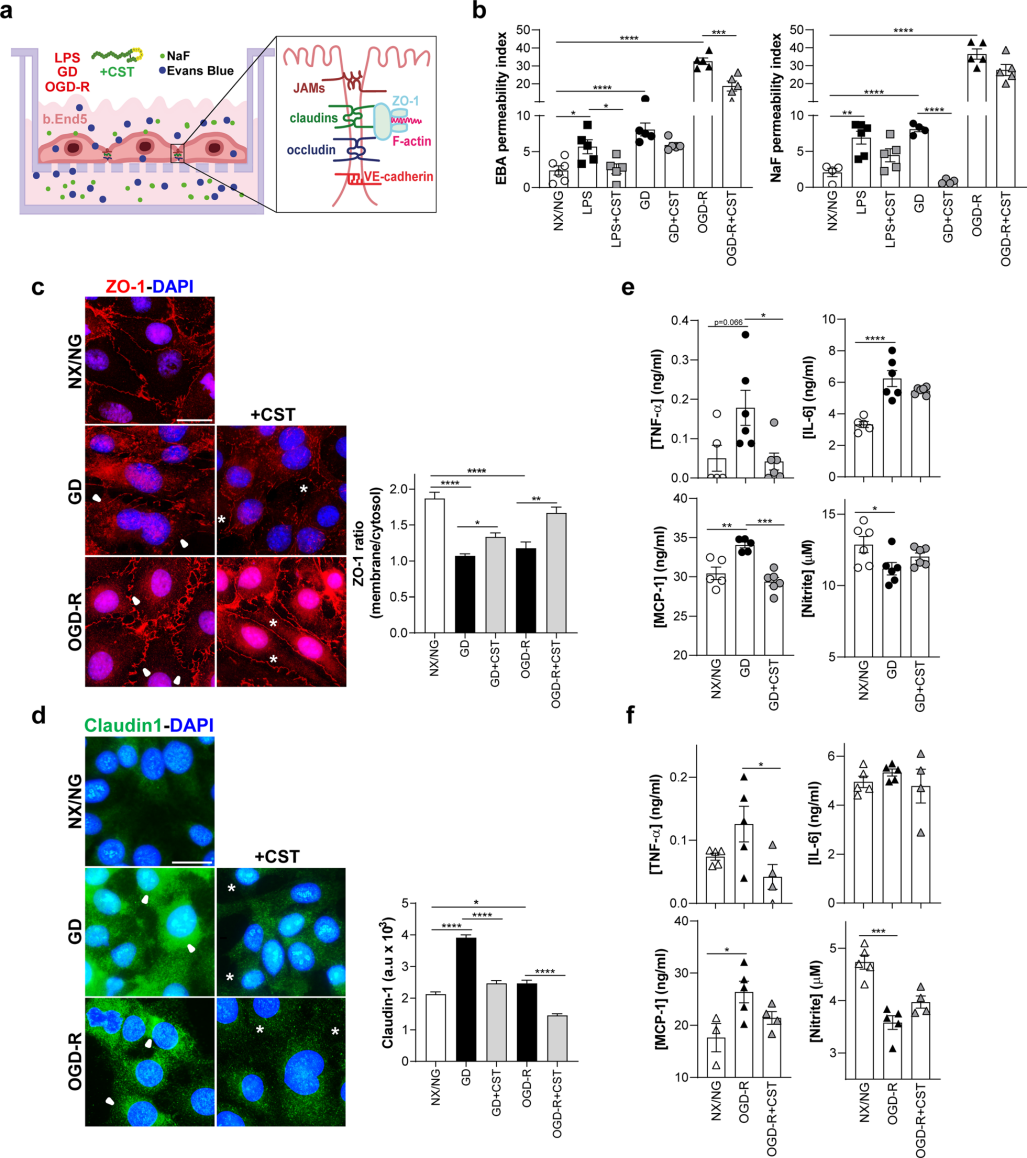
Cortistatin regulates the integrity of b.End5 cells exposed to different insults. **a** Schematic representation of the experimental design. Murine b.End5 cells were exposed to lipopolysaccharide (LPS), glucose deprivation (GD) for 24 h, or to 4 h of oxygen–glucose deprivation followed by 20 h of reoxygenation (OGD-R). Cortistatin (CST, 100 nM) was applied simultaneously to the insult (LPS + CST; GD + CST) or during recovery (OGD-R + CST). Cells incubated in normoxia/normoglycemia (NX/NG) were used as a reference. **b–d** Endothelial integrity was assessed by evaluating permeability to Evans Blue-Albumin (EBA) and Sodium Fluorescein (NaF) (**b**), and tight-junctions assembly (**c, d**). **b** Permeability is represented as the index (%) of the tracer permeability vs an empty-coated insert. *N* = 4–6 cultures/group. **c, d** Representative immunofluorescence images of the cellular distribution of ZO-1 (**c**, red) and claudin-1 (**d**, green) in b.End5 cells after GD or OGD-R in the absence or presence of cortistatin. Delocalization of ZO-1 was evaluated through the ratio of ZO-1 staining intensity in the membrane vs the cytosol (**c**, arrowheads indicate gaps in ZO-1 membrane location). After cortistatin addition, ZO-1 junctional rearrangement was observed in the membrane (asterisks). Claudin-1 intracellular overexpression was quantified by fluorescence intensity (**d**). Cytosolic expression of claudin-1 was augmented in GD/OGD-R (arrowheads). Cortistatin drastically decreased claudin-1 intracellular expression (asterisks). 25–50 selected ROIs in 4 independent fields were analysed (expressed as arbitrary units, a.u). *N* = 6 cultures/group. Scale bar: 20 µm. **e, f** Levels of inflammatory cytokines TNF-α, IL-6, chemokine MCP-1 (all in ng/ml) and nitrite (µM) were determined in culture supernatants after GD (**e**) or OGD-R (**f**) with or without cortistatin addition. *N* = 4–6 cultures/group. Data are the mean ± SEM with dots representing individual values of the independent cultures. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001

Specifically, we observed increased endothelial cell permeability after incubation with bacterial LPS, glucose deprivation (GD), or oxygen–glucose deprivation and reoxygenation (OGD-R) (Fig. 1b). However, the addition of exogenous cortistatin to b.End5 cultures significantly reversed this increased permeability (Fig. 1b). The lack of endothelial integrity was accompanied by a delocalization and disruption of the TJ assembly (Fig. 1c, d). GD and OGD-R caused the disruption of ZO-1 (Zonula occludens-1) uniform pattern in the membrane (Fig. 1c), as well as the increase of claudin-1 intracellular expression (correlated with BBB disruption, as shown by [27]) (Fig. 1d).

Cortistatin restored ZO-1 integrity in the peripheral cell membrane (Fig. 1c) and significantly reduced claudin-1 cytosolic accumulation under both conditions (Fig. 1d). Moreover, injured ECs developed an altered inflammatory response, characterized by an augmented production of the proinflammatory factors IL-6 and MCP-1, and reduced levels of nitrite, quantified as a major metabolite of nitric oxide, all linked to BBB leakage [16] (Fig. 1e, f). Cortistatin treatment exerted an immunomodulatory effect on brain endothelium activation by significantly downregulating TNF-α and MCP-1, without affecting nitrite levels (Fig. 1e, f). Moreover, cortistatin addition seems to modulate to basal levels the OGD-R-derived dysregulated expression of other immune mediators, inflammasome components and endothelial-derived agents being only significant for *Il6ra* (Additional file 1: Fig. S3a–c). Although some biological trends can be observed, exposure to OGD-R and/or treatment with cortistatin did not significantly affect the expression levels of *Cort*, *Sst* or their receptors (Additional file 1: Fig. S2c). Notably, during injury conditions, the secreted levels of endogenous cortistatin were reduced significantly (Additional file 1: Fig. S2d).

Despite the fact that immortalized mouse brain endothelioma cell lines have been widely used, primary murine brain endothelial cells (BECs) have been shown to better retain several phenotypic properties of the BBB in vitro, due to their specialization with complex TJs [28]. Thus, we examined the role of cortistatin in murine BECs isolated from the adult CNS microvasculature (Fig. 2a). As described above for the cell line, cortistatin–somatostatin system was also expressed by primary BECs under homeostatic conditions. Although we found some variability for the expression levels of the receptors and neuropeptides according to the different methodologies, low levels of *Sstr3* and *Ghsr1a* were observed, while *Sstr2* and *Sstr4* significantly displayed the highest expression (Fig. 2b; Additional file 1: Fig. S4). Of note, endogenous *Cort* expression was higher compared to *Sst*. Next, to further support our previous results with b.End5, BECs were incubated under OGD-R as the preferred insult to mimic the model of ischemic–reperfusion injury to study BBB disruption. ECs significantly increased permeability, showing a compromised TJ architecture and an exacerbated immune response (Fig. 2c, d). Treatment with exogenous cortistatin reversed brain endothelial cell dysfunction back to the homeostatic state, decreasing permeability, preserving functional proteins for the barrier formation (Fig. 2d) and downregulating the production of immune mediators, such as MCP-1 and IL-6 (Fig. 2e). Importantly, secretion of cortistatin was reduced under OGD-R conditions (Additional file 1: Fig. S6c).

**Fig. 2:**
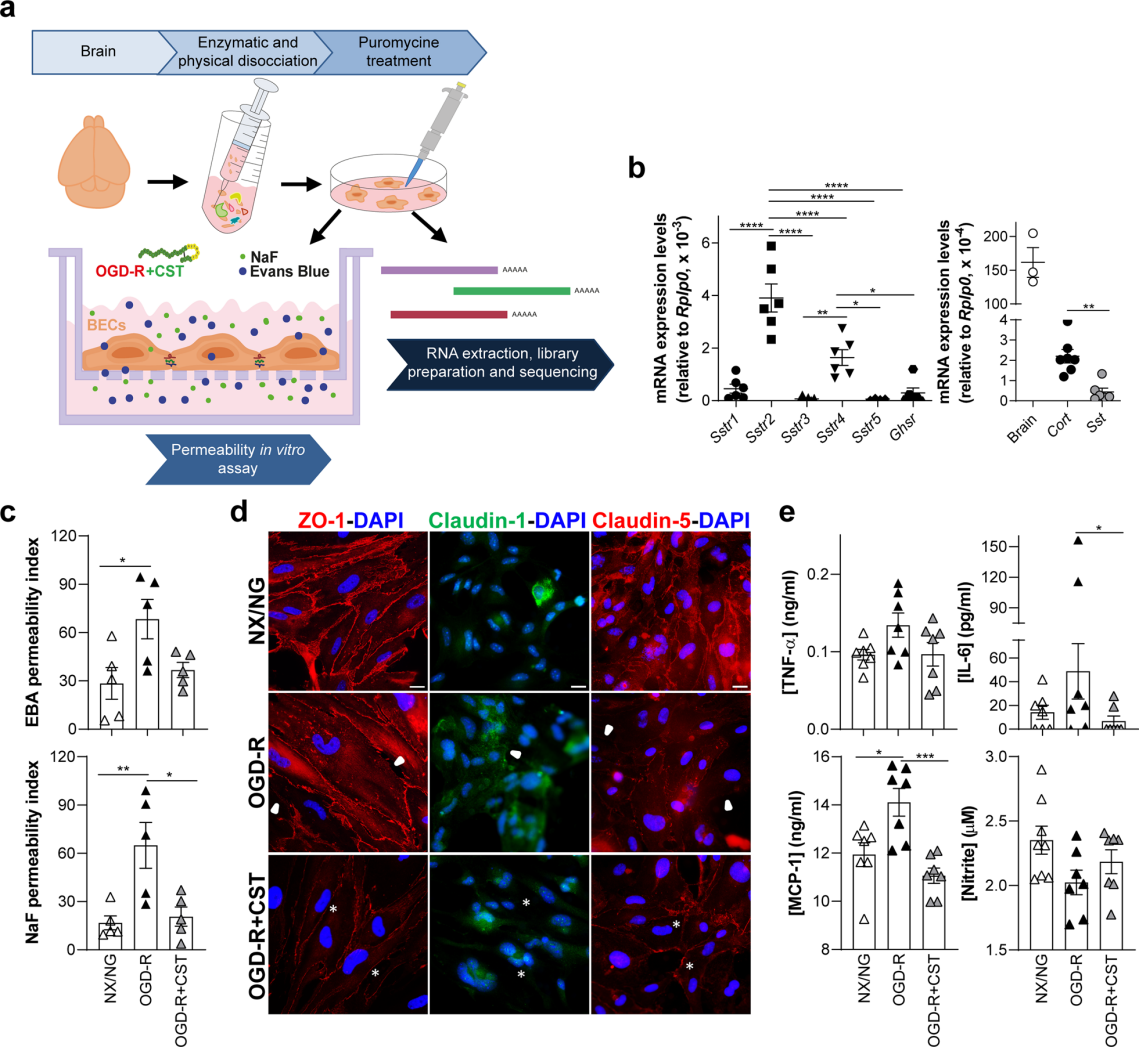
Cortistatin reverses murine brain endothelium disruption after ischemic-like conditions. **a** Graphical illustration of the experimental design. Primary brain endothelial cells (BECs) were isolated from 8-week-old *Cort*^+*/*+^ mice and enriched after 60 h puromycin treatment. One week later, cells were plated in collagen/fibronectin-coated transwells as described before. BECs were exposed to OGD-R with or without cortistatin (CST, 100 nM) and gene profile expression analysis or permeability assays were performed. **b** mRNA expression levels of cortistatin system receptors (left, *Sstr* and *Ghsr1a*) and ligands (right, somatostatin, *Sst* and cortistatin, *Cort*) in the brain endothelium under NX/NG. Data represent the mean of mRNA expression levels quantified by real-time qPCR analyses and normalized to *Rplp0*. *N* = 5–7 cultures/group. Mouse brain (*n* = 3) was used as an internal reference for endogenous *Cort* expression. **c** Endothelium barrier functionality was assessed by evaluating permeability to EBA and NaF and tight-junctions integrity. Index (%) of the tracer permeability vs an empty-coated insert. *N* = 5 cultures/group. **d** Representative immunofluorescence images of the cellular distribution of ZO-1 (red), claudin-1 (green) and claudin-5 (red) in BECs after OGD-R in the absence or presence of cortistatin. Arrowheads indicate ZO-1 and claudin-5 disruption throughout the cell membrane and augmented cytosolic expression of claudin-1. After cortistatin treatment, asterisks point out the recovery of ZO-1 and claudin-5 continuous pattern in the membrane and the reduced claudin-1 intracellular location. Scale bar: 20 µm. **e** Levels of immune factors were determined in culture supernatants after OGD-R in the presence or absence of cortistatin. N = 7 cultures/group. Data are the mean ± SEM with dots representing individual values of independent cultures. Cells for each culture derived from 4 pooled brains. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001

In addition, we also evaluated the potential role of cortistatin in human-derived brain ECs under ischemic–reperfusion injury mimicked by hypoxia– and oxygen–glucose deprivation assays combined with reoxygenation (Fig. 3; Additional file 1: Fig. S5).

**Fig. 3:**
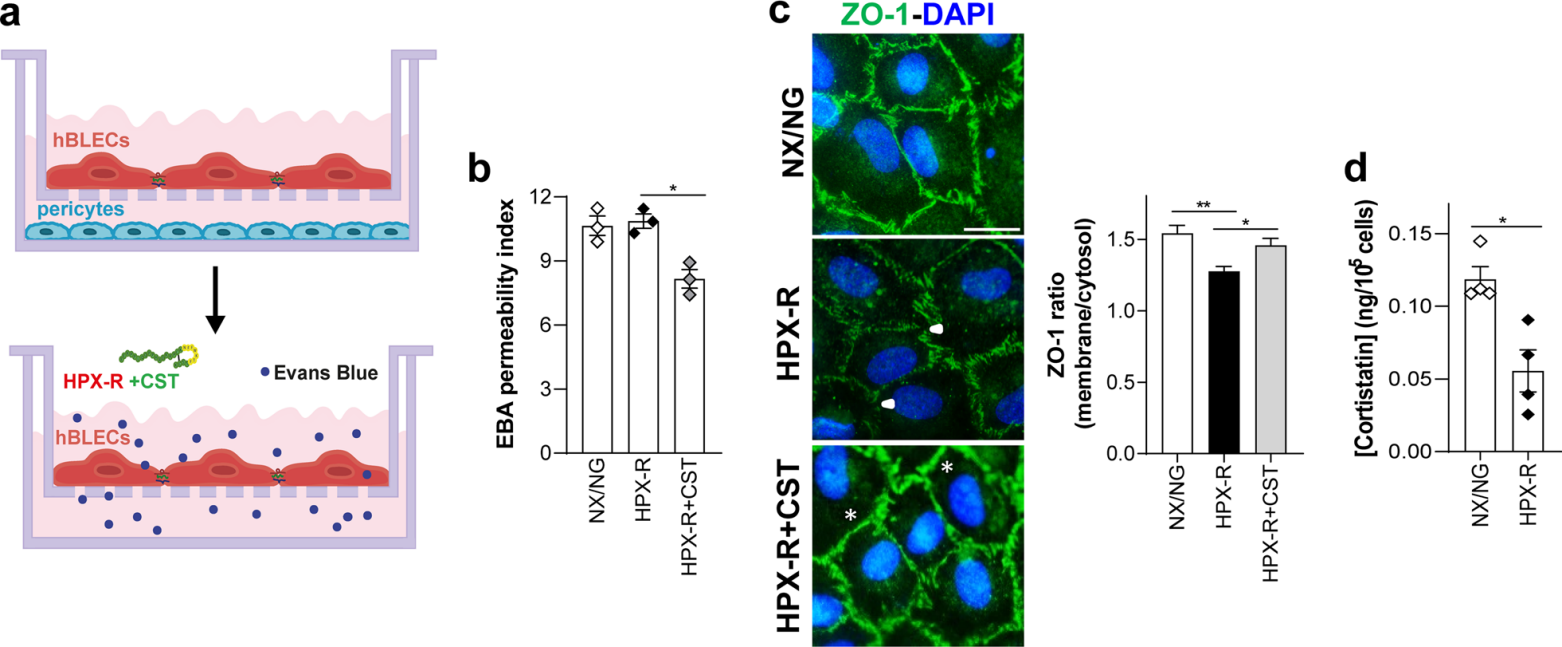
Role of cortistatin in the human brain endothelium. **a** Human brain-like endothelial cells (hBLECs) were obtained after 1 week of co-culture of CD34+-derived endothelial cells with pericytes. hBLECs were incubated 4 h under hypoxia followed by 20 h of reoxygenation (HPX-R) in the absence or presence of cortistatin (HPX-R + CST, 100 nM). **b** Endothelium integrity was evaluated and represented as the index (%) of EBA permeability vs an empty-coated insert. *N* = 3 cultures/group. Data are the mean ± SEM with dots representing individual values of independent cultures. **c** *Left*, expression of ZO-1 (green) was evaluated by immunofluorescence. Arrowheads indicate reduced and disrupted expression of ZO-1 after HPX-R. Cortistatin treatment protected the membrane from breakdown and recovered the tight pattern of intercellular ZO-1 (asterisks). *Right*, delocalization of ZO-1 was evaluated through the ratio of ZO-1 staining intensity in the membrane vs the cytosol. 25–50 selected ROIs in 4 independent fields were analysed. *N* = 6 cultures/group. **d** Cortistatin protein levels were quantified in hBLECs supernatants 20 h after exposure to NX/NG and HPX-R, as described. Results are normalized in ng protein/10^5^ cells. *N* = 4 cultures/group. *p ≤ 0.05, **p ≤ 0.01. Scale bar: 20 µm

Although no changes were detected in the endothelial barrier permeability between NX/NG and HPX-R conditions (Fig. 3b), probably due to the variability of serum-derived effects [29, 30], only the injured endothelial cells showed a disruptive presence of ZO-1 (Fig. 3c). Incubation with cortistatin reduced permeability in hypoxic cells and recovered intact ZO-1 presence in the cell membrane (Fig. 3b, c). As expected, OGD-R did induce an increase in barrier permeability of hBLECs. This increase was associated with a reduced expression of ZO-1 and an increase in ZO-1 disorganization, as well as claudin-5 membrane depletion (Additional file 1: Fig. S5a, b). Paradoxically, the addition of cortistatin significantly recovered the junctional expression and architecture of ZO-1 and claudin-5, although no changes were observed in the permeability of OGD-R-injured cells (Additional file 1: Fig. S5a, b). While discontinuous junctions are typically indicative of decreased barrier function and increased permeability, recent works have demonstrated that global permeability measures (as the ones used for transwell experiments) may not correlate with the junction phenotype (i.e., permeability measure remains the same with continuous and discontinuous arrangement of TJs) [31]. Interestingly, as we observed in the murine endothelial cells, healthy hBLECs predominantly expressed cortistatin, while somatostatin levels were almost undetectable (Additional file 1: Fig. S5c). Of note, production of cortistatin was regulated upon ischemic and reoxygenation damage, as the endogenous secretion of the neuropeptide was significantly reduced (Fig. 3d; Additional file 1: Fig. S5d).

Altogether, these data suggest that cortistatin-system (and not somatostatin) could play a crucial role in regulating brain endothelium integrity at different levels after several brain injury-like conditions.

### Deficiency in cortistatin exacerbates a dysfunctional brain endothelium response

Previous studies demonstrated the regulatory properties of cortistatin in the peripheral vascular system, including exacerbated responses to vascular lesions in cortistatin-deficient mice [13–15]. In addition, our findings demonstrate that cortistatin modulates the dynamics of the brain endothelium and that both murine and human brain ECs respond to pathological conditions by modifying the expression of cortistatin (Figs. 1, 2, 3). To further investigate whether endogenous cortistatin plays a role in the control of brain endothelium functionality, we characterized the phenotype and dynamics of BECs isolated from the brain microvasculature of wild-type (*Cort*^+*/*+^) and cortistatin-deficient mice (*Cort*^+/−^ and *Cort*^*−/−*^) under basal (NX/NG) and pathological (OGD-R) environments (Fig. 2a). Compared to wild-type BECs, cortistatin-deficient cultures showed a significant increase in endothelial permeability, not only after the insult but also when receiving a continuous supply of oxygen and nutrients (Fig. 4a; Additional file 1: Fig. S6a). Our data showed that the enhanced permeability observed with partial/complete absence of cortistatin was correlated with a greater delocalization, disruption and dysfunctional assembly of the TJ/AJ in both ischemic and normal environments (Fig. 4b–d). Specifically, by determining the ratio between the location of ZO-1 in the membrane vs the cytosol, we demonstrated that, under both conditions (NX/NG and OGD-R), a dramatic disintegration and redistribution of this protein occurred in the absence of cortistatin (Fig. 4b). Moreover, claudin-1 was overexpressed in BECs cultures without cortistatin (Fig. 4b). Similar to ZO-1, the breakdown of claudin-5 and the AJ VE-cadherin showed junctional discontinuity and a significant reduction in the expression in cortistatin-deficient BECs compared to control cells (Fig. 4b, c).

**Fig. 4:**
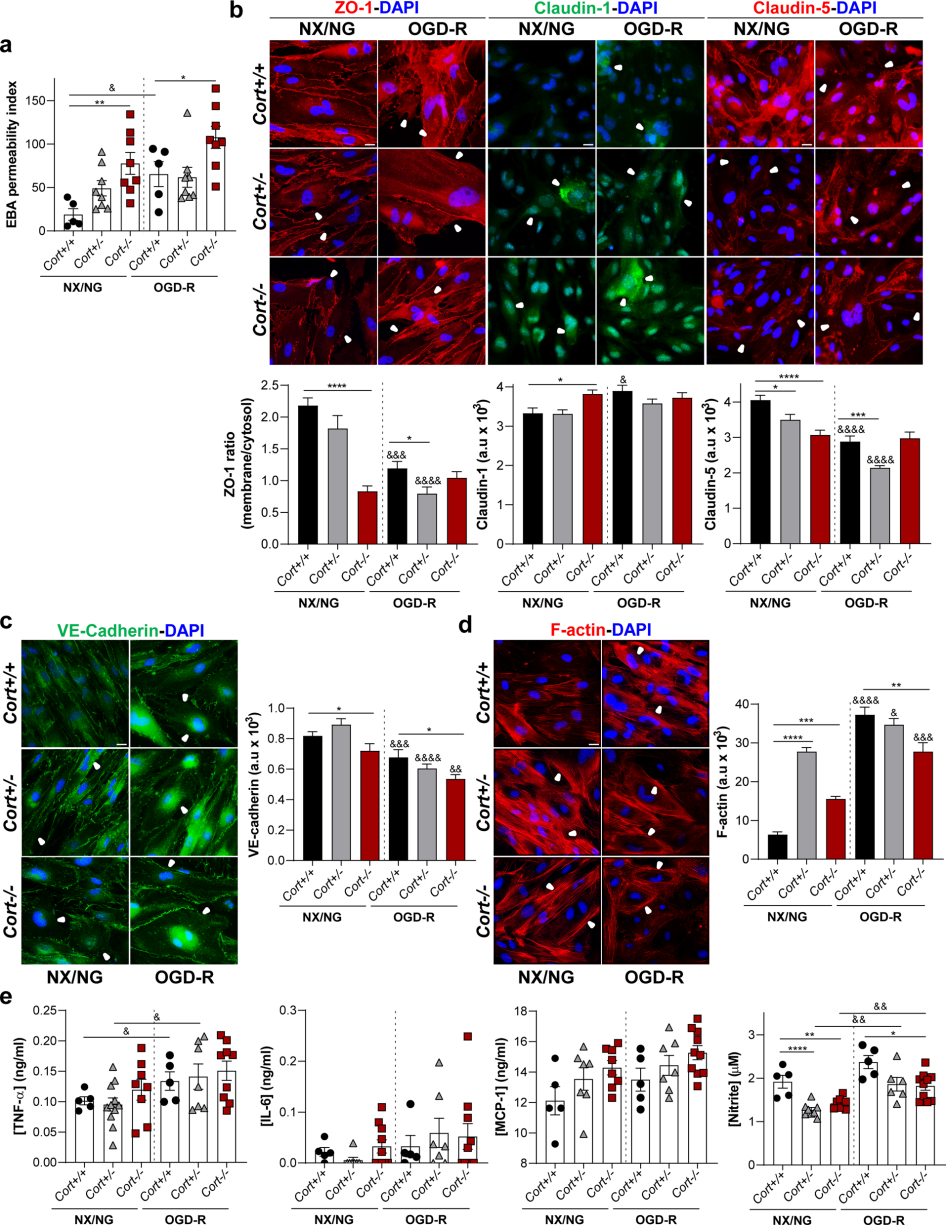
Cortistatin-deficient brain endothelial cells (BECs) show increased leakage and exacerbated immune activation. **a** BECs were isolated from wild type (*Cort*^+*/*+^) and cortistatin-deficient (partial: *Cort*^+/−^; complete: *Cort*^*−/−*^) mice and exposed to 4 h oxygen–glucose deprivation followed by 20 h of reoxygenation (OGD-R). Barrier integrity was evaluated and represented as the index (%) of EBA permeability vs an empty-coated insert. *N* = 5–8 cultures/group. **b–d** Representative immunofluorescence images of cellular junctions distribution in BECs incubated in basal conditions (NX/NG) and after OGD-R. **b** Immunofluorescence of tight-junctions ZO-1 and claudin-5 (both in red, arrowheads point out membrane disruption) and claudin-1 (green, arrowheads indicate augmented cytosolic expression). Delocalization of ZO-1 was evaluated through the ratio of ZO-1 staining intensity in the membrane vs the cytosol. Claudin-1 and claudin-5 cellular expression was quantified by fluorescence intensity as described below. **c, d** Adherens-junction protein VE-cadherin (**c**, green, arrowheads show discontinuous expression) and stress fibers (**d**, red rhodamine–phalloidin F-actin labelling, arrowheads reveal cytosolic reorganization of F-actin thick bundles) were analysed by quantifying fluorescence intensity. 25–50 selected ROIs in 4 independent fields were analysed (expressed as arbitrary units, a.u). *N* = 6 cultures/group. Scale bar: 20 µm. **e** Levels of inflammatory factors were determined in culture supernatants after OGD-R. *N* = 5–10 cultures/group. Data are the mean ± SEM with dots representing individual values of independent cultures. Cells for each culture were derived from 4 pooled brains. *vs *Cort*^+*/*+^ either in NX/NG and OGD-R; ^&^vs corresponding genotype (*Cort*^+*/*+^, *Cort*^+/−^, *Cort*^*−/−*^) in NX/NG. *^/&^*p* ≤ 0.05, **^/&&^*p* ≤ 0.01, ***^/&&&^*p* ≤ 0.001, ****^/&&&&^*p* ≤ 0.0001

In addition, to address the important role of the cytoskeleton-junctional proteins assembly in the modulation of BBB leakage, we performed a rhodamine–phalloidin labelling (Fig. 4d). While F-actin was distributed in random fibers throughout the cytosol in NX/NG wild-type BECs, it was drastically reorganized into thick stress bundles in all genotypes after injury. Interestingly, the absence of cortistatin also promoted a significant accumulation of stress fibers in physiological conditions (Fig. 4d). Notably, all these changes affecting TJ/AJ architecture were mostly appreciated in BECs with complete lack of the neuropeptide. The hyperpermeability observed in BECs without cortistatin was also accompanied by an altered inflammatory phenotype (Fig. 4e). Notably, we found a downregulated production of nitrite not only after the insult but also under normal conditions in the absence of cortistatin (Fig. 4e).

Next, we checked the regulation of the components of the cortistatin system in the absence of the neuropeptide (Additional file 1: Fig. S6b). Although the expression levels of the receptors showed no changes when comparing BECs isolated from cortistatin-deficient mice to the expression levels in wild-type cells under NX/NG, we found a partial non-significant decrease in the physiological levels of *Sstr1,* *Sstr5* and *Sst* that was still reduced in the OGD-R environment. Importantly, only *Sstr4* was significantly and oppositely modulated after injury in wild type and cells lacking cortistatin (Additional file 1: Fig. S6b). Interestingly, endogenous levels of cortistatin in healthy heterozygous BECs were similar to those secreted by wild-type cells under hypoxic–reoxygenation conditions (Additional file 1: Fig. S6c).

Taken together, these findings indicate that the brain ECs from mice lacking cortistatin exhibit a leaky and inflammatory-like endothelium already under physiological conditions, being exacerbated under damage. Our results suggest that the system conformed by endogenous cortistatin (and probably, by *Sstr4/Sstr2/Sstr5*) might be crucial in the regulation of the brain endothelium dynamics during physiology and pathology, which could be determinant for BBB integrity.

### Cortistatin-deficient brain endothelium shows a dysfunctional phenotype with dysregulated physiological pathways

To further investigate the molecular profile that could be linked to the cerebral vascular endothelium behaviour in the absence of cortistatin, we compared the transcriptomes of *Cort*^+/+^ and *Cort*^−/−^ BECs under NX/NG or OGD-R obtained by next-generation RNA-seq. 

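RNA from *Cort*+/+ and *Cort*-/- BECs was sequenced after 24 h under NX/NG (21% O_2_, 5.5 mM glucose) or after 4 h at 1% O_2_ without glucose and 20 h of reoxygenation (OGD-R), each biological replicate being a pool from 3 mice. Of the 12 samples listed, 10 had a column in the deposited tables. These were 3 *Cort*+/+ and 2 *Cort*-/- replicates in each environment, and *Cort*-/- NX/NG replicate 3 and *Cort*-/- OGD-R replicate 2 were not used here. The heatmaps of the paper leave out *Cort*+/+ OGD-R replicate 1, and the text of the paper gives no reason. Values under OGD-R are therefore given over *Cort*+/+ replicates 2 and 3 unless stated otherwise, and for many genes also over all mapped libraries. The labels number the *Cort*-/- OGD-R replicates 1 and 3, Fig. 5e numbers them 1 and 2, and Fig. 6e numbers them 2 and 3; the numbers of the labels are used. The labels also name another library kit, RNA input, read length and read number than the methods of the paper, and call the environments NM and OGD. The authors processed the reads with their reanalyzerGSE pipeline, set to keep low expressed genes, and deposited RPKM per gene and library in 2 tables, 1 for each environment, each scaled on its own. The main text of the paper names no aligner, genome build or test for DEGs, and Additional file 1, to which it refers for details, was not used here. RPKM times gene length was a whole multiple of 1 step in every library, so the reads on each gene were recovered. They summed to between 12386048 and 12390428 reads per library, below the average number of paired-end reads that the methods state, and the values here use the former. Genes are named by the symbols of the tables, and positions are those of the same symbols in GRCm38. Each comparison was fitted with limma on log_2_(RPKM + 0.1), with a trend on mean expression and only the groups compared in the fit, and a gene was called at a Benjamini-Hochberg FDR of at most 0.05. For the transition between environments, the reads of the 27321 genes in both tables were scaled together by the trimmed mean of M values, since the authors had normalized the 2 tables separately. Reads were simulated with 200 genes of at least 1 RPKM changed by a log_2_ fold change of 2 or 3, up or down. Smaller changes were not simulated, so the power for them is not known. Of the changed genes, this fit called 163 with 2 libraries against 3. With 2 against 2 it called 74 of 199. It also called 96 and 24 unchanged genes, 88 and 20 of them below 1 RPKM; limma-voom on the simulated reads called 3 and 0 unchanged genes. *Cort* (chromosome 4, 149125034 to 149126763) had 2, 1 and 1 reads in the *Cort*+/+ NX/NG replicates, 1 read in *Cort*+/+ OGD-R replicate 3, and 0 in every other library, the *Cort*-/- libraries included, too few reads for a fold change. The male transcript *Ddx3y* lay between 11.7 and 17.5 RPKM in the 10 libraries. Ribosomal RNA (*Rn18s-rs5*) took 7.64% to 15.8% of the reads in 8 libraries, but 0.0951% in *Cort*-/- OGD-R replicate 3 and 0.0775% in *Cort*+/+ OGD-R replicate 1.

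**Figure D1:**
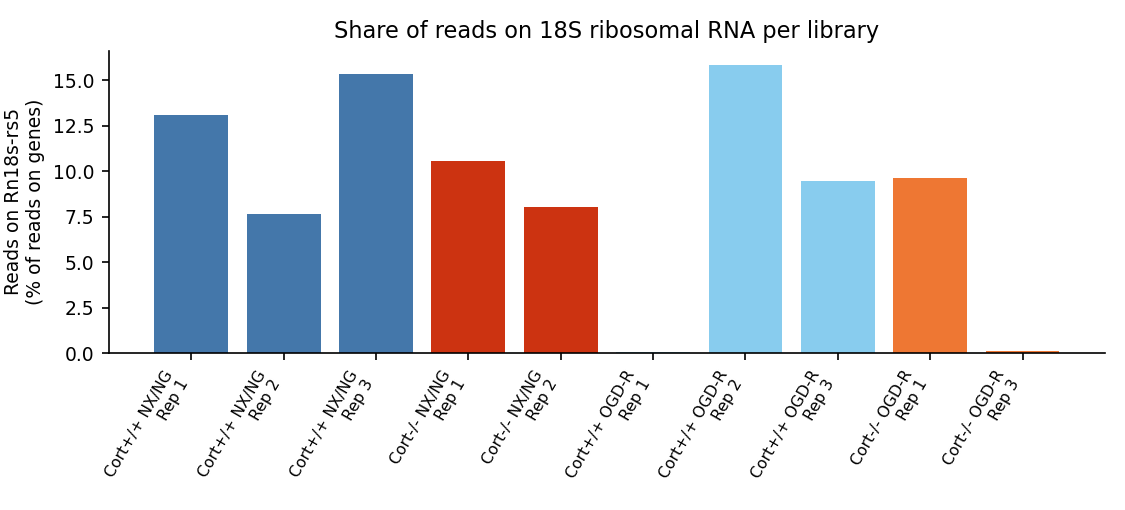
Share of reads on 18S ribosomal RNA (*Rn18s-rs5*, percent of reads on genes) in each of the 10 libraries, grouped by genotype and environment; each bar is 1 library. The OGD-R libraries of *Cort*-/- replicate 3 and *Cort*+/+ replicate 1 lie under 1%, the other 8 between 7.64% and 15.8%.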

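The expression of *Cldn5*, *Pecam1* and *Tjp1* summed to between 314 and 467 RPKM in each of the 10 libraries. The pericyte markers *Cspg4*, *Kcnj8* and *Vtn* summed to between 0.958 and 5.59 RPKM, most of it from *Cspg4*, which lay between 0.679 and 5.15 RPKM. The highest sum in a library was 0.154 RPKM for the astrocyte markers *Gfap*, *Aqp4* and *Gli1*, 0.368 RPKM for the oligodendrocyte markers *Olig1*, *Mog* and *Mbp*, and 0.271 RPKM for the microglial markers *Ptprc*, *Itgam* and *Tnf*. *Aqp4*, *Olig1* and *Itgam* were listed in the NX/NG table only. Under NX/NG, *Cspg4* was 1.02 ± 0.481 RPKM in *Cort*-/- (SD, n = 2) and 3.92 ± 0.321 RPKM in *Cort*+/+ BECs (SD, n = 3), with a log_2_ fold change of -1.91 (SE 0.29, limma FDR = 0.211). Under OGD-R it was 4.21 ± 0.728 and 4.93 ± 0.318 RPKM (SD, n = 2 each).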

First, we confirmed that our samples showed strong enrichment of BECs-specific markers (such as *Cldn5,* *Pecam1/*CD31 or *Tjp1/*ZO-1), while cells expressing markers of pericytes (*Cspg4,* *Kcnj8,* *Vtn*), astrocytes (*Gfap,* *Aqp4,* *Gli1*), neurons (*Nefl,* *Gabra1,* *Reln*), oligodendrocytes (*Olig1,* *Mog,* *Mbp*), or microglia (*Ptprc,* *Itgam,* *Tnf*) were barely detectable (Additional file 1: Fig. S7a).

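Among the 29965 genes with a value above 0 under NX/NG, limma called 0 genes between *Cort*-/- and *Cort*+/+ BECs at an FDR of at most 0.05. At an unadjusted p under 0.05 there were 2513 genes, 1068 higher and 1445 lower in *Cort*-/-, where chance gives 5% of the genes tested. In 32.7% of the 14220 genes with at least 1 RPKM in at least 2 libraries, the *Cort*-/- and the *Cort*+/+ libraries did not overlap, where chance gives 20%. Of the alternatives tried, limma-voom on the recovered reads moved the number of calls most, to 124 genes (19 higher and 105 lower); it was chosen after the data were seen. With each *Cort*+/+ replicate left out in turn, 0 genes were called and between 1793 and 3355 had an unadjusted p under 0.05. The authors' deposited table holds 613 genes at an FDR of 0.05, 139 higher and 474 lower. *Pdpn* (chromosome 4, 143267431 to 143299564, within 10 Mb of *Cort*) was 3.59 ± 1.41 RPKM in *Cort*-/- (SD, n = 2) and 19.9 ± 2.75 RPKM in *Cort*+/+ BECs (SD, n = 3), with a log_2_ fold change of -2.48 (SE 0.26, limma FDR = 0.108).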

In brain endothelium from cortistatin-deficient mice, we identified 613 genes (139 upregulated and 474 downregulated) with significant differential expression (FDR < 0.05) compared to wild type in an NX/NG environment (Fig. 5a; Additional file 2: Table S3).

**Fig. 5:**
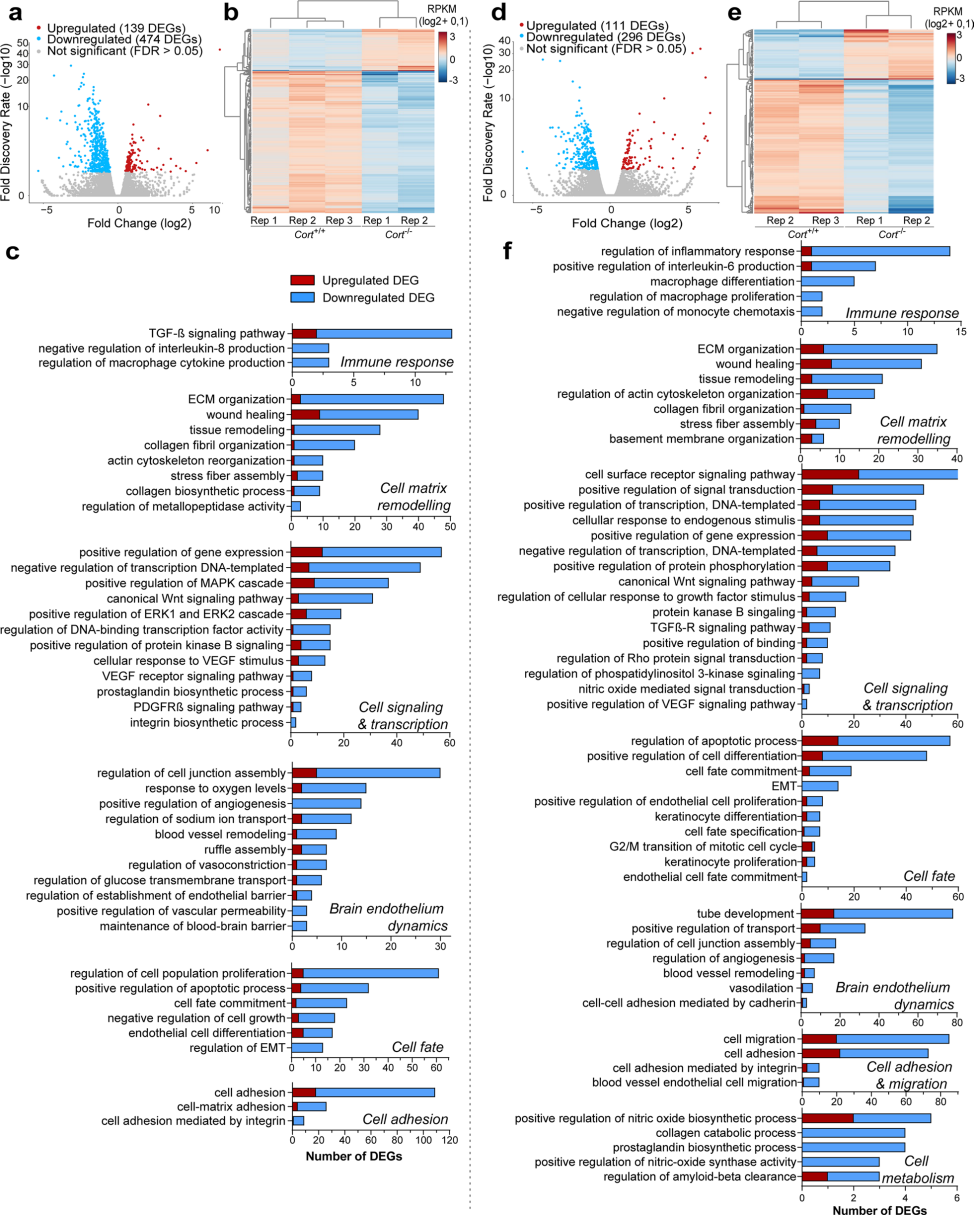
Cortistatin-deficient brain endothelium shows deregulated gene pathways. Comparison of gene expression profiles from BECs isolated from *Cort*^+*/*+^ vs *Cort*^*−/−*^ mice cultured as described in Fig. 2a. Each biological replicate (Rep) was pooled from 3 mice per genotype. **a, d** Volcano plots illustrate differentially expressed genes (DEGs) from *Cort*^*−/−*^ vs *Cort*^+*/*+^ BECs incubated under NX/NG for 24 h (**a**) or under 4 h oxygen–glucose deprivation followed by 20 h reoxygenation (OGD-R) (**d**). Each dot represents one gene. Grey dots represent not significantly altered genes. The number of enriched (up, red) and decreased (down, blue) genes (with false discovery rate, FDR, *p* < 0.05) for cortistatin-deficient BECs is shown in the legend. Full description of DEGs is in Additional file 2: Tables S3 and S4. **b, e** Heatmaps and unsupervised hierarchical clustering of 613 DEGs (**b**) and 407 DEGs (**e**) in *Cort*^*−/−*^ vs *Cort*^+*/*+^ BECs exposed to NX/NG and OGD-R, respectively. The expression values are represented in shades of red and blue, indicating expression above and below the median value across all samples. **c, f** Gene ontology (GO) terms for biological processes significantly overrepresented in *Cort*^*−/−*^ vs *Cort*^+*/*+^ BECs incubated under NX/NG (**c**) or OGD-R (**f**). Data were grouped into similar gene sets and manually annotated into several networks, such as immune response, cellular matrix and remodelling, cell signalling and transcription, cell fate, brain endothelium dynamics, cell adhesion and migration, and cell metabolism. Red and blue bar-segments correspond to the numbers of upregulated and downregulated DEGs, respectively. All DEGs for each GO term are listed in Additional file 2: Tables S5 and S6. TGF-β, transforming growth factor beta; ECM, extracellular matrix; MAPK, mitogen-activated protein kinase; ERK, extracellular-signal-regulated kinase; VEGF, vascular endothelial growth factor; PDGFRβ, platelet-derived growth factor receptor beta; EMT, epithelial to mesenchymal transition

On the other hand, we observed that 407 genes (111 upregulated and 296 downregulated) were differentially expressed between *Cort*^−/−^ and *Cort*^+/+^ BECs after OGD-R exposure (Fig. 5d; Additional file 2: Table S4). 

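Over the libraries that the heatmap shows, 2 of each genotype, limma called 0 of 28862 genes under OGD-R at an FDR of at most 0.05, and 1267 genes had an unadjusted p under 0.05 (642 higher and 625 lower in *Cort*-/-). Over all mapped libraries, with *Cort*+/+ replicate 1 added, 0 genes were called and 1019 had an unadjusted p under 0.05. The groups did not overlap in 32.6% of 14096 genes with at least 1 RPKM in at least 2 libraries, and chance gives 33.3% with 2 libraries against 2. The setting that moved the calls most was limma-voom, with 6 genes (2 higher and 4 lower). In the authors' deposited table, 19 genes have an FDR of at most 0.05, 12 higher and 7 lower. *Pdpn*, near *Cort*, was 3.81 ± 0.207 RPKM in *Cort*-/- and 23.6 ± 4.41 RPKM in *Cort*+/+ BECs (SD, n = 2 each), with a log_2_ fold change of -2.59 (SE 0.16, limma FDR = 0.447). With the 20.6 RPKM of *Cort*+/+ replicate 1 included, its log_2_ fold change was -2.53 (limma FDR = 0.148).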

The unsupervised hierarchical clustering analysis revealed two distinct groups with minimal overlap under both experimental conditions (Fig. 5b, e). 

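Average linkage on 1 minus the Pearson correlation of log_2_(RPKM + 0.1) was used over all genes with at least 1 RPKM in at least 2 libraries. Under NX/NG, the first split of the tree over 14220 genes parted the 2 *Cort*-/- from the 3 *Cort*+/+ libraries. Under OGD-R, it parted *Cort*-/- replicate 3 from the other 3 libraries over 14096 genes. When *Cort*+/+ replicate 1 was added, *Cort*-/- replicate 3 and *Cort*+/+ replicate 1, both low in ribosomal RNA, formed 1 group and the other 3 libraries the second. Over only the genes called in the authors' deposited tables, 613 and 19, the genotypes were parted in both environments; those genes were picked for their difference between the genotypes.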

Next, we validated by qPCR the expression of key genes up and downregulated, showing a high degree of correlation with the RNA-seq quantification (Additional file 1: Fig. S7b, c). 

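Of the 26849 genes tested in both environments, 0 were called in both, since 0 were called in either. At an unadjusted p under 0.05, 2459 genes under NX/NG and 1193 under OGD-R had 238 genes in common, 203 of them with the same sign, where 109.3 are expected by chance (one-sided Fisher's exact test, p = 8.98e-32; genes are not independent). Of the 238 genes, 17 lie within 10 Mb of *Cort*. With limma-voom, 4 genes were called in both environments, *Eno1b*, *Pdpn*, *Rab6b* and *Tnfrsf1b*; *Pdpn* and *Tnfrsf1b* lie near *Cort*, and 79.2% of the 40-nt words of *Eno1b* also occur in *Eno1*. The authors' deposited tables share 12 calls, all 12 with the same sign and 6 of them within 10 Mb of *Cort*. No library was used in both comparisons.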

Notably, in cortistatin-deficient BECs, we observed that 226 DEGs (more than half out of the total) were shared between NX/NG and OGD-R when comparing *Cort*^+/+^ vs *Cort*^−/−^ BECs. 

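The tables carry gene ontology terms for biological processes, which gave 17369 annotated genes under NX/NG as the background. With 0 genes called, 0 of the 43 terms of Fig. 5c were overrepresented. In the genes at an unadjusted p under 0.05, 38 of the 43 terms were overrepresented (one-sided Fisher's exact test, Benjamini-Hochberg over the terms of the panel), and in 34 of these most of the genes were lower in *Cort*-/- BECs. ECM organization held 67 of these genes, 57 of them lower, against 28.4 expected, and collagen fibril organization held 24, 23 of them lower, against 5.65 expected. Over all genes tested, limma's camera with a preset correlation of 0.01 called 2 of the 43 terms, the same pair, both lower in *Cort*-/-; neither was called with an estimated correlation or with fry. In the authors' deposited calls, 41 of the 43 terms were overrepresented. The study drew the terms of Fig. 5c because they were overrepresented in its own RNA-seq data, so these counts are not independent evidence.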

Through GO terms overrepresentation analysis corresponding to biological processes (BP), molecular functions (MF) and cellular components (CC), we showed that most DEGs were associated with downregulated functional networks (Fig. 5c, f; Additional file 1: Fig. S8, Additional file 2: Tables S5, S6).

In fact, these gene clusters, i.e.*,* cell matrix remodelling, brain endothelium dynamics, immune response, regulation of gene expression (through MAPK, Wnt, VEGF, and Erk1/2 pathways), growth factors activity (BMP, IGF-II, VEGF and TGF-β, among others), endothelial cell fate commitment, and endothelium-dependent cell adhesion and migration, were similarly affected by both conditions (Fig. 5c, f; Additional file 1: Fig. S8, Additional file 2: Tables S5, S6). These results indicate that the lack of cortistatin seems to induce downregulated pathways affecting both normal brain endothelium processes and injured-endothelium responses. 

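Under OGD-R, 0 of the 54 terms of Fig. 5f were overrepresented in the called genes, of which there were 0. Of the 54 terms, 8 were overrepresented in the genes at an unadjusted p under 0.05, and 3 of these had most of their genes lower in *Cort*-/-. Among them, tube development held 49 genes, 23 lower, against 30.4 expected, and tissue remodeling held 13, 7 lower, against 4.92 expected. Camera and fry called 0 of the 54 terms over all genes, and 0 were overrepresented in the authors' 19 deposited calls. As with Fig. 5c, the study drew these terms from its own RNA-seq data.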

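Across 13771 genes with a mean of at least 1 RPKM, the log_2_ fold changes of *Cort*-/- against *Cort*+/+ under NX/NG and under OGD-R had a Pearson r of 0.135 and a Spearman rho of 0.316, a relation across genes, which are not independent replicates. The 2 environments had the same sign in 61.2% of these genes. From the overrepresented terms, the paper proposes that pathways are downregulated without cortistatin in normal as well as in injured endothelium.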

To investigate the possible dysfunctional phenotype of brain endothelium from mice with cortistatin deficiency under physiological conditions, we compared the transcriptional programs associated with the progression from a healthy (NX/NG) to an injured state followed by reoxygenation (OGD-R), for both *Cort*^+/+^ and *Cort*^−/−^ BECs. Our results revealed that 83 genes (48 upregulated and 35 downregulated) were differentially expressed in wild-type cells when driving the transition from NX/NG to OGD-R (Fig. 6a, b; Additional file 2: Table S7).

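In *Cort*+/+ BECs, limma on the jointly scaled reads of 3 NX/NG and 2 OGD-R libraries called 0 of 26885 genes, and 1821 had an unadjusted p under 0.05, 997 higher and 824 lower after OGD-R. The libraries of the 2 environments did not overlap in 27.0% of 14290 genes, against 20% by chance. Adding *Cort*+/+ OGD-R replicate 1 moved the calls most, to 9 genes (3 higher and 6 lower), with 1485 at an unadjusted p under 0.05. With limma-voom, 6 genes were called. Of the 32 genes that Fig. 7 colours for this transition, 32 moved in the direction of the figure and 31 had an unadjusted p under 0.05. When the p-values were adjusted over the list alone, 31 were called, but the study chose the list on its own RNA-seq data, so this is not independent evidence.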

**Fig. 6:**
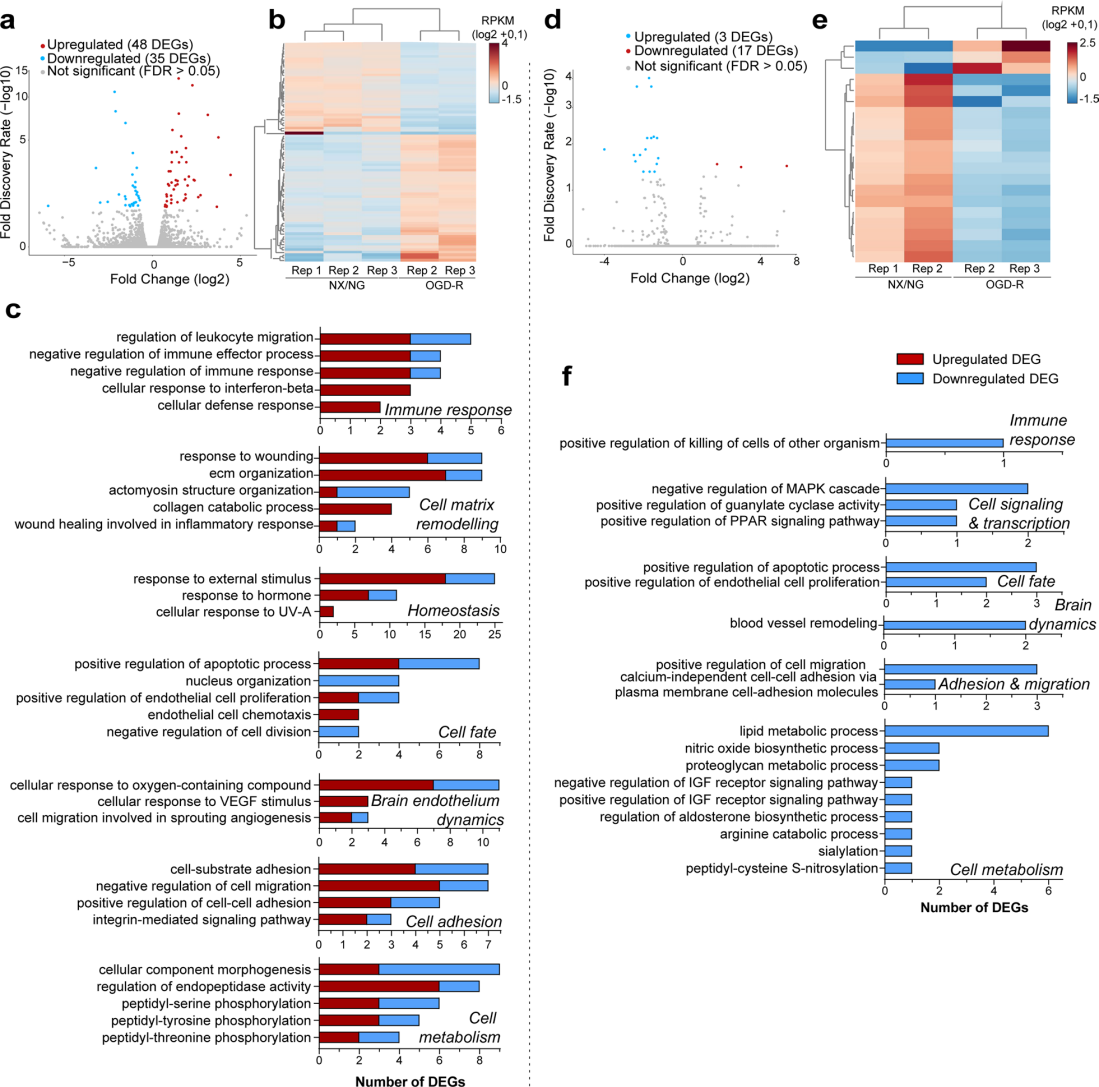
Gene networks regulating brain endothelium dynamics are affected by the lack of cortistatin. Comparison of gene expression profiles in the dynamics from the basal (NX/NG) to ischemic and repairing (OGD-R) states in *Cort*^+*/*+^ and *Cort*^*−/−*^ BECs. Each biological replicate (Rep) was pooled from 3 mice per genotype. **a**, **d** Volcano plots illustrating DEGs between BECs incubated under NX/NG for 24 h and BECs exposed to 4 h oxygen–glucose deprivation and 20 h reoxygenation (OGD-R) from *Cort*^+/+^ (**a**) or *Cort*^*−/−*^ (**d**). Each dot represents one gene. Grey dots represent not significantly altered genes. The number of enriched (up, red) and decreased (down, blue) genes (FDR, *p* < 0.05) for OGD-R-derived BECs is shown in the legend. Full description of DEGs is in Additional file 2: Tables S7 and S8. **b, e** Heatmaps and unsupervised hierarchical clustering of 83 DEGs (**b**) and 20 DEGs (**e**) in BECs exposure to NX/NG vs OGD-R in *Cort*^+/+^ and *Cort*^−/−^, respectively. Expression values are represented in shades of red and blue, indicating expression above and below the median value across all samples. **c, f** GO terms for biological processes significantly overrepresented in BECs incubated under NX/NG vs OGD-R from *Cort*^+/+^ (**c**) and *Cort*^*−/−*^ (**f**) mice. Data were grouped into similar gene sets and manually annotated into several networks, such as immune response, cellular matrix and remodelling, homeostasis, cell signalling and transcription, cell fate, brain endothelium dynamics, cell adhesion and migration, and cell metabolism. Red and blue bar-segments correspond to the numbers of upregulated and downregulated DEGs, respectively. All DEGs for each GO term are listed in Additional file 2: Tables S9 and S10. *VEGF* vascular endothelial growth factor, *ECM* extracellular matrix, *MAPK* mitogen-activated protein kinase, *PPAR* peroxisome proliferator-activated receptor

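Among the genes that Fig. 7 shows as upregulated in *Cort*+/+ BECs under OGD-R, *Mmp3* had the lowest unadjusted p. It rose from 5.13 ± 0.228 RPKM under NX/NG (SD, n = 3) to 16.8 ± 5.19 RPKM under OGD-R (SD, n = 2), with a log_2_ fold change of 1.59 (SE 0.19, limma FDR = 0.218) in the jointly scaled reads; levels in RPKM come from tables that were normalized separately. *Cort*+/+ OGD-R replicate 1, which the heatmap leaves out, had 4.97 RPKM, and with it the log_2_ fold change was 1.02. *Tgtp1* had a log_2_ fold change of 1.11 (SE 0.17, limma FDR = 0.287).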

Noteworthy, resulting GO terms revealed that upregulated DEGs found in *Cort*^+/+^ BECs under OGD-R were positively associated with gene networks modulating endothelial injury responses (Fig. 6c; Additional file 1: Fig. S9a, Additional file 2: Table S9). Remarkably, these pathways were not only related to the deleterious response to damage, but also to several processes aimed at a later balanced repair response, such as the immune regulation of leukocyte migration, the response to immune mediators, the remodelling of the extracellular matrix and cytoskeleton, the regulation of angiogenesis and wound healing processes, and the activation of protective stress responses (Fig. 6c; Additional file 1: Fig. S9a). 

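By module of Fig. 7, the genes coloured as upregulated in this transition had a median log_2_ fold change of 0.77 in the extracellular matrix module, 0.68 in cell fate, 0.99 in the immune response and 0.71 in the response to oxygen. Limma called none of them at an FDR of at most 0.05, and each had an unadjusted p under 0.05. With limma-voom, *Mmp3* (FDR = 0.0176) and *Timp1* (FDR = 0.0245) were called. The genes coloured as downregulated included *Myh11* (log_2_ fold change -1.30, SE 0.23), *Gdf15* (-1.26, SE 0.41) and *Txnip* (-0.59, SE 0.09).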

Surprisingly, in the dynamics of *Cort*^−/−^ BECs from NX/NG to OGD-R, only 20 differentially expressed genes (3 upregulated and 17 downregulated) were identified in the transition from a healthy state to an ischemic and reperfusion context (Fig. 6d, e; Additional file 2: Table S8). In this case, the genes were predominantly involved in downregulated networks associated with the response to damage (Fig. 6f; Additional file 1: Fig. S9b, Additional file 2: Table S10).

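In *Cort*-/- BECs, with 2 libraries in each environment, limma called 0 of 26523 genes in the jointly scaled reads, and 1082 had an unadjusted p under 0.05, 585 higher and 497 lower after OGD-R. The environments did not overlap in 34.2% of 13998 genes, where chance gives 33.3%. The fit of all groups together moved the calls most, to 1 gene, and limma-voom called 0 genes, with 1055 at an unadjusted p under 0.05. Whether the response differed between the genotypes was tested directly with the interaction of genotype and environment over the 4 groups. It called 0 of 27321 genes, and 1070 had an unadjusted p under 0.05. Over all mapped libraries, 3 genes had an interaction at an FDR of at most 0.05. When a term for the 2 libraries low in ribosomal RNA was added, 0 did, with 839 at an unadjusted p under 0.05.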

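Fig. 7 colours 5 genes for the transition in *Cort*-/- BECs, *Col6a3* as upregulated and *Pcdh12*, *Angptl4*, *Nos2* and *Igf1* as downregulated. All 5 moved in the direction of the figure, 1 of them at an unadjusted p under 0.05, and 0 were called at an FDR of at most 0.05. *Col6a3* rose in RPKM from 0.570 ± 0.00686 to 2.84 ± 1.39 (SD, n = 2 each), with a log_2_ fold change of 1.98 (SE 0.41, limma FDR = 0.784). The log_2_ fold change was -0.74 for *Pcdh12*, -0.67 for *Angptl4* and -0.72 for *Igf1*.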

Next, we performed a more detailed examination of the DEGs conforming these pathways based on their log_2_ fold change and their biological relevance to brain endothelial function (Additional file 2: Table S11). Analysis of the extracellular matrix (ECM) remodelling cluster (Fig. 7a), revealed that most of the genes encoding collagens and other ECM components, metalloproteinases inhibitors, metallopeptidases as well as genes regulating actin cytoskeleton dynamics, among others, were downregulated in the basal (NX/NG) and injured (OGD-R) brain endothelium when cortistatin was absent.

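Fig. 7a colours 26 genes between the genotypes under NX/NG, 24 as down- and 2 as upregulated, and 26 of them had the direction of the figure. Their median log_2_ fold change was -0.74 for the downregulated and 0.49 for the upregulated genes, 25 had an unadjusted p under 0.05, and 0 were called at an FDR of at most 0.05 over all genes tested. With the p-values adjusted over the list alone, 25 of the 26 were called; as with every module of Fig. 7, the study chose these genes on its own RNA-seq data, so this count is not independent evidence. Limma-voom called 11 of the 26. Under OGD-R, the figure colours 17 genes, all 17 moved in its direction, 6 at an unadjusted p under 0.05, and 0 were called over the list alone (2 over all mapped libraries). The 15 genes coloured as downregulated there had a median log_2_ fold change of -0.36. *Col3a1* was 24.1 ± 4.69 RPKM in *Cort*-/- (SD, n = 2) and 50.5 ± 13.0 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, with a log_2_ fold change of -1.04 (SE 0.26, limma FDR = 0.403). Under OGD-R its log_2_ fold change was -0.61 (SE 0.13), and -0.61 over all mapped libraries, with 63.1 RPKM in *Cort*+/+ replicate 1.

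**Figure D2:**
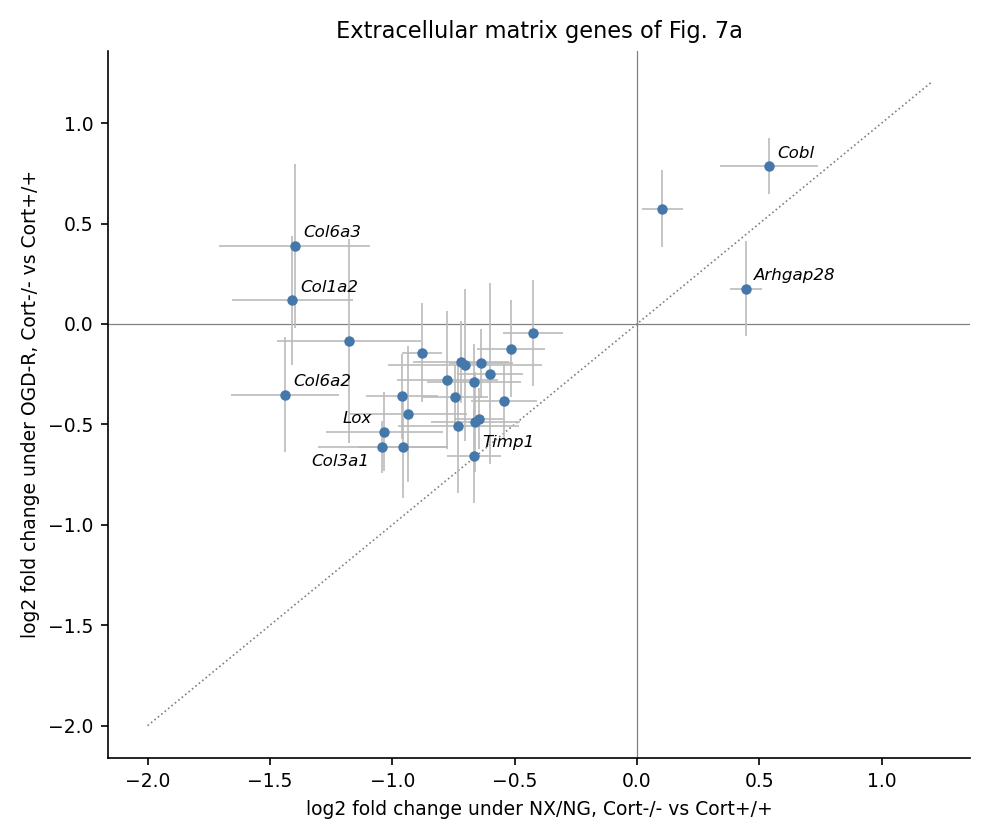
Log_2_ fold change of *Cort*-/- against *Cort*+/+ BECs under NX/NG (horizontal axis) and under OGD-R (vertical axis) for the genes of Fig. 7a; each point is 1 gene. Most points lie at lower values under NX/NG than under OGD-R, as for *Col3a1* at -1.04 and -0.61.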

**Fig. 7:**
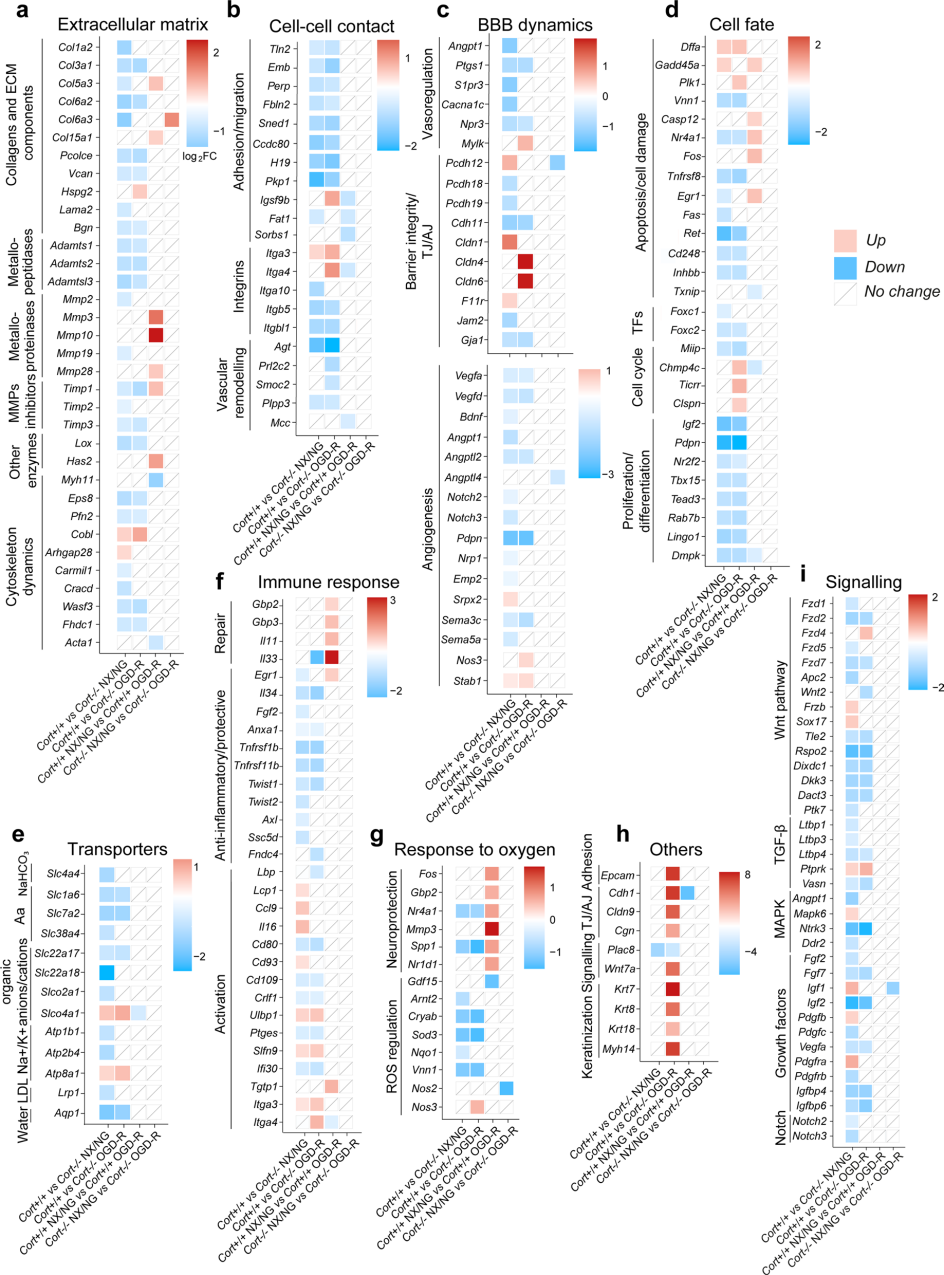
Transcriptional alterations in cortistatin-deficient brain endothelium. Gene sets for *Cort*^+*/*+^ and *Cort*^*−/−*^ BECs displayed in Figs. 5 and 6 were manually annotated into gene modules relevant for key BBB features and functions: **a** extracellular matrix components; **b** cell–cell contact mediators; **c** BBB dynamics; **d** cell fate agents; **e** endothelial transporters; **f** immune response; **g** response to oxygen; **h** others, (genes with the highest fold change from different categories); and **i** signalling pathways. Differential expression patterns of selected DEGs modulated by the lack of cortistatin are represented in each module based on criteria defined in the legend box. Genes that do not have significant expression changes are displayed by a white box. Relative fold change expression (log_2_FC) in each experimental group is shown by shades of red (upregulated) and blue (downregulated). *MMPs* matrix metalloproteinases, *TFs* transcription factors, *Aa* amino acids, *LDL* low density lipoprotein, *MAPKs* mitogen-activated protein kinases

Notably, additional genes related to ECM remodelling, i.e*.*, *Col1a2,* *Col6a3,* *Lama2,* *Mmp2,* *Mmp19,* *Timp2*, *Carmil1,* and *Cracd,* and to cytoskeleton disassembly, *Arhgap28* and *Cobl* were downregulated and upregulated, respectively, in cortistatin-deficient BECs only under NX/NG (Fig. 7a). 

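Under NX/NG, *Col1a2* (chromosome 6, 4504814 to 4541544) was 19.8 ± 6.91 RPKM in *Cort*-/- (SD, n = 2) and 51.6 ± 7.55 RPKM in *Cort*+/+ BECs (SD, n = 3), with a log_2_ fold change of -1.41 (SE 0.25, limma FDR = 0.253). Log_2_ fold changes there were -1.40 for *Col6a3*, -0.67 for *Lama2*, -0.64 for *Mmp2*, -0.54 for *Mmp19*, -0.42 for *Timp2*, -0.51 for *Carmil1* and -0.70 for *Cracd*. Of these 8 genes, 7 had an unadjusted p under 0.05 under NX/NG and 0 under OGD-R, where *Col1a2* had a log_2_ fold change of 0.12 (0.04 over all mapped libraries, with 54.9 RPKM in *Cort*+/+ replicate 1). The interaction of genotype and environment for *Col1a2* was 1.52 (SE 0.44, limma FDR = 0.997). *Arhgap28* rose under NX/NG by a log_2_ fold change of 0.45 and *Cobl* by 0.54. Under OGD-R, *Arhgap28* had a log_2_ fold change of 0.17 and *Cobl* of 0.79 (SE 0.14), and Fig. 7a colours *Cobl* in both environments.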

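In *Cort*+/+ BECs, the log_2_ fold change from NX/NG to OGD-R in the jointly scaled reads was 0.67 for *Col5a3*, 0.55 for *Col15a1*, 1.06 for *Has2*, 2.41 for *Mmp10*, 0.58 for *Mmp28* and 0.77 for *Timp1*. All 6 had an unadjusted p under 0.05, and none a limma FDR of at most 0.05, while limma-voom called *Timp1* (FDR = 0.0245). *Timp1* was 131 ± 15.9 RPKM under NX/NG (SD, n = 3) and 233 ± 7.49 RPKM under OGD-R (SD, n = 2), and 176 RPKM in *Cort*+/+ OGD-R replicate 1. With that replicate, the log_2_ fold changes were 0.88 for *Col5a3*, 0.52 for *Col15a1*, 0.86 for *Has2*, 2.03 for *Mmp10*, 0.46 for *Mmp28* and 0.63 for *Timp1*.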

On the contrary, the matrix components *Col5a3,* *Col15a1* and *Has2* (hyaluronic acid), the metalloproteinases *Mmp3,* *Mmp10* or *Mmp28* and the metalloproteinase inhibitor *Timp1* were upregulated in *Cort*^+*/*+^ cells under OGD-R conditions, following the canonical response to damage and recovery (Fig. 7a). However, in *Cort*^*−/−*^ cells during the progression from NX/NG to OGD-R, none of these or related genes demonstrated differential expression. In addition, several genes involved in cell adhesion/migration, as well as some integrins, were downregulated during NX/NG and OGD-R in cortistatin-deficient cells compared to wild-type endothelium (Fig. 7b). 

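In *Cort*-/- BECs, the log_2_ fold change of the same transition was 0.53 for *Mmp3*, 0.84 for *Col5a3*, 0.28 for *Col15a1*, 1.18 for *Has2*, 0.73 for *Mmp10*, 0.46 for *Mmp28* and 0.77 for *Timp1*. *Col5a3*, *Has2*, *Mmp28* and *Timp1* had an unadjusted p under 0.05, none had an FDR of at most 0.05, and only 2 libraries per environment entered this fit. The difference between the genotypes, tested as an interaction, was largest for *Mmp10* (-1.69, SE 1.16) and *Mmp3* (-1.05, SE 0.57) and lay at 0.00 for *Timp1*. None of the 7 had an interaction at an unadjusted p under 0.05.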

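Fig. 7b colours 15 genes under NX/NG, 14 as downregulated, and all 15 had the direction of the figure. The 14 had a median log_2_ fold change of -1.03; 14 of the 15 had an unadjusted p under 0.05, 0 were called over all genes tested and 13 adjusted over the list alone, or 8 without *Cort*+/+ replicate 1. Under OGD-R it colours 17 genes, all in the figure's direction here, with a median of -0.42 for the 14 downregulated ones. Of these, 6 had an unadjusted p under 0.05, 0 were called over all genes and 5 over the list alone (3 over all mapped libraries). The integrin *Itgb5* was 14.8 ± 3.07 RPKM in *Cort*-/- (SD, n = 2) and 33.4 ± 6.68 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, and its log_2_ fold change was -1.17 there and -0.42 under OGD-R. Over all mapped libraries, with 41.2 RPKM in *Cort*+/+ replicate 1, the latter was -0.42.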

Of note, *Itga3* and *Itga4*, involved in the chemoattraction and activation of immune cells, were upregulated in the absence of cortistatin (Fig. 7b).

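*Itga3* was 71.9 ± 4.52 RPKM in *Cort*-/- (SD, n = 2) and 54.0 ± 5.82 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, with a log_2_ fold change of 0.42 (SE 0.11, limma FDR = 0.408). Under OGD-R its log_2_ fold change was 0.62 (SE 0.10), and 0.58 over all mapped libraries, with 45.1 RPKM in *Cort*+/+ replicate 1. *Itga4* had a log_2_ fold change of 0.34 under NX/NG, not at an unadjusted p under 0.05, and of 0.60 under OGD-R (0.50 over all mapped libraries, with 5.66 RPKM in *Cort*+/+ replicate 1).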

Furthermore, we observed that genes linked to BBB dynamics were affected. We found that many master regulators of angiogenesis vascular remodelling pathways, as well as genes involved in vasoregulation, were already downregulated in *Cort*^−/−^ BECs under NX/NG and some also reduced after OGD-R (Fig. 7b, c). Moreover, some genes related to the integrity of the BBB were downregulated in *Cort*^−/−^ BECs under NX/NG, OGD-R or both conditions (Fig. 7c). 

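Of the genes in Fig. 7c, 26 are coloured under NX/NG, 21 as down- and 5 as upregulated, and all 26 had that direction. The downregulated genes had a median log_2_ fold change of -0.80 and the upregulated genes of 0.49; 23 had an unadjusted p under 0.05, 0 were called over all genes tested and 22 adjusted over the list alone. Without *Cort*+/+ replicate 1, 2 or 3, the count over the list alone was 8, 11 and 24. *Vegfa* was 5.07 ± 0.0289 RPKM in *Cort*-/- (SD, n = 2) and 8.64 ± 1.41 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, with a log_2_ fold change of -0.74 (SE 0.15, limma FDR = 0.303), and had a log_2_ fold change of -0.39 under OGD-R (-0.49 over all mapped libraries, with 13.5 RPKM in *Cort*+/+ replicate 1). Among regulators of vascular tone, the log_2_ fold change under NX/NG was -0.89 for *Ptgs1*, -1.02 for *S1pr3*, -1.08 for *Cacna1c* and -0.75 for *Npr3*, 3 of them at an unadjusted p under 0.05.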

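Under OGD-R, Fig. 7c colours 14 genes, 9 as down- and 5 as upregulated, and all 14 had the direction of the figure. Their medians were -0.51 and 0.52, with 9 at an unadjusted p under 0.05, 0 called over all genes and 3 called over the list alone (8 over all mapped libraries). The connexin *Gja1* was 10.6 ± 2.16 RPKM in *Cort*-/- and 15.3 ± 0.118 RPKM in *Cort*+/+ BECs (SD, n = 2 each), with a log_2_ fold change of -0.55 (SE 0.17, limma FDR = 0.906), and -0.53 over all mapped libraries with the 14.8 RPKM of *Cort*+/+ replicate 1.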

On the contrary, only a few pro-angiogenic genes such as *Srpx2,* *Stab1* or Notch-dependent *Pcdh12* were upregulated. 

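Under NX/NG, the log_2_ fold change was 0.49 for *Srpx2*, 0.33 for *Stab1* and 0.69 for *Pcdh12*. Each had an unadjusted p under 0.05 and none a limma FDR of at most 0.05, while limma-voom called *Stab1* (FDR = 0.0307). After OGD-R the log_2_ fold change was 0.68 for *Srpx2*, 0.52 for *Stab1* and 0.23 for *Pcdh12*. Over all mapped libraries it was 0.63 for *Srpx2*, 0.41 for *Stab1* and 0.31 for *Pcdh12*. *Stab1* was 31.3 ± 0.706 RPKM in *Cort*-/- (SD, n = 2) and 24.9 ± 0.963 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, and 26.7 RPKM in *Cort*+/+ OGD-R replicate 1.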

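Under OGD-R, *Mylk* was 4.58 ± 0.209 RPKM in *Cort*-/- and 3.33 ± 0.140 RPKM in *Cort*+/+ BECs (SD, n = 2 each), with a log_2_ fold change of 0.45 (SE 0.13, limma FDR = 0.906), and 0.41 over all mapped libraries, with 3.65 RPKM in *Cort*+/+ replicate 1. The log_2_ fold change of *Cldn4* was 0.70 (SE 1.35) and that of *Cldn6* 1.26 (SE 0.61), not at an unadjusted p under 0.05; over all mapped libraries they were 1.01 and 1.50, with 0.281 and 0.508 RPKM in *Cort*+/+ replicate 1. *Cdh1*, *Cldn9* and *Myh14* had at most 3 reads in each *Cort*+/+ OGD-R library of the heatmap, and were at least 25.1-fold, 1.96-fold and 4.58-fold higher in *Cort*-/-, none at an unadjusted p under 0.05. *Cdh1* was 2.80 RPKM in *Cort*-/- OGD-R replicate 1 and 0.0641 RPKM in replicate 3. Under NX/NG, *Cldn1* was 3.84 ± 1.46 RPKM in *Cort*-/- (SD, n = 2) and 1.71 ± 0.291 RPKM in *Cort*+/+ BECs (SD, n = 3), with a log_2_ fold change of 1.09 (SE 0.28, limma FDR = 0.407), and *F11r* had a log_2_ fold change of 0.38 (SE 0.10). Under OGD-R these were 0.48 and 0.09, without an unadjusted p under 0.05.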

Interestingly, genes linked to BBB breakdown and TJ destruction [27, 32, 33] were upregulated during OGD-R (*Cldn4,* *Cldn6*, *Cldn9*, *Cdh1*, *Mylk*, and *Myh14*) or even in the physiological state of the cortistatin-deficient brain endothelium (*Cldn1* and *F11r*) (Fig. 7c, h).

In addition, we observed that the absence of cortistatin induced a marked downregulation of factors that affect endothelial proliferation and differentiation, as well as those associated with apoptosis and the promotion of cell survival (Fig. 7d). Furthermore, genes related to DNA damage were upregulated. 

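Fig. 7d colours 21 genes under NX/NG, 19 as down- and 2 as upregulated, and the direction was the same in all 21. The median log_2_ fold change was -0.96 for the former and 0.56 for the latter. Of the 21, 19 had an unadjusted p under 0.05, 0 were called over all genes tested and 19 over the list alone. Under OGD-R it also colours 21 genes, with medians of -0.51 and 0.55, 11 at an unadjusted p under 0.05, 0 called over all genes and 5 over the list alone. *Cd248* was 21.7 ± 4.97 RPKM in *Cort*-/- (SD, n = 2) and 42.0 ± 5.28 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, with a log_2_ fold change of -0.96 (SE 0.18, limma FDR = 0.269), and its log_2_ fold change was -0.47 under OGD-R (-0.55 over all mapped libraries, with 51.5 RPKM in *Cort*+/+ replicate 1). *Miip* and *Tnfrsf8*, both within 10 Mb of *Cort*, had log_2_ fold changes of -0.86 and -1.01 under NX/NG and of -1.11 and -1.59 under OGD-R.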

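*Dffa* (chromosome 4, 149104146 to 149120647), a neighbour of *Cort* on chromosome 4, was 8.56 ± 0.815 RPKM in *Cort*-/- (SD, n = 2) and 5.54 ± 0.542 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, with a log_2_ fold change of 0.62 (SE 0.11, limma FDR = 0.263). Under OGD-R it had a log_2_ fold change of 0.55 (0.55 over all mapped libraries, with 5.70 RPKM in *Cort*+/+ replicate 1). *Gadd45a* rose under NX/NG (log_2_ fold change 0.51, unadjusted p of 0.0211) but not under OGD-R (0.04). *Plk1* and *Clspn* had log_2_ fold changes of 0.49 and 0.48 under OGD-R, each at an unadjusted p under 0.05, and of 0.23 and 0.25 under NX/NG.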

Interestingly, some genes linked to cell cycle such as *Chmp4c* and *Ticrr* were also upregulated (Fig. 7d).

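Under OGD-R, *Chmp4c* was 2.41 ± 0.400 RPKM in *Cort*-/- and 1.51 ± 0.230 RPKM in *Cort*+/+ BECs (SD, n = 2 each), with a log_2_ fold change of 0.64 (SE 0.24, limma FDR = 0.906), and 0.47 over all mapped libraries, with 2.18 RPKM in *Cort*+/+ replicate 1. *Ticrr* had a log_2_ fold change of 0.73 (SE 0.24, limma FDR = 0.906), and 0.58 over all mapped libraries, with 1.27 RPKM in *Cort*+/+ replicate 1. Under NX/NG, the log_2_ fold changes were 0.25 and 0.05, and Fig. 7d leaves both white there.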

Some of these genes, required to the response to damage (*Casp12,* *Egr1,* *Fos* and *Nr4a1*) [34], were upregulated in the dynamic transition from NX/NG to OGD-R for *Cort*^+*/*+^ BECs, whereas none of them showed changes in the same process in endothelium lacking cortistatin (Fig. 7d, g).

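In *Cort*+/+ BECs, the log_2_ fold change from NX/NG to OGD-R in the jointly scaled reads was 0.54 for *Casp12*, 0.76 for *Egr1*, 0.90 for *Fos* and 0.68 for *Nr4a1*, and with *Cort*+/+ OGD-R replicate 1 added it was 0.38 for *Casp12*, 0.72 for *Egr1*, 0.94 for *Fos* and 0.72 for *Nr4a1*. In *Cort*-/- BECs, it was -0.01 for *Casp12*, 1.15 for *Egr1*, 0.82 for *Fos* and 1.04 for *Nr4a1*. *Egr1*, *Fos* and *Nr4a1* had an unadjusted p under 0.05 in both genotypes, and none of the 4 had an FDR of at most 0.05 in either. *Egr1* rose in RPKM from 3.83 ± 0.665 to 9.01 ± 0.319 in *Cort*-/- BECs (SD, n = 2 each), in tables that were normalized separately. The interaction was -0.55 (SE 0.18, limma FDR = 0.997) for *Casp12*, at an unadjusted p of 0.0159, and without an unadjusted p under 0.05 for the other 3.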

Moreover, we detected that the network involving BBB transporters, crucial for metabolic and ionic endothelial homeostasis, was downregulated in the absence of cortistatin in both, control and injury conditions (Fig. 7e). 

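Fig. 7e colours 13 genes under NX/NG, 11 as down- and 2 as upregulated, and 6 genes under OGD-R, all with the same direction here. The median log_2_ fold change of the downregulated genes was -1.05 under NX/NG and -0.58 under OGD-R. Under NX/NG, 13 of the 13 had an unadjusted p under 0.05, 0 were called over all genes tested, 13 over the list alone and 6 with limma-voom. Under OGD-R, 2 of the 6 had an unadjusted p under 0.05, 0 were called over all genes and 1 over the list alone. *Aqp1* was 2.17 ± 0.235 RPKM in *Cort*-/- (SD, n = 2) and 7.51 ± 0.914 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, with a log_2_ fold change of -1.74 (SE 0.13, limma FDR = 0.0803), and 6.89 ± 4.46 RPKM in *Cort*-/- and 7.85 ± 1.46 RPKM in *Cort*+/+ BECs (SD, n = 2 each) under OGD-R, with a log_2_ fold change of -0.34 (-0.17 over all mapped libraries, with 5.49 RPKM in *Cort*+/+ replicate 1). *Slc7a2* had log_2_ fold changes of -1.34 and -0.66.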

On the contrary, *Slco4a1* and *Atp8a1*, detrimental to brain connectivity when elevated [35, 36], were upregulated in *Cort*^−/−^ BECs in basal and injured states (Fig. 7e).

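*Slco4a1* was 9.06 ± 0.407 RPKM in *Cort*-/- (SD, n = 2) and 5.59 ± 0.395 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, with a log_2_ fold change of 0.69 (SE 0.08, limma FDR = 0.139). In the OGD-R libraries it was 6.73 ± 0.160 RPKM in *Cort*-/- and 3.73 ± 0.436 RPKM in *Cort*+/+ BECs (SD, n = 2 each), with a log_2_ fold change of 0.84 (SE 0.14, limma FDR = 0.593), and 0.80 over all mapped libraries, with 4.04 RPKM in *Cort*+/+ replicate 1. For *Atp8a1*, the log_2_ fold change was 0.46 (SE 0.13) under NX/NG, and 0.49 (SE 0.26) under OGD-R, where it had no unadjusted p under 0.05 (0.52 over all mapped libraries, with 1.12 RPKM in *Cort*+/+ replicate 1).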

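Fig. 7f colours 22 genes under NX/NG, 15 as down- and 7 as upregulated, with median log_2_ fold changes of -0.81 and 0.53, all 22 in the direction of the figure. An unadjusted p under 0.05 was found in 21, 0 were called over all genes tested, and 21 over the list alone, or 14 without *Cort*+/+ replicate 1 and 11 without replicate 2. The 17 genes coloured under OGD-R had medians of -0.71 and 0.61, with 8 at an unadjusted p under 0.05, 0 called over all genes and 4 over the list alone. *Tnfrsf1b* (chromosome 4, 145213463 to 145246870), within 10 Mb of *Cort*, was 2.89 ± 0.281 RPKM in *Cort*-/- (SD, n = 2) and 9.10 ± 0.997 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, with a log_2_ fold change of -1.62 (SE 0.12, limma FDR = 0.0803), and had a log_2_ fold change of -1.89 under OGD-R (-1.80 over all mapped libraries, with 10.1 RPKM in *Cort*+/+ replicate 1). Of the genes named as upregulated, the log_2_ fold change under NX/NG was 0.79 for *Ccl9*, 0.87 for *Il16*, 0.50 for *Lcp1*, 0.47 for *Cd93* and 0.65 for *Ulbp1*. Under OGD-R it was 0.29 for *Ccl9*, 0.55 for *Il16*, 0.18 for *Lcp1*, 0.21 for *Cd93* and 0.64 for *Ulbp1*, with only *Ulbp1* at an unadjusted p under 0.05, and 0.29 for *Ccl9*, 0.67 for *Il16*, 0.25 for *Lcp1*, 0.32 for *Cd93* and 0.65 for *Ulbp1* over all mapped libraries.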

Regarding genes involved in immune pathways, our results revealed that factors linked to an anti-inflammatory, immunoregulatory and protective response, were downregulated in *Cort*^*−/−*^ cells in NX/NG, OGD-R or both (Fig. 7f)*.* On the contrary, upregulated genes in both physiological and injured *Cort*^*−/−*^ cells included *Ccl9*, *Il16*, *Lcp1*, *Cd93*, *Itga3* and *Itga4* integrins, and *Ulbp1*, all related to activation and chemoattraction of immune cells (Fig. 7f). However, genes required for the inflammatory-driven repair response, such as *Il33*, *Egr1*, *Gbp2,* *Gbp3* and *Il11,* were only upregulated in *Cort*^+*/*+^ cells after OGD-R conditions (Fig. 7f). None of these DEGs affecting immune pathways showed significant expression differences in *Cort*^*−/−*^ BECs during the progression from physiological to OGD-R states.

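In *Cort*+/+ BECs, the log_2_ fold change from NX/NG to OGD-R in the jointly scaled reads was 2.37 for *Il33*, 0.65 for *Gbp2*, 0.89 for *Gbp3* and 1.08 for *Il11*, each at an unadjusted p under 0.05 and none at an FDR of at most 0.05. With *Cort*+/+ OGD-R replicate 1 added, it was 1.60 for *Il33*, 0.49 for *Gbp2*, 0.71 for *Gbp3* and 1.08 for *Il11*. *Il11* was 2.99 ± 0.739 RPKM under NX/NG (SD, n = 3) and 6.64 ± 0.522 RPKM under OGD-R (SD, n = 2), and 6.54 RPKM in *Cort*+/+ OGD-R replicate 1, levels set across tables that were normalized separately.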

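In *Cort*-/- BECs, with 2 libraries per environment, the log_2_ fold change of the transition was 0.19 for *Gbp2*, -0.20 for *Gbp3* and 0.97 for *Il11*, and *Il11* had an unadjusted p of 0.00813. None of the 3 had an FDR of at most 0.05 in this fit, and *Il33*, with at most 3 reads in each *Cort*-/- NX/NG library, was at least 2.65-fold higher after OGD-R, without an unadjusted p under 0.05; this bound rests on *Cort*-/- OGD-R replicate 1, with 14 reads against 2 in replicate 3. The interaction was -1.09 (SE 0.42) for *Gbp3*, at an unadjusted p of 0.0346, -0.11 for *Il11* and -0.47 for *Gbp2*.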

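For *Spp1* and *Nr1d1*, the log_2_ fold change from NX/NG to OGD-R in the jointly scaled reads was 0.74 (SE 0.21) and 0.64 (SE 0.10) in *Cort*+/+ BECs, and 0.98 (SE 0.31) and 0.64 (SE 0.09) in *Cort*-/- BECs. Both had an unadjusted p under 0.05 in both genotypes, and neither had an FDR of at most 0.05. With *Cort*+/+ OGD-R replicate 1 added, the *Cort*+/+ values were 0.37 and 0.63. Their interactions of genotype and environment were 0.24 (SE 0.37) and -0.01 (SE 0.14).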

Notably, some hypoxia-dependent responsive genes with neuroprotective roles (such as *Egr1,* *Nr4a1,* *Fos,* *Gbp2,* *Mmp3,* *Spp1*, and *Nr1d1*) [34] were only upregulated in wild-type endothelium after ischemia and reperfusion (Fig. 7d, f, g). Instead, some of them (*Egr1,* *Nr4a1* and *Spp1*) were downregulated not only after OGD-R but also under NX/NG conditions in the absence of cortistatin (Fig. 7f, g). Similarly, genes whose expression regulates radical oxygen species formation were downregulated in *Cort*^−/−^ BECs even under NX/NG (Fig. 7g). 

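Between the genotypes, the log_2_ fold change was -0.64 for *Egr1*, -0.91 for *Nr4a1* and -1.07 for *Spp1* under NX/NG, each at an unadjusted p under 0.05, and -0.25 for *Egr1*, -0.54 for *Nr4a1* and -0.82 for *Spp1* under OGD-R, with only *Nr4a1* at an unadjusted p under 0.05. Over all mapped libraries, the latter were -0.20 for *Egr1*, -0.59 for *Nr4a1* and -0.46 for *Spp1*. *Nr4a1* was 1.46 ± 0.0348 RPKM in *Cort*-/- (SD, n = 2) and 2.85 ± 0.562 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, with a limma FDR = 0.313. After OGD-R it was 3.28 ± 0.476 RPKM in *Cort*-/- and 4.81 ± 0.530 RPKM in *Cort*+/+ BECs (SD, n = 2 each), and 5.27 RPKM in *Cort*+/+ replicate 1. Fig. 7 leaves *Egr1* white under OGD-R.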

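The 7 genes that Fig. 7g colours under NX/NG are all downregulated there, and had a median log_2_ fold change of -1.07, 7 at an unadjusted p under 0.05, 0 called over all genes tested and 7 over the list alone. Of the 6 genes coloured under OGD-R, 2 had an unadjusted p under 0.05, 0 were called over all genes and 1 over the list alone (2 over all mapped libraries); the 5 downregulated ones had a median of -0.54. *Sod3* was 0.757 ± 0.0601 RPKM in *Cort*-/- (SD, n = 2) and 1.80 ± 0.118 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, with a log_2_ fold change of -1.15 (SE 0.16, limma FDR = 0.183), and its log_2_ fold change was -0.44 under OGD-R (-0.39 over all mapped libraries, with 1.91 RPKM in *Cort*+/+ replicate 1). *Cryab* and *Nqo1* had log_2_ fold changes of -1.13 and -0.46 under NX/NG, and of -0.56 and -0.22 under OGD-R.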

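*Nos2* was 3.42 ± 0.948 RPKM under NX/NG and 3.54 ± 3.49 RPKM under OGD-R in *Cort*-/- BECs (SD, n = 2 each), in tables that were normalized separately. In the jointly scaled reads, its log_2_ fold change of -0.45 (SE 0.86, limma FDR = 0.965) came with an unadjusted p of 0.632. In *Cort*+/+ BECs the log_2_ fold change was 0.53, and 0.09 with *Cort*+/+ OGD-R replicate 1.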

Except for *Nos2* downregulation, none of these genes showed differential expression in *Cort*^*−/−*^ BECs dynamics from the healthy to the injured state. Intriguingly, we observed gene markers for epithelial cells (*Epcam*) and the keratinization process (Fig. 7h) among the top 25 upregulated DEGs in cortistatin-deficient brain endothelium incubated under OGD-R.

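Fig. 7h colours 9 genes as upregulated under OGD-R, and all 9 were higher in *Cort*-/- BECs, 1 of them at an unadjusted p under 0.05, *Krt18*, with 0 called over all genes tested. Their median log_2_ fold change was 1.60, and 0.82 with the 8 genes with at most 3 reads in each *Cort*+/+ library set at their lower bound. *Epcam* was 1.40 RPKM in *Cort*-/- OGD-R replicate 1 and 0 in replicate 3, and 0, 0 and 0.0995 RPKM in *Cort*+/+ replicates 2, 3 and 1, at least 5.89-fold higher in *Cort*-/- over the libraries of the heatmap, without an unadjusted p under 0.05. *Krt8* and *Krt7* were at least 44.9-fold and 9.28-fold higher there, also without an unadjusted p under 0.05. Both bounds rest on *Cort*-/- replicate 1, with 11.9 RPKM of *Krt8* and 0.665 RPKM of *Krt7*; in replicate 3 they were 0.0749 and 0.0208 RPKM, against 0.138 and 0.128 RPKM of *Krt8* and 0 RPKM of *Krt7* in *Cort*+/+ replicates 2 and 3. *Krt18* was 14.8 ± 8.64 RPKM in *Cort*-/- and 2.21 ± 1.31 RPKM in *Cort*+/+ BECs (SD, n = 2 each), with a log_2_ fold change of 2.68 (SE 0.61, limma FDR = 0.781), and 2.10 over all mapped libraries, with 7.04 RPKM in *Cort*+/+ replicate 1.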

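Fig. 7i colours 35 genes under NX/NG, 28 as down- and 7 as upregulated, and all 35 had that direction, with median log_2_ fold changes of -0.89 and 0.47. An unadjusted p under 0.05 was found in 34, while 0 were called over all genes tested, 34 over the list alone and 6 with limma-voom. The count over the list alone fell to 3 without *Cort*+/+ replicate 1 and to 1 without replicate 2, and was 33 without replicate 3. *Dkk3* was 6.19 ± 0.194 RPKM in *Cort*-/- (SD, n = 2) and 13.8 ± 1.61 RPKM in *Cort*+/+ BECs (SD, n = 3), with a log_2_ fold change of -1.14 (SE 0.11, limma FDR = 0.0877). The log_2_ fold change was -0.97 for *Fzd7*, -1.60 for *Rspo2*, -0.78 for *Ltbp4*, -0.47 for *Notch2* and -0.86 for *Notch3*.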

According to all these results, we observed that many components of crucial signalling networks involved in regulating endothelial cell biology were downregulated in the absence of cortistatin under physiological conditions (i.e*.,* genes involved in the regulation of Wnt, MAPK, TGF-β and Notch pathways) (Fig. 7i). In addition, various growth and transcription agents relevant for endothelium homeostasis were also downregulated in *Cort*^−/−^ BECs in NX/NG environment (Fig. 7h, i). Moreover, some kinases (*Mapk6,* *Ntrk3,* *Ddr2*) and phosphatases (*Ptprk*) were dysregulated in the absence of cortistatin. Conversely, some factors (*Igf1,* *Sox17,* *Pdgfb,* *Pdgfra*) were upregulated in physiological *Cort*^−/−^ cells, probably as a compensatory effect. 

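Among growth factors and their binding proteins under NX/NG, *Igf2* was 0.782 ± 0.0948 RPKM in *Cort*-/- (SD, n = 2) and 3.20 ± 1.58 RPKM in *Cort*+/+ BECs (SD, n = 3), with a log_2_ fold change of -1.80 (SE 0.40, limma FDR = 0.351). Log_2_ fold changes there were -1.26 for *Igfbp4*, -0.92 for *Igfbp6*, -0.83 for *Fgf7*, -0.71 for *Fgf2* and -0.94 for *Pdgfc*, each at an unadjusted p under 0.05. *Plac8* had at most 3 reads in each *Cort*-/- NX/NG library and was at least 9.08-fold lower there than in *Cort*+/+.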

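Under NX/NG, the log_2_ fold change was 0.41 for *Mapk6*, -0.98 for *Ntrk3*, -0.76 for *Ddr2* and 0.44 for *Ptprk*. Each had an unadjusted p under 0.05 and none a limma FDR of at most 0.05. With limma-voom, *Mapk6* (FDR = 0.0352) and *Ptprk* (FDR = 0.0303) were called. In the OGD-R libraries the log_2_ fold change was 0.25 for *Mapk6*, -0.44 for *Ntrk3*, -0.29 for *Ddr2* and 0.48 for *Ptprk*. Over all mapped libraries it was 0.26 for *Mapk6*, -0.32 for *Ntrk3*, -0.38 for *Ddr2* and 0.42 for *Ptprk*. Only *Ptprk* had an unadjusted p under 0.05 over the libraries of the heatmap. *Ptprk* was 21.9 ± 0.635 RPKM in *Cort*-/- (SD, n = 2) and 16.2 ± 1.39 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, and 15.8 RPKM in *Cort*+/+ OGD-R replicate 1.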

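Under NX/NG, *Sox17* was 21.2 ± 3.71 RPKM in *Cort*-/- (SD, n = 2) and 14.8 ± 2.56 RPKM in *Cort*+/+ BECs (SD, n = 3), with a log_2_ fold change of 0.52 (SE 0.18, limma FDR = 0.535). The log_2_ fold change was 0.70 for *Igf1*, 0.45 for *Pdgfb* and 0.66 for *Pdgfra*, the last without an unadjusted p under 0.05. Under OGD-R, where Fig. 7i leaves the 4 genes white, it was 0.07 for *Sox17*, 0.02 for *Igf1*, 0.06 for *Pdgfb* and -0.07 for *Pdgfra*.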

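Fig. 7i colours 18 genes under OGD-R, and all 18 had the direction of the figure, 3 at an unadjusted p under 0.05, 0 called over all genes tested and 0 over the list alone. The 16 downregulated genes had a median log_2_ fold change of -0.45 and the 2 upregulated genes of 0.40. In the transition from NX/NG to OGD-R, *Igf2* had a log_2_ fold change of 0.76 (SE 0.41) in *Cort*+/+ and of 2.09 (SE 0.53) in *Cort*-/- BECs, the latter at an unadjusted p of 0.0162 and a limma FDR = 0.922. *Dkk3* had log_2_ fold changes of 0.13 and 0.88, and an interaction of 0.74 at an unadjusted p of 0.0374.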

Although some of the above-mentioned genes were also reduced in *Cort*^−/−^ BECs under OGD-R (Fig. 7i), none of them showed differences in the transition from a basal to an injured state neither in wild type nor in cortistatin-deficient cells.

Together, these results indicate that the lack of cortistatin induced downregulated gene networks not only in damaged but also in uninjured cells isolated from cortistatin-deficient mice. 

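Over the modules of Fig. 7 together, 155 genes are coloured between the genotypes under NX/NG and 118 under OGD-R, and all of them had the direction of the figure. The median log_2_ fold change of the downregulated genes was -0.90 under NX/NG and -0.47 under OGD-R. Under NX/NG, 0 were called at an FDR of at most 0.05 by limma over all genes, 146 had an unadjusted p under 0.05, and 51 were called with limma-voom. Under OGD-R, 0 were called, 43 had an unadjusted p under 0.05, and 2 were called with limma-voom. From these modules the paper concludes that networks are downregulated without cortistatin in uninjured as well as in damaged cells.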

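Fig. 7 colours 32 genes in the transition of *Cort*+/+ BECs that it leaves white in the transition of *Cort*-/- BECs. Of these, 32 moved in the direction of the figure in *Cort*+/+ and 26 in *Cort*-/- BECs. With the sign of the figure, their median log_2_ fold change was 0.72 in *Cort*+/+ and 0.49 in *Cort*-/- BECs, in jointly scaled reads; the genes were picked by the study for their change in these *Cort*+/+ libraries. The interaction of genotype and environment had an unadjusted p under 0.05 in 5 of the 32, *Casp12*, *Gbp3*, *Tgtp1*, *Fat1* and *Igsf9b*, and was called in 0, over all genes as well as over the list alone. The largest of these interactions were -1.09 for *Gbp3*, -0.89 for *Tgtp1* and 0.84 for *Fat1*.

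**Figure D3:**
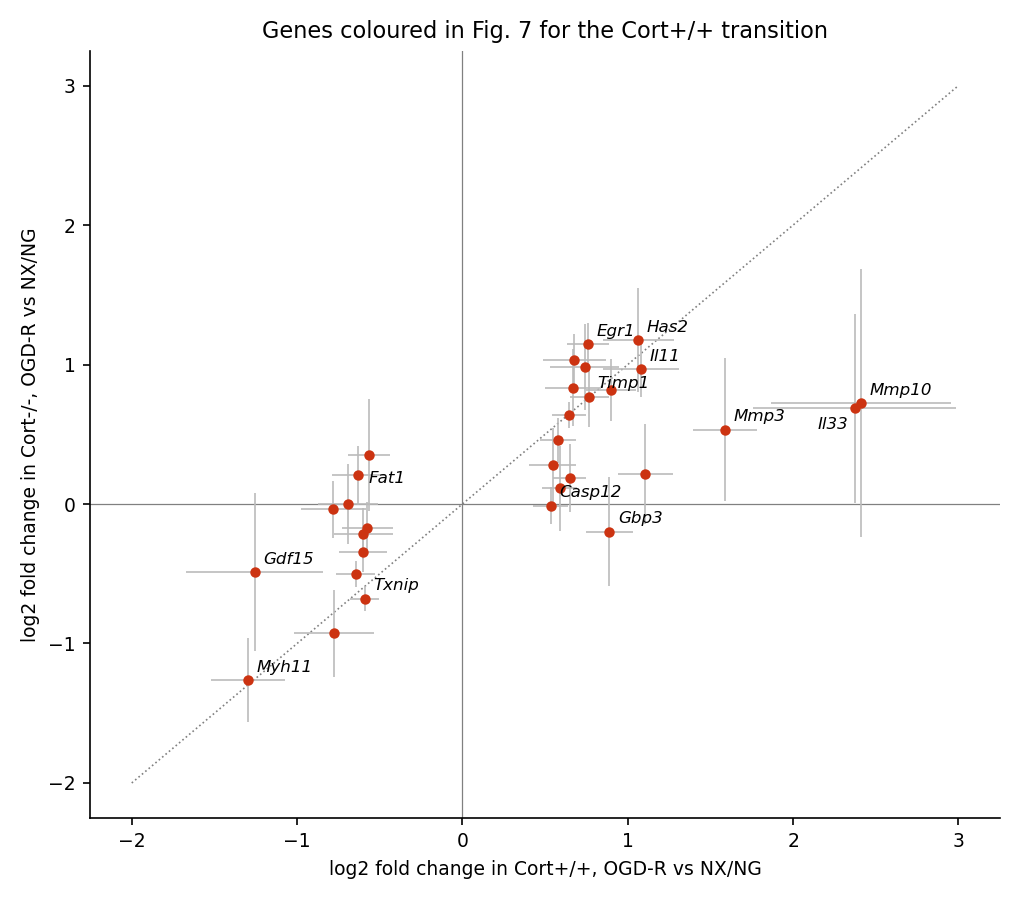
Log_2_ fold change from NX/NG to OGD-R in *Cort*+/+ (horizontal axis) and in *Cort*-/- BECs (vertical axis) for genes that Fig. 7 colours in the *Cort*+/+ transition, without *Cdh1*; each point is 1 gene. *Mmp10* lies at 2.41 in *Cort*+/+ and 0.73 in *Cort*-/-, and *Egr1* at 0.76 and 1.15.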

Besides, while *Cort*^+/+^ BECs appeared to achieve a canonical balanced response to damage upregulating genes linked to a further recovery response, these pathways were impaired in *Cort*^−/−^ BECs.

### Treatment with cortistatin protects brain endothelium integrity, regulates junction assembly and reverses immune activation

To confirm the role of cortistatin as a controller of brain endothelium dynamics, we next investigated its effect in wild-type and cortistatin-deficient BECs. We showed that the addition of exogenous cortistatin after OGD and simultaneously to reoxygenation, in both control and cells with partial or complete absence of cortistatin, induced significant reduction in damage-derived endothelial permeability (Fig. 8a; Additional file 1: Fig. S10) that was coupled to the recovery of barrier permeability and of the functional intercellular architecture of the endothelium (Fig. 8b, c). This was demonstrated by the induction of the uniform and settled location of ZO-1 and claudin-5 in the peripheral membrane, the increased and solid expression of VE-cadherin, the decreased presence of cytosolic claudin-1, and the physiological reduced and randomised distribution of stress fibers (Fig. 8b, c). Moreover, the dysregulated immune response exerted by the injured endothelium was reversed to homeostatic state by cortistatin treatment (Fig. 8d). Specifically, TNF-α and MCP-1 levels were significantly reduced in *Cort*^+/+^*,* *Cort*^+/−^ and *Cort*^−/−^ BECs compared to the cytokine levels found in injured cells (Fig. 8d). Interestingly, exogenous cortistatin added to cortistatin-deficient endothelium significantly increased the reduced levels of nitrite after injury (Fig. 8d). Regarding the interaction between disrupted permeability, inflammatory endothelium, and cell migration, we next evaluated whether cortistatin could regulate immune trafficking throughout the wild-type and cortistatin-deficient brain endothelium (Fig. 8e). While transendothelial migration was enhanced in the absence of cortistatin, our results showed that incubation with cortistatin significantly modulated macrophages and T-cell displacement through activated brain endothelium (Fig. 8e).

**Fig. 8:**
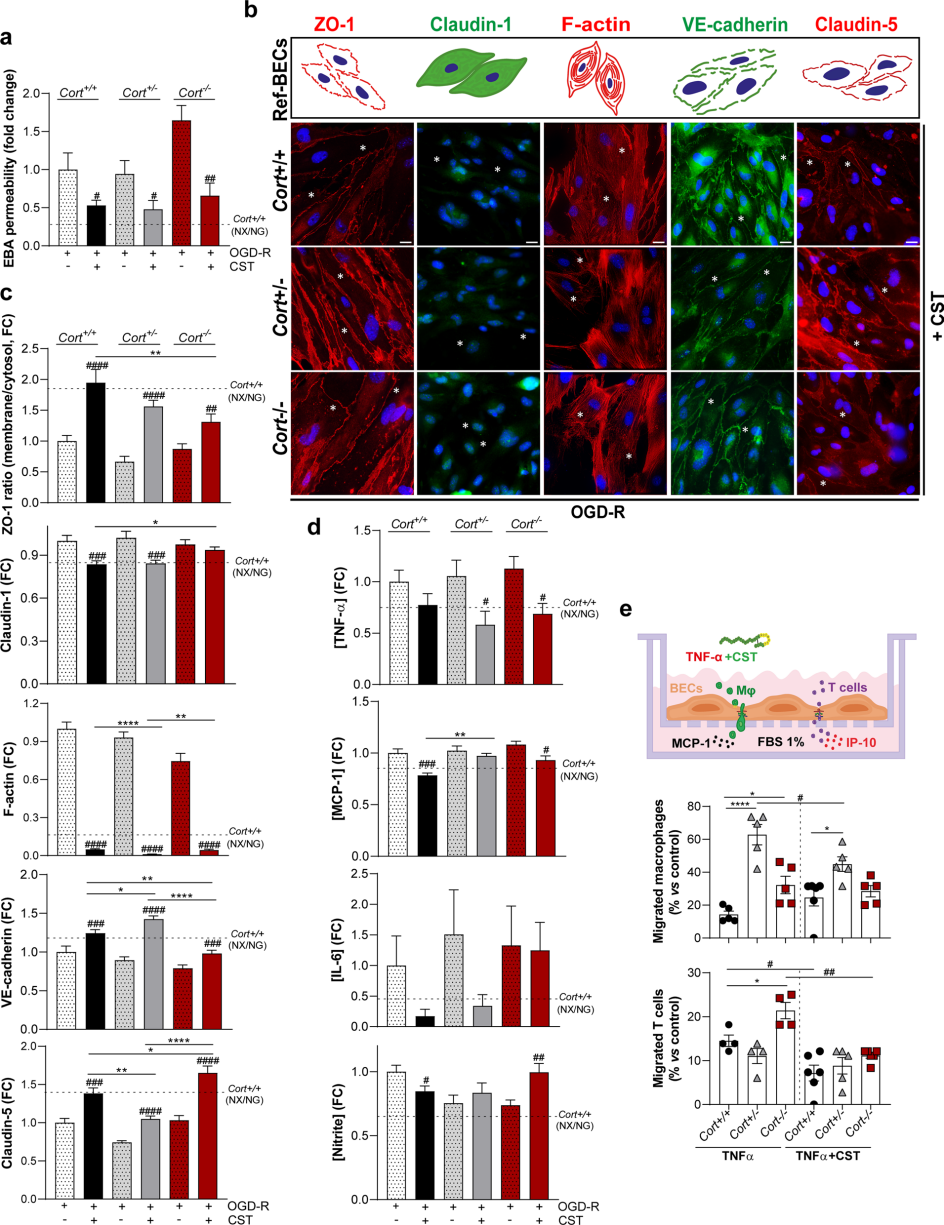
Cortistatin recovers the integrity and function of brain endothelial cells after ischemic-like conditions. **a** Endothelial permeability to EBA was represented as the tracer permeability fold change vs the permeability in OGD-R wild-type BECs (set at 1). *N* = 5–8 cultures/group. **b** Immunofluorescence analysis of cellular distribution for tight/adherens-junctions and stress fibers in wild-type and cortistatin-deficient BECs after OGD-R incubated with cortistatin. Asterisks indicate continuous membrane expression of ZO-1 (red), claudin-5 (red), and VE-cadherin (green), reduced intracellular claudin-1 (green), and random cytosolic F-actin organization (red), when compared to BECs exposed to OGD-R without cortistatin addition (as shown in Fig. 4b–d; schematic images with injury hallmarks represented in the top: Ref-BECs). Scale bar: 20 µm. **c** Quantification of location (ZO-1) and expression (claudin-1, claudin-5, VE-cadherin, F-actin) by fluorescence intensity analysed from 25–50 ROIs in 4 independent fields. *N* = 6 cultures/group. **d** Levels of inflammatory mediators determined in culture supernatants. *N* = 8 cultures/group. **e** *Top*, representation of transendothelial migration assay. Wild-type mice immune cells were incubated for 24 h at the top of *Cort*^+*/*+^, *Cort*^+/−^, and *Cort*^*−/−*^ BECs covered inserts, previously activated with TNF-α (10 ng/ml, 24 h). The migration assay was performed using MCP-1 (50 μg/ml) or IP-10 (50 μg/ml), as macrophages and T-cell chemoattractants, respectively. CST (100 nM) was applied when indicated. *Bottom*, data represented the percentage of migrated immune cells vs the control (empty-coated insert). *N* = 4–6 cultures/group. For data in c, d, FC represents fold change vs reference values based on OGD-R wild-type BECs quantification (set at 1). *Cort*^+*/*+^ BECs in NX/NG are also used as a basal condition reference (dashed line). Data are the mean ± SEM with dots representing individual values of independent cultures. Cells in each culture were derived from 4 pooled brains. *vs *Cort*^+*/*+^ BECs exposure to OGD-R + CST; ^#^vs BECs of corresponding genotype (*Cort*^+*/*+^, *Cort*^+/−^, *Cort*^*−/−*^) exposure to OGD-R.*^/#^*p* ≤ 0.05, **^/##^*p* ≤ 0.01, ***^/###^*p* ≤ 0.001, ****^/####^*p* ≤ 0.0001

Despite endothelial cells being the main component of the neurovascular unit, astrocyte end-feet, microglia, pericytes, and other surrounding cells must also play important role in maintaining BBB homeostasis [1]. Following the data shown above, we analysed the potential role of cortistatin in the whole BBB structure. We found that systemic injection of cortistatin reversed the exacerbated leakage observed in wild-type and cortistatin-deficient mice subjected to mild neuroinflammation (Fig. 9). Notably, the lack of cortistatin resulted in enhanced permeability even in the absence of damage.

**Fig. 9:**
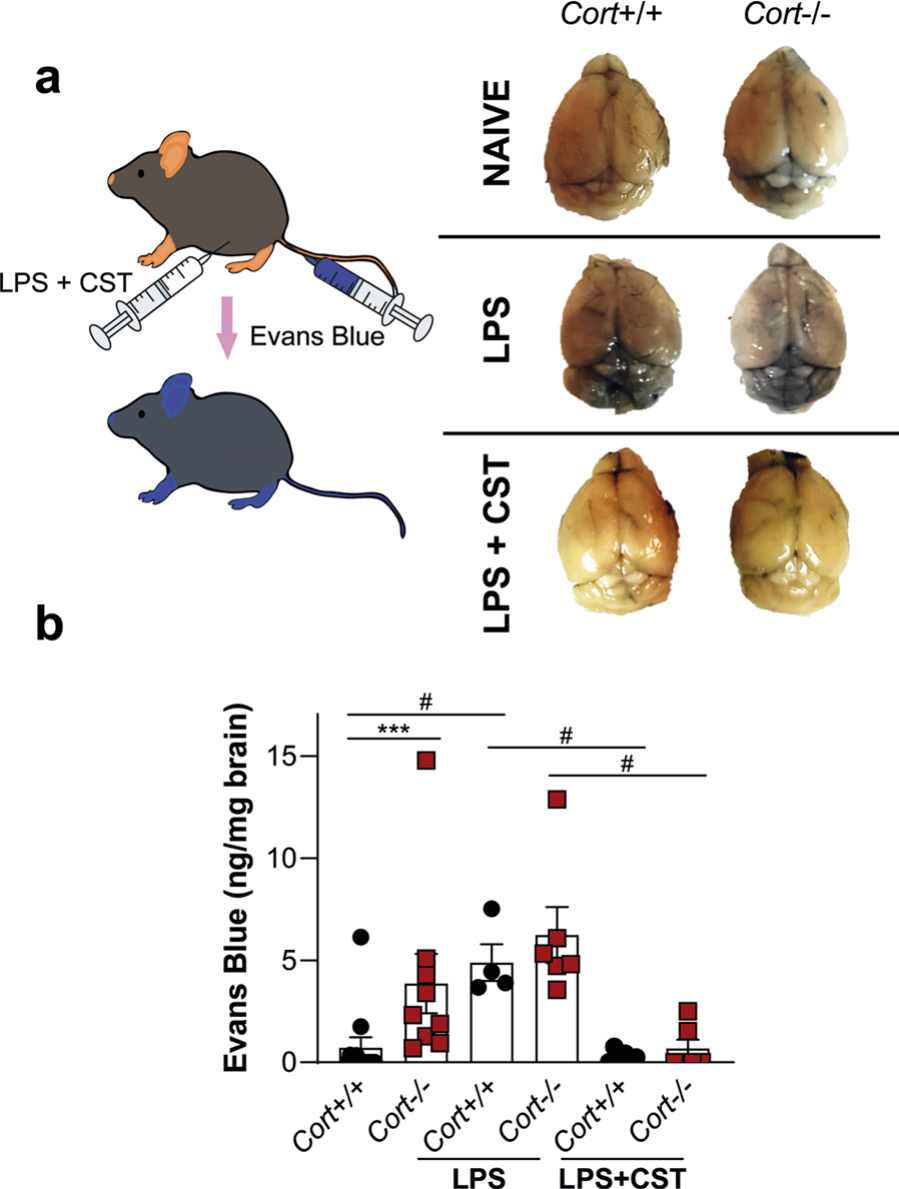
Administration of cortistatin reduces exacerbated murine brain endothelial barrier breakdown. **a** *Left*, wild-type and cortistatin-deficient mice (1 year) were injected intraperitoneally with LPS (6 mg/kg) for 6 h. Evans-Blue (2% in PBS) was injected through the tail vein 1 h before sacrifice. Cortistatin (1 nmol, in PBS) was intraperitoneally administered immediately after LPS. Control mice were injected with PBS as vehicle. *Right*, representative images show EB brain extravasation. **b** Brains were collected and minced in *N*,*N*-dimethylformamide at 55 ºC for 24 h. Supernatants were collected and EB content (ng/mg brain) was measured on a spectrophotometer at 620 nm. Data are the mean ± SEM with dots representing individual mice (*n* = 4–8/group). *p ≤ 0.05, **p ≤ 0.01

Altogether, these results suggest that endogenous cortistatin is critical for a healthy brain endothelial barrier and revealed the potential of this anti-inflammatory neuropeptide as a pleiotropic modulator of BBB dynamics.

## Discussion

A tightly controlled BBB is essential for a fine-tuned microenvironment in the CNS, and its breakdown has been involved in several brain diseases. Therefore, research based on identifying BBB-related stabilizing factors focused on ECs, as the main BBB component, should be prioritized. To our knowledge, this is the first report to demonstrate the critical role of cortistatin as an endogenous factor in maintaining the integrity and functionality of the brain endothelium. We found that, even at low levels, cortistatin is produced by healthy murine and human brain endothelial cells, undergoing modulation after injury. Specifically, our findings demonstrated that the lack of cortistatin predisposes to endothelium disruption under basal conditions (Fig. 10). Notably, we observed that brain ECs isolated from heterozygous cortistatin mice, which secrete significant lower levels of cortistatin, exhibited phenotypic changes resembling those observed in wild-type endothelium after damage, where the levels of endogenous cortistatin are diminished. In addition, the breakdown of the brain endothelium from cortistatin-deficient mice was exacerbated after exposure to an ischemic-like context. Interestingly, the exogenous addition of cortistatin reversed hallmark features of the disturbed endothelium, such as intercellular junction instability, increased paracellular and transendothelial permeability, and dysregulated endothelial immune activity (Fig. 10). Based on these findings, we propose the involvement of various non-excluding and complementary mechanisms that could explain the role of cortistatin in BBB stability.

**Fig. 10:**
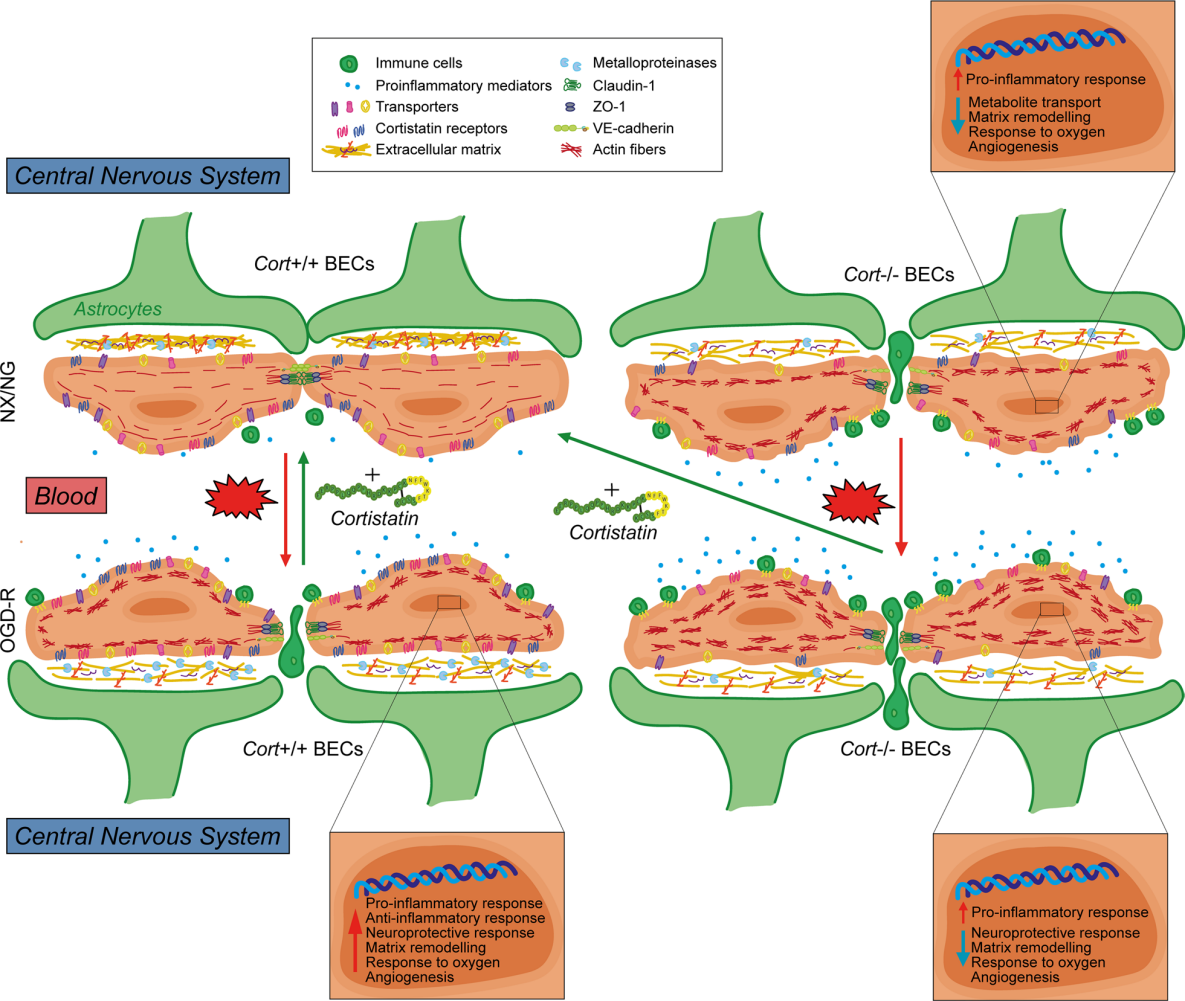
Schematic illustration of the proposed role of cortistatin in regulating physiology and pathology of brain endothelium. *Top* *left,* *Cort*^+*/*+^ BECs under normoxia/normoglycemia (NX/NG) conditions showing homeostatic endothelial barrier integrity. *Bottom* *left,* after oxygen–glucose deprivation and reoxygenation (OGD-R) to mimic ischemic damage (red arrow), *Cort*^+*/*+^ BECs suffered a canonical response (i.e., tight-junctions disruption, immune cell infiltration, proinflammatory mediators release, reorganization of actin in stress fibers, and ECM remodelling), combined with upregulation of protective and reparative transcriptional mechanisms (e.g., anti-inflammatory response or angiogenesis) (zoom for details). Remarkably, these changes were reversed with cortistatin treatment (green arrow). *Top* *right,* *Cort*^*−/−*^ BECs in NX/NG conditions presented similar phenotypic changes to *Cort*^+*/*+^ BECs in OGD-R (except for a decrease in the number of transporters and cortistatin receptors), but a different genetic programming (i.e., exacerbated immune response, deregulated ECM remodelling, and downregulation of angiogenesis and protective pathways related to the response to damage) (zoom for details). *Bottom* *right,* after exposing *Cort*^*−/−*^ BECs to OGD-R (red arrow), almost no significant transcriptional changes were observed when compared to *Cort*^*−/−*^ BECs in NX/NG. However, downregulation of metabolites transporters, exacerbated stress fiber formation, and increased immune activity was found. Cortistatin reverted these changes up to physiological conditions (*top* *left*, green arrow)

Regarding brain barrier integrity, numerous studies have demonstrated that disturbances in the content, cellular distribution, and/or post-translational modifications of TJs and AJs in ECs, increase BBB abnormalities and initiate neurodegenerative diseases [1, 37]. Recently, in addition to the well-known roles of TJs and AJs in organizing cell architecture, polarity, and cell–cell contacts, other non-canonical functions, including cell proliferation, differentiation, participation in angiogenesis and inflammatory processes, and regulation of gene expression, have also been demonstrated [4, 38]. Accordingly, we found an induction of hyperpermeability in the endothelium lacking cortistatin, which was probably accompanied by the alteration of both barrier and non-barrier roles of the TJ/AJs. In particular, the expression of some TJ/AJ genes (*Jam2,* *Gja1,* *Pcdh18,* *Pcdh19,* *Cdh11*) crucial for connecting adjacent ECs [3, 39], was downregulated. 

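Under NX/NG, *Cdh11* was 14.0 ± 2.21 RPKM in *Cort*-/- (SD, n = 2) and 30.5 ± 2.23 RPKM in *Cort*+/+ BECs (SD, n = 3), with a log_2_ fold change of -1.13 (SE 0.12, limma FDR = 0.108), and was called with limma-voom (FDR = 0.0021). Log_2_ fold changes there were -0.89 for *Jam2*, -0.73 for *Gja1*, -0.78 for *Pcdh18* and -0.80 for *Pcdh19*, each at an unadjusted p under 0.05. Under OGD-R it was -0.37 for *Jam2*, -0.08 for *Pcdh18*, -0.26 for *Pcdh19* and -0.39 for *Cdh11*, none of these 4 at an unadjusted p under 0.05, and -0.13 for *Jam2*, -0.13 for *Pcdh18*, -0.39 for *Pcdh19* and -0.37 for *Cdh11* over all mapped libraries, with 33.0 RPKM of *Cdh11* in *Cort*+/+ replicate 1.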

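Under NX/NG, *Cldn4*, *Cldn6*, *Cgn* and *Cdh1* were lower in *Cort*-/- than in *Cort*+/+ BECs, with log_2_ fold changes of -0.20 (SE 1.03), -0.25 (SE 0.83), -0.24 (SE 0.79) and -1.04 (SE 1.58), none at an unadjusted p under 0.05. *Cldn9* had at most 3 reads in each *Cort*-/- NX/NG library and was at least 2.55-fold lower there. These values rest on *Cort*+/+ NX/NG replicate 2, which had 7.29 RPKM of *Cldn4* and 5.39 RPKM of *Cldn6*, against 0.674 and 0.711 in replicate 1 and 1.05 and 1.76 in replicate 3. Under OGD-R, *Cgn* had at most 3 reads in each *Cort*+/+ library of the heatmap and was at least 3.37-fold higher in *Cort*-/-, with 0.254 and 0.0364 RPKM in the 2 *Cort*-/- replicates and 0.0482 RPKM in *Cort*+/+ replicate 1.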

On the contrary, levels of *Cldn1,* *Cldn4,* *Cldn6,* *Cldn9,* *Cgn,* *F11r,* and *Cdh1*, associated with exacerbated inflammation, perturbation of the TJ assembly [27, 40], and even with mesenchymal transformation or tumour progression [41, 42], were overexpressed. Importantly, cortistatin deficiency altered protein levels and cell distribution of ZO-1, claudin-1, claudin-5, and VE-cadherin, without significantly affecting their transcript levels. In fact, different studies have shown that while different insults may not impact TJ expression, they can affect their cellular redistribution and functional organization. For instance, ZO-1 translocation from the membrane out to the cytosol, without alterations in its expression, affected barrier integrity and resulted in TJ disorganization [43].

On the other hand, although controversial findings about the role of claudin-1 have been reported [40, 44, 45], several studies indicate that claudin-1 increases in the disrupted endothelium, affects claudin-5 assembly, and its cytosolic accumulation has been correlated with TJ arrangement deficits and limited full recovery of the barrier [27, 46]. In addition, emerging evidence suggests that claudin proteins can localize to sites outside of the tight-junction complex. Indeed, claudin-1 seems to be representative of claudins that shuttle between the cytoplasm and nucleus, acquiring non-canonical functions, including cell proliferation, differentiation, participation in angiogenesis and inflammatory processes, and regulation of gene expression [38, 47]. In fact, reducing claudin-1 was beneficial for modulating BBB permeability and endothelial inflammatory phenotype [27]. Therefore, the disruptive expression of ZO-1, VE-cadherin, and claudin-5, along with the cytosolic overexpression of ZO-1 and claudin-1 in cortistatin-deficient ECs (Fig. 10), in both injury and physiological conditions, emphasizes the relevance of this neuropeptide in maintaining a properly sealed and healthy barrier. In addition, TJs also regulate the distribution of enzymes and receptors in the luminal and abluminal membrane domains [39, 48]. Indeed, the disruption of junctional proteins in the absence of cortistatin was accompanied by the loss of cell polarity and downregulation of several transporters involved in endothelial metabolic support (Fig. 10), which can also have a negative impact on BBB permeability [1].

Furthermore, TJs are connected to actin cytoskeleton through intracellular proteins, providing a dynamic organization of actin filaments, crucial for BBB integrity. In this sense, the reorganization of actin filaments into stress fibers is often associated with TJ instability, endothelial barrier dysfunction, and hyperpermeability [49]. In addition to TJ disruption, endothelium from cortistatin-deficient mice also exhibited an increase in F-actin stress fiber formation, which was correlated with a marked cytoskeletal disassembly in both uninjured and injured conditions (Fig. 10). In this context, both hyperpermeability and cytoskeleton disorganization in the absence of cortistatin may be linked to some dysregulated pathways involving kinases/phosphatases (such as *Mapk6,* *Dmpk,* *Ntrk3* and *Ptprk*), which have been described as crucial regulators of TJ/AJs organization/dissociation [50].

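Under NX/NG, *Dmpk* was 4.80 ± 0.593 RPKM in *Cort*-/- (SD, n = 2) and 10.6 ± 1.43 RPKM in *Cort*+/+ BECs (SD, n = 3), with a log_2_ fold change of -1.13 (SE 0.15, limma FDR = 0.156). After OGD-R it was 6.93 ± 3.59 RPKM in *Cort*-/- and 7.47 ± 0.0651 RPKM in *Cort*+/+ BECs (SD, n = 2 each), with a log_2_ fold change of -0.21 (-0.21 over all mapped libraries, with 7.43 RPKM in *Cort*+/+ replicate 1). From NX/NG to OGD-R, *Dmpk* had a log_2_ fold change of -0.56 in *Cort*+/+ and of 0.35 in *Cort*-/- BECs in the jointly scaled reads.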

Moreover, ECM plays a key role in maintaining BBB dynamics. Alterations in ECM can result in BBB leakage, as evidenced by the decreased expression of certain ECM components, such as collagens and laminins, in aged mice [2]. Besides, mutations in genes related to collagens have been associated with leaky vessels that predispose to haemorrhage in humans [51]. 

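As whole sets under NX/NG, the 287 genes of ECM organization and the 57 genes of collagen fibril organization were lower in *Cort*-/- BECs with limma's camera at a preset correlation of 0.01, at Benjamini-Hochberg FDRs of 0.00828 and 1.29e-05 over the 43 terms of Fig. 5c. With an estimated correlation between genes the FDR was 0.574 for both, and with fry it was 0.107 and 0.121. Under OGD-R the FDRs of camera over the 54 terms of Fig. 5f were 0.623 and 0.133. *Col1a1* was 57.0 ± 14.8 RPKM in *Cort*-/- (SD, n = 2) and 145 ± 28.3 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, with a log_2_ fold change of -1.35 (SE 0.24, limma FDR = 0.253), and had a log_2_ fold change of -0.26 under OGD-R (-0.43 over all mapped libraries, with 222 RPKM in *Cort*+/+ replicate 1).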

Notably, we observed that the majority of genes involved in ECM composition were downregulated in cortistatin-deficient endothelium. Besides its physical and mechanical properties, ECM is crucial for matrix-cell and cell–cell signalling, with integrins complexes acting as the main receptors. An unbalanced ratio of ECM components and/or dysfunction of integrins can lead to BBB abnormalities as multiple endothelial functions are affected (survival, migration, differentiation, and cell adhesion) [52]. Alternatively, ECM components undergo alterations and modifications driven by matrix metalloproteinases (MMPs) and metallopeptidases, which are necessary to induce angiogenesis and vascular remodelling after injury [53, 54]. In this regard, while wild-type endothelial cells exhibited a canonical balanced response to damage by upregulating the pathways linked to recovery (including ECM reorganization, angiogenesis, cell fate determination, and response to hypoxia), these responses were impaired in *Cort*^−/−^ BECs (Fig. 10).

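The expression of *Krt7*, *Krt8*, *Krt18*, *Cdh1*, *Epcam*, *Cldn4*, *Cldn6* and *Cldn9* summed to 63.9 RPKM in *Cort*+/+ NX/NG replicate 2 and to 45.6 RPKM in *Cort*-/- OGD-R replicate 1. In the other *Cort*-/- libraries the sum was 10.5 RPKM in OGD-R replicate 3, 7.02 RPKM in NX/NG replicate 1 and 17.8 RPKM in NX/NG replicate 2, and in the other *Cort*+/+ libraries it lay between 3.44 and 8.25 RPKM. *Krt8* (chromosome 15, 101996698 to 102004482) was 11.9 RPKM in *Cort*-/- OGD-R replicate 1 and 0.0749 RPKM in replicate 3, and 18.7 RPKM in *Cort*+/+ NX/NG replicate 2.

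**Figure D4:**
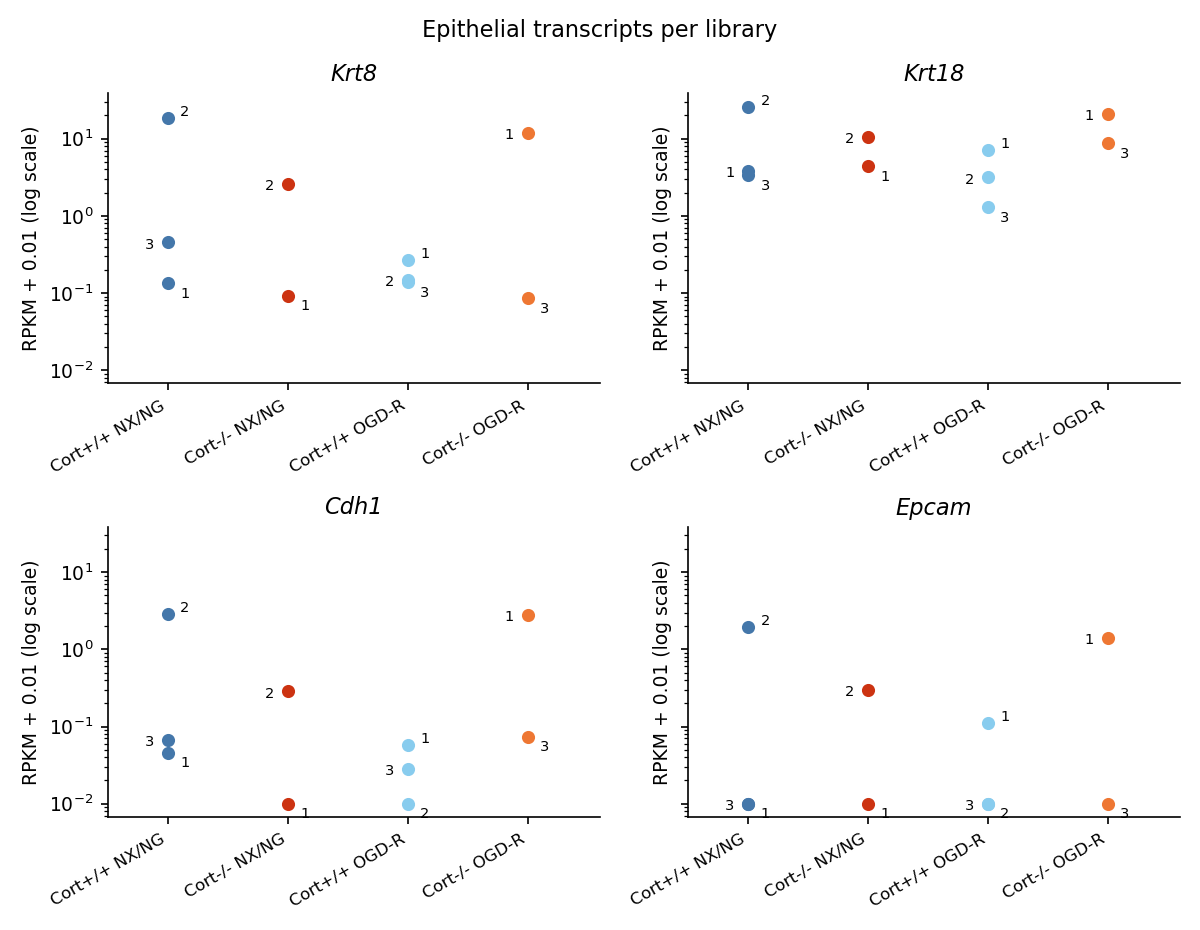
Expression (RPKM + 0.01, log scale) of epithelial transcripts in each library by genotype and environment; each point is 1 library. The highest value of *Krt8* is that of *Cort*+/+ NX/NG replicate 2, at 18.7 RPKM.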

Unexpectedly, we found high expression of the epithelial markers *Krt7,* *Krt8*, *Krt18*, *Cdh1,* and *Epcam* in cortistatin-deficient BECs. These are signature genes for choroid plexus epithelial cells [55], which can contaminate primary isolates of brain microvascular ECs. However, differentially increased expression of these factors was only identified in the cortistatin-deficient injured endothelium. This finding suggests that endogenous cortistatin may play a role in promoting endothelial cell determination over an epithelial-like fate. Indeed, regulatory factors of endothelial cell fate specification were downregulated in the endothelium lacking cortistatin. 

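Under NX/NG, the log_2_ fold change between *Cort*-/- and *Cort*+/+ BECs was -0.23 for *Krt7*, -0.92 for *Krt8*, -0.04 for *Krt18* and -0.47 for *Epcam*, with SEs between 0.83 and 2.25, none at an unadjusted p under 0.05. *Krt18* was 7.45 ± 4.33 RPKM in *Cort*-/- (SD, n = 2) and 11.1 ± 12.9 RPKM in *Cort*+/+ BECs (SD, n = 3). Its sign rests on *Cort*+/+ replicate 2, with 26.0 RPKM. *Cort*+/+ replicates 1 and 3 had 3.80 and 3.38 RPKM, below the 4.40 and 10.5 RPKM of the *Cort*-/- libraries. Among the NX/NG libraries, *Krt7*, *Krt8* and *Epcam* were also highest in *Cort*+/+ replicate 2. The interaction of genotype and environment for *Krt18*, which includes that replicate, was 2.71 (SE 1.38, limma FDR = 0.997).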

Confirming this, recent data also demonstrated an endogenous role for cortistatin as a controller of tissue-specific cell commitment in fibrogenic responses [56].

On the other side, it has been described the participation of IL-6, TNF-α, and MCP-1 in the loss of BBB integrity, stress fiber formation, TJ remodelling, and immune cell infiltration (reviewed in [57, 58]). Our data revealed a dysregulated immune response in the brain endothelium lacking cortistatin, characterized by the production of inflammatory factors, enhanced immune cell migration, inhibited immunoregulatory and restorative pathways, and upregulated integrin signalling. Despite other studies found high levels of peripheral glucocorticoids in cortistatin-deficient mice [7, 11], suggesting an immune suppressive phenotype in these animals, in this study the inflammatory phenotype of CST-deficient cells suggests that none of the protective effects associated with glucocorticoids are observed in this context. 

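*Anxa1* was 153 ± 3.89 RPKM in *Cort*-/- (SD, n = 2) and 206 ± 30.1 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, with a log_2_ fold change of -0.41 (SE 0.14, limma FDR = 0.534) and an unadjusted p of 0.0312. In the OGD-R libraries it was 179.8 ± 46.6 RPKM in *Cort*-/- and 211 ± 17.7 RPKM in *Cort*+/+ BECs (SD, n = 2 each), with a log_2_ fold change of -0.25 (SE 0.24), and -0.26 over all mapped libraries, with 214 RPKM in *Cort*+/+ replicate 1.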

In fact, *Anxa1*, a glucocorticoid-induced endothelial factor correlated with BBB disruption [59], was downregulated in the absence of cortistatin.

Surprisingly, we observed reduced nitrite levels in *Cort*^*−/−*^ BECs. Nitric oxide has been associated with both protective and deleterious effects, but recent reports have confirmed that insufficient availability of endothelial nitric oxide leads to endothelial dysfunction [60]. Importantly, the balance between the activities Nos2 and Nos3, along with the scavenging function of the superoxide anion, can regulate nitric oxide levels [60]. Future studies will address whether these pathways can be cooperating to reduce nitric oxide when cortistatin is absent.

Besides this, from a molecular perspective, our study revealed the downregulation of several gene networks involved in matrix remodelling, cytoskeleton architecture, junctions assembly, endothelial commitment, and immune activity (reviewed in [4]) in cortistatin-deficient mice (Fig. 10). Among the affected pathways, we identified VEGF-VEGFR2-Nrp1, TGF-β-Nrp1 and Notch signalling (all essential for angiogenesis), Wnt pathway (critical for BBB maturation and barriergenesis), Ang1/Tie2 interaction (essential for stabilizing TJs), and semaphorins signalling (key in cerebral vasculature growth and BBB functions). Although further research is needed to investigate the specific contribution of cortistatin in each network, our results provide support for the key role of endogenous cortistatin in the fine regulation of these interconnected pathways. Moreover, we found that several markers of neurodegeneration and aging (*Capn11,* *Eno1b,* *Cmpk2,* *Galnt3,* and *Ubiad1*, among others) were upregulated in cortistatin-deficient endothelium. 

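*Eno1b* (chromosome 18, 48045335 to 48048412), whose transcript shares most of its sequence with *Eno1*, was 40.9 ± 6.78 RPKM in *Cort*-/- (SD, n = 2) and 15.1 ± 4.55 RPKM in *Cort*+/+ BECs (SD, n = 3) under NX/NG, with a log_2_ fold change of 1.47 (SE 0.26, limma FDR = 0.254), and had a log_2_ fold change of 1.42 under OGD-R (1.56 over all mapped libraries, with 13.6 RPKM in *Cort*+/+ replicate 1). Under NX/NG, the log_2_ fold change was 1.93 for *Capn11*, 1.21 for *Cmpk2* and 0.77 for *Galnt3*, the first without an unadjusted p under 0.05. Under OGD-R it was 2.23 for *Capn11*, 0.20 for *Cmpk2* and 0.50 for *Galnt3*, none at an unadjusted p under 0.05, and 2.08 for *Capn11*, 0.25 for *Cmpk2* and 0.57 for *Galnt3* over all mapped libraries.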

Recently, the impact of normal ageing on BBB integrity and plasticity has been demonstrated [61]. Beyond ageing, other biological processes, such as sleep behaviour, can influence BBB functions [62, 63]. In this sense, cortistatin has been identified as a crucial regulator of sleep homeostasis through activity-dependent BDNF [64, 65]. Interestingly, we found a decreased expression of *Bdnf* in cortistatin-deficient brain endothelium, supporting a link between BDNF, cortistatin and sleep physiology.

Finally, from a therapeutic point of view, our results suggest that the beneficial role of cortistatin could be exerted on brain endothelial cells in an autocrine/paracrine manner. While protective effects of somatostatin, ghrelin, and receptors-agonists in the endothelium have been reported [24, 26, 66], controversial findings regarding the pro- and anti-angiogenic properties of ghrelin [24, 67] and somatostatin-induced hyperpermeability have been observed [68]. However, similar studies have never been conducted with cortistatin. As previously described, cortistatin can exert many different physiological roles compared to somatostatin and ghrelin [7, 8, 69]. The activation of somatostatin/ghrelin receptors can trigger diverse signalling pathways [70–72]. Probably, the potential capability of cortistatin to synergistically signal through somatostatin/ghrelin receptors (in addition to a yet unknown-specific receptor) could imply an advantage vs the individual regulation of the BBB by somatostatin/ghrelin. Specifically, while somatostatin inhibits cAMP accumulation, cortistatin has been reported to stimulate it [73]. Interestingly, increased levels of cAMP are associated with greater endothelial TJ integrity [74], cytoskeleton and actin filaments stabilization, reinforcement of cell–matrix interactions [75], and anti-inflammatory actions [8, 76]. Besides, evidence supports that cortistatin promotes peripheral protective vascular responses after injury via somatostatin/ghrelin receptors, by inducing cAMP and inhibiting calcium rise [15]. In addition, it was described that the combined activation of SSTR5 and ghrelin receptor greatly increased cAMP accumulation, suggesting intracellular signal convergence and/or receptors interaction [77]. In our study, we found that *Sstr4* and *Sstr2* were differentially regulated comparing wild-type and cortistatin-deficient cells in physiological and pathological conditions. While future experiments would be necessary to characterize cortistatin-induced intracellular pathways, we advocate that the binding of cortistatin to these receptors might be regulating brain endothelium integrity. Alternatively, since somatostatin and ghrelin receptors are involved in the immunoregulatory activity of cortistatin [5], we cannot discard that the anti-inflammatory properties of cortistatin can be contributing to the protection of barrier integrity. Altogether, our results showing the efficient recovery of endothelium integrity after cortistatin treatment, support the capacity of this neuropeptide to directly limit injured ischemic-like responses. However, considering the in vivo protective effects of cortistatin on BBB leakage, and the expression of cortistatin and its receptors [11] in other BBB components (i.e., astrocytes, pericytes, and microglia), we can hypothesize that cortistatin might also influence brain endothelium dynamics through other glial cells. Moreover, we cannot discard that BBB-penetrating peripheral factors from cortistatin-deficient mice and/or surrounding cells lacking cortistatin could have influenced and determined endothelial cell phenotype.

In conclusion, our study contributes to the evolving understanding of the BBB as a highly dynamic and plastic structure that allows communication between the blood and the CNS, rather than being the traditionally considered impermeable wall [78]. We recognize that neurodegenerative/neuroinflammatory disorders, such as stroke, multiple sclerosis, or Alzheimer´s disease, often present acute, subacute, and chronic phases with different grades of BBB permeability. Therefore, it is crucial to consider approaches that finely modulate permeability alterations beyond simplistic categorizations of BBB opening or closing as solely "good" or "bad”. In this sense, our models not only focus on the pathological and acute event of ischemia but also considered subsequent responses leading to repair and recovery during reoxygenation. In this regard, our study has several implications. From a physiological point of view, we uncovered a new role for endogenous cortistatin in maintaining BBB physiological functions and in recovering integrity after injury. Moreover, our findings emphasize the essential interplay between signals from the CNS and the periphery, exemplified by endogenous modulation of cortistatin levels, for maintaining a healthy BBB. We have shown for the first time that BBB is markedly impaired in the brains of cortistatin-deficient mice, which makes them susceptible to further disruptive changes. Indeed, lack of cortistatin confers the endothelium a pre-existing dysregulated phenotype, which could lead to a deactivated and/or quiescent non-responding behaviour upon further damage. Alternatively, from a treatment perspective, our findings support the beneficial effect of exogenous cortistatin by rescuing defects in BBB function. Given the scarce number of therapeutic agents available to restore BBB function in neurodegeneration [79, 80], the use of multifactorial agents that target at the same time components of the TJ complex, modulate endothelial permeability at different grades, and control immune dysregulation, looks promising for the treatment and prevention of neuroinflammatory/neurodegenerative disorders. Furthermore, restoring BBB disruption would also address the everlasting challenge of drug delivery to the injured brain, since vascular changes and accumulation of blood-derived toxics often restrict the transport of drugs to the brain [4].

In summary, the data presented in this study underscore the key role of cortistatin as a pleiotropic agent that mediates anti-inflammatory endothelial functions and exerts BBB reparative properties, through organizing endothelial junction proteins and reducing immune exacerbated responses (Fig. 10). Our findings also highlight the brain endothelium as an important but neglected source of molecular targets that should be particularly investigated. Overall, understanding the role of cortistatin in the physiology of the cerebral microvasculature has broader implications for gaining insights into the involvement of BBB disruption in various CNS disorders. The knowledge obtained from this study may contribute to the development of novel therapeutic strategies aimed at preserving BBB integrity and ameliorating CNS pathologies associated with BBB dysfunction.

### Supplementary Information

**Additional file 1**: Extended methods for animals, b.End5 and BECs cells, human BBB model, endothelial permeability assay, immunocytochemistry, determination of inflammatory factors, transendothelial migration assay, in vivo BBB permeability assay, RNA extraction and determination of gene expression, next-generation transcriptome sequencing. **Table S1**. Sequence of primers used for qPCR dynamic array. **Table S2**. Sequence of primers used for real-time PCR quantifications. **Figure S1**. Principal coordinates analysis (PCoA) and unsupervised hierarchical clustering of normalized RNA-Seq data. **Figure S2**. Expression profile of the components of the cortistatin pathway in b.End5 cells. **Figure S3**. Cortistatin modulates the immune function of activated b.End5 cells. **Figure S4**. Expression profile of the components of the cortistatin pathway in murine brain endothelial cells. **Figure S5**. Characterization of cortistatin in human brain endothelium **Figure S6**. Lack of barrier integrity and altered expression profile in cortistatin-deficient cells. **Figure S7**. Analysis of specific markers in BECs and validation of gene expression. **Figure S8**. Characterization of gene pathways in wild type vs cortistatin-deficient brain endothelium. **Figure S9**. Characterization of gene pathways in the dynamics of brain endothelium. **Figure S10**. Cortistatin restores the integrity of injured brain endothelial cells.

**Additional file 2**: **Table S3**. Differentially expressed genes (DEGs) in *Cort*^−/−^  BECs in NX/NG compared to *Cort*^+/+^ BECs. **Table S4**. Differentially expressed genes (DEGs) in *Cort*^−/−^ BECs in OGD-R compared to *Cort*^+/+^ BECs. **Table S5**. DEGs for NX/NG-incubated *Cort*^−/−^ vs *Cort*^+/+^ BECs included in Gene Ontology (GO) terms. **Table S6**. DEGs for OGD-R-incubated *Cort*^−/−^ vs *Cort*^+/+^ BECs included in Gene Ontology (GO) terms. **Table S7**. Differentially expressed genes (DEGs) in the dynamics of *Cort*^+/+^ BECs from NX/NG to OGD-R. **Table S8**. Differentially expressed genes (DEGs) in the dynamics of *Cort*^−/−^ BECs from NX/NG to OGD-R. **Table S9**. DEGs for *Cort*^+/+^ BECs from NX/NG to OGD-R included in Gene Ontology (GO) terms. **Table S10**. DEGs for *Cort*^−/−^ BECs from NX/NG to OGD-R included in Gene Ontology (GO) terms. **Table S11**. Comparative values between log2FC and RPKM for differentially expressed genes (DEGs) depicted in Fig. 7.

## Data Availability

RNA-seq data sets generated during the current study are available in the GEO repository under accession number GSE207405, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207405.

## Abbreviations

AJ: Adherens-junctions
BBB: Blood–brain barrier
BECs: Brain endothelial cells
CNS: Central nervous system
CST: Cortistatin
DEGs: Differential-expressed genes
EBA: Evans blue-albumin
ECs: Endothelial cells
GD: Glucose deprivation
hBLECs: Human brain-like endothelial cells
HPX: Hypoxia
HPX-R: Hypoxia-reoxygenation
IL-6: Interleukin-6
LPS: Lipopolysaccharide inflammation
MCP-1: Monocyte chemoattractant protein-1
NaF: Sodium fluorescein
NX/NG: Normoxia–normoglycemia
OGD-R: Oxygen–glucose deprivation and reoxygenation
SST: Somatostatin
TJ: Tight-junctions
TNF-α: Tumor necrosis factor-alpha
ZO-1: Zonula occludens-1

## References

[1] Keaney J, Campbell M (2015). The dynamic blood–brain barrier. FEBS J.

[2] Reed MJ, Damodarasamy M, Banks WA (2019). The extracellular matrix of the blood–brain barrier: structural and functional roles in health, aging, and Alzheimer’s disease. Tissue Barriers.

[3] Cong X, Kong W (2020). Endothelial tight junctions and their regulatory signaling pathways in vascular homeostasis and disease. Cell Signal.

[4] Sweeney MD, Zhao Z, Montagne A, Nelson AR, Zlokovic BV (2019). Blood–brain barrier: from physiology to disease and back. Physiol Rev.

[5] Delgado M, Gonzalez-Rey E. Role of cortistatin in the stressed immune system. In: Savino W, Guaraldi F, editors. Frontiers of hormone research. 2017; p. 110–20. Available from: https://www.karger.com/Article/FullText/452910.10.1159/00045291028245456

[6] de Lecea L, Criado JR, Prospero-Garcia O, Gautvik KM, Schweitzer P, Danielson PE (1996). A cortical neuropeptide with neuronal depressant and sleep-modulating properties. Nature.

[7] Córdoba-Chacón J, Gahete MD, Pozo-Salas AI, Martínez-Fuentes AJ, de Lecea L, Gracia-Navarro F (2011). Cortistatin is not a somatostatin analogue but stimulates prolactin release and inhibits GH and ACTH in a gender-dependent fashion: potential role of ghrelin. Endocrinology.

[8] Deghenghi R, Papotti M, Ghigo E, Muccioli G (2001). Cortistatin, but not somatostatin, binds to growth hormone secretagogue (GHS) receptors of human pituitary gland. J Endocrinol Invest.

[9] Braun H, Schulz S, Becker A, Schröder H, Höllt V (1998). Protective effects of cortistatin (CST-14) against kainate-induced neurotoxicity in rat brain. Brain Res.

[10] Chiu C-T, Wen L-L, Pao H-P, Wang J-Y (2011). Cortistatin is induced in brain tissue and exerts neuroprotection in a rat model of bacterial meningoencephalitis. J Infect Dis.

[11] Souza-Moreira L, Morell M, Delgado-Maroto V, Pedreño M, Martinez-Escudero L, Caro M (2013). Paradoxical effect of cortistatin treatment and its deficiency on experimental autoimmune encephalomyelitis. J Immunol.

[12] Falo CP, Benitez R, Caro M, Morell M, Forte-Lago I, Hernandez-Cortes P (2021). The neuropeptide cortistatin alleviates neuropathic pain in experimental models of peripheral nerve injury. Pharmaceutics.

[13] Delgado-Maroto V, Benitez R, Forte-Lago I, Morell M, Maganto-Garcia E, Souza-Moreira L (2017). Cortistatin reduces atherosclerosis in hyperlipidemic ApoE-deficient mice and the formation of foam cells. Sci Rep.

[14] Delgado-Maroto V, Falo CP, Forte-Lago I, Adan N, Morell M, Maganto-Garcia E (2017). The neuropeptide cortistatin attenuates experimental autoimmune myocarditis via inhibition of cardiomyogenic T cell-driven inflammatory responses. Br J Pharmacol.

[15] Duran-Prado M, Morell M, Delgado-Maroto V, Castaño JP, Aneiros-Fernandez J, de Lecea L (2013). Cortistatin inhibits migration and proliferation of human vascular smooth muscle cells and decreases neointimal formation on carotid artery ligation. Circ Res.

[16] Yang T, Roder KE, Abbruscato TJ (2007). Evaluation of bEnd5 cell line as an in vitro model for the blood–brain barrier under normal and hypoxic/aglycemic conditions. J Pharm Sci.

[17] Welser-Alves JV, Boroujerdi A, Milner R, Milner R (2014). Isolation and culture of primary mouse brain endothelial cells. Cerebral angiogenesis: methods and protocols.

[18] Cecchelli R, Aday S, Sevin E, Almeida C, Culot M, Dehouck L (2014). A stable and reproducible human blood–brain barrier model derived from hematopoietic stem cells. PLoS ONE.

[19] Takata F, Dohgu S, Yamauchi A, Matsumoto J, Machida T, Fujishita K (2013). In vitro blood–brain barrier models using brain capillary endothelial cells isolated from neonatal and adult rats retain age-related barrier properties. PLoS ONE.

[20] Jangula A, Murphy EJ (2013). Lipopolysaccharide-induced blood brain barrier permeability is enhanced by alpha-synuclein expression. Neurosci Lett.

[21] Fuentes-Fayos AC, Vázquez-Borrego MC, Jiménez-Vacas JM, Bejarano L, Pedraza-Arévalo S, López LF (2020). Splicing machinery dysregulation drives glioblastoma development/aggressiveness: oncogenic role of SRSF3. Brain.

[22] Ruiz JL, Terrón-Camero LC, Castillo-González J, Fernández-Rengel I, Delgado M, Gonzalez-Rey E (2023). reanalyzerGSE: tackling the everlasting lack of reproducibility and reanalyses in transcriptomics. bioRxiv.

[23] Andrés-León E, Rojas AM (2019). miARma-Seq, a comprehensive pipeline for the simultaneous study and integration of miRNA and mRNA expression data. Methods.

[24] Li R, Yao G, Zhou L, Zhang M, Yan J (2022). The ghrelin-GHSR-1a pathway inhibits high glucose-induced retinal angiogenesis in vitro by alleviating endoplasmic reticulum stress. Eye Vis.

[25] Yan S, Li M, Chai H, Yang H, Lin PH, Yao Q (2005). TNF-α decreases expression of somatostatin, somatostatin receptors, and cortistatin in human coronary endothelial cells. J Surg Res.

[26] Basivireddy J, Somvanshi RK, Romero IA, Weksler BB, Couraud P-O, Oger J (2013). Somatostatin preserved blood brain barrier against cytokine induced alterations: possible role in multiple sclerosis. Biochem Pharmacol.

[27] Sladojevic N, Stamatovic SM, Johnson AM, Choi J, Hu A, Dithmer S (2019). Claudin-1-dependent destabilization of the blood–brain barrier in chronic stroke. J Neurosci.

[28] Coisne C, Dehouck L, Faveeuw C, Delplace Y, Miller F, Landry C (2005). Mouse syngenic in vitro blood–brain barrier model: a new tool to examine inflammatory events in cerebral endothelium. Lab Invest.

[29] Kuntz M, Mysiorek C, Pétrault O, Boucau M-C, Aijjou R, Uzbekov R (2014). Transient oxygen–glucose deprivation sensitizes brain capillary endothelial cells to rtPA at 4h of reoxygenation. Microvasc Res.

[30] Gerhartl A, Pracser N, Vladetic A, Hendrikx S, Friedl H-P, Neuhaus W (2020). The pivotal role of micro-environmental cells in a human blood–brain barrier in vitro model of cerebral ischemia: functional and transcriptomic analysis. Fluids Barriers CNS.

[31] Gray KM, Jung JW, Inglut CT, Huang H-C, Stroka KM (2020). Quantitatively relating brain endothelial cell–cell junction phenotype to global and local barrier properties under varied culture conditions via the Junction Analyzer Program. Fluids Barriers CNS.

[32] Babinska A, Kedees MH, Athar H, Ahmed T, Batuman O, Ehrlich YH (2002). F11-receptor (F11R/JAM) mediates platelet adhesion to endothelial cells: role in inflammatory thrombosis. Thromb Haemost.

[33] Beard RS, Haines RJ, Wu KY, Reynolds JJ, Davis SM, Elliott JE (2014). Non-muscle Mlck is required for β-catenin- and FoxO1-dependent downregulation of Cldn5 in IL-1β-mediated barrier dysfunction in brain endothelial cells. J Cell Sci.

[34] Sperandio S, Fortin J, Sasik R, Robitaille L, Corbeil J, de Belle I (2009). The transcription factor Egr1 regulates the HIF-1α gene during hypoxia. Mol Carcinog.

[35] Kerr DJ, Marsillo A, Guariglia SR, Budylin T, Sadek R, Menkes S (2016). Aberrant hippocampal Atp8a1 levels are associated with altered synaptic strength, electrical activity, and autistic-like behavior. Biochim Biophys Acta BBA Mol Basis Dis..

[36] Zhao Z, Nelson AR, Betsholtz C, Zlokovic BV (2015). Establishment and dysfunction of the blood–brain barrier. Cell.

[37] Zlokovic BV (2008). The blood–brain barrier in health and chronic neurodegenerative disorders. Neuron.

[38] Hagen SJ (2017). Non-canonical functions of claudin proteins: beyond the regulation of cell–cell adhesions. Tissue Barriers.

[39] Tietz S, Engelhardt B (2015). Brain barriers: crosstalk between complex tight junctions and adherens junctions. J Cell Biol.

[40] Schlingmann B, Overgaard CE, Molina SA, Lynn KS, Mitchell LA, Dorsainvil White S (2016). Regulation of claudin/zonula occludens-1 complexes by hetero-claudin interactions. Nat Commun.

[41] Yan T, Tan Y, Deng G, Sun Z, Liu B, Wang Y (2022). TGF-β induces GBM mesenchymal transition through upregulation of CLDN4 and nuclear translocation to activate TNF-α/NF-κB signal pathway. Cell Death Dis.

[42] Zavala-Zendejas VE, Torres-Martinez AC, Salas-Morales B, Fortoul TI, Montaño LF, Rendon-Huerta EP (2011). Claudin-6, 7, or 9 overexpression in the human gastric adenocarcinoma cell line AGS increases its invasiveness, migration, and proliferation rate. Cancer Invest.

[43] Sajja RK, Prasad S, Cucullo L (2014). Impact of altered glycaemia on blood–brain barrier endothelium: an in vitro study using the hCMEC/D3 cell line. Fluids Barriers CNS.

[44] Liebner S, Fischmann A, Rascher G, Duffner F, Grote E-H, Kalbacher H (2000). Claudin-1 and claudin-5 expression and tight junction morphology are altered in blood vessels of human glioblastoma multiforme. Acta Neuropathol.

[45] Pfeiffer F, Schäfer J, Lyck R, Makrides V, Brunner S, Schaeren-Wiemers N (2011). Claudin-1 induced sealing of blood–brain barrier tight junctions ameliorates chronic experimental autoimmune encephalomyelitis. Acta Neuropathol.

[46] Gonçalves A, Ambrósio AF, Fernandes R (2013). Regulation of claudins in blood–tissue barriers under physiological and pathological states. Tissue Barriers.

[47] Alshbool Fatima Z, Mohan S (2014). Emerging multifunctional roles of claudin tight junction proteins in bone. Endocrinology.

[48] Haseloff RF, Dithmer S, Winkler L, Wolburg H, Blasig IE (2015). Transmembrane proteins of the tight junctions at the blood–brain barrier: structural and functional aspects. Semin Cell Dev Biol.

[49] Lai C-H, Kuo K-H, Leo JM (2005). Critical role of actin in modulating BBB permeability. Brain Res Rev.

[50] Rao RK, Basuroy S, Rao VU, Karnaky KJ, Gupta A (2002). Tyrosine phosphorylation and dissociation of occludin–ZO-1 and E-cadherin–β-catenin complexes from the cytoskeleton by oxidative stress. Biochem J.

[51] Gould DB, Phalan FC, van Mil SE, Sundberg JP, Vahedi K, Massin P (2006). Role of COL4A1 in small-vessel disease and hemorrhagic stroke. N Engl J Med.

[52] Baeten KM, Akassoglou K (2011). Extracellular matrix and matrix receptors in blood–brain barrier formation and stroke. Dev Neurobiol.

[53] Bauer AT, Bürgers HF, Rabie T, Marti HH (2010). Matrix metalloproteinase-9 mediates hypoxia-induced vascular leakage in the brain via tight junction rearrangement. J Cereb Blood Flow Metab.

[54] Ma Z, Mao C, Jia Y, Fu Y, Kong W (2020). Extracellular matrix dynamics in vascular remodeling. Am J Physiol Cell Physiol.

[55] Ghersi-Egea J-F, Strazielle N, Catala M, Silva-Vargas V, Doetsch F, Engelhardt B (2018). Molecular anatomy and functions of the choroidal blood–cerebrospinal fluid barrier in health and disease. Acta Neuropathol.

[56] Benitez R, Caro M, Andres-Leon E, O’Valle F, Delgado M (2022). Cortistatin regulates fibrosis and myofibroblast activation in experimental hepatotoxic- and cholestatic-induced liver injury. Br J Pharmacol.

[57] Sonar SA, Lal G (2018). Blood–brain barrier and its function during inflammation and autoimmunity. J Leukoc Biol.

[58] de Vries HE, Blom-Roosemalen MCM, van Oosten M, de Boer AG, van Berkel TJC, Breimer DD (1996). The influence of cytokines on the integrity of the blood-brain barrier in vitro. J Neuroimmunol.

[59] Cristante E, McArthur S, Mauro C, Maggioli E, Romero IA, Wylezinska-Arridge M (2013). Identification of an essential endogenous regulator of blood–brain barrier integrity, and its pathological and therapeutic implications. Proc Natl Acad Sci USA.

[60] Pacher P, Beckman JS, Liaudet L (2007). Nitric oxide and peroxynitrite in health and disease. Physiol Rev.

[61] Farrall AJ, Wardlaw JM (2009). Blood–brain barrier: ageing and microvascular disease—systematic review and meta-analysis. Neurobiol Aging.

[62] He J, Hsuchou H, He Y, Kastin AJ, Wang Y, Pan W (2014). Sleep restriction impairs blood–brain barrier function. J Neurosci.

[63] Sun J, Wu J, Hua F, Chen Y, Zhan F, Xu G (2020). Sleep Deprivation Induces Cognitive Impairment by Increasing Blood-Brain Barrier Permeability via CD44. Front Neurol.

[64] Bourgin P, Fabre V, Huitrón-Reséndiz S, Henriksen SJ, Prospero-Garcia O, Criado JR (2007). Cortistatin promotes and negatively correlates with slow-wave sleep. Eur J Neurosci.

[65] Faraguna U, Vyazovskiy VV, Nelson AB, Tononi G, Cirelli C (2008). A causal role for brain-derived neurotrophic factor in the homeostatic regulation of sleep. J Neurosci.

[66] Monte MD, Cammalleri M, Martini D, Casini G, Bagnoli P (2007). Antiangiogenic role of somatostatin receptor 2 in a model of hypoxia-induced neovascularization in the retina: results from transgenic mice. Invest Ophthalmol Vis Sci.

[67] Zaniolo K, Sapieha P, Shao Z, Stahl A, Zhu T, Tremblay S (2011). Ghrelin modulates physiologic and pathologic retinal angiogenesis through GHSR-1a. Invest Ophthalmol Vis Sci.

[68] Aslam M, Idrees H, Ferdinandy P, Helyes Z, Hamm C, Schulz R (2022). Somatostatin primes endothelial cells for agonist-induced hyperpermeability and angiogenesis in vitro. Int J Mol Sci.

[69] Spier AD, de Lecea L (2000). Cortistatin: a member of the somatostatin neuropeptide family with distinct physiological functions. Brain Res Rev.

[70] Córdoba-Chacón J, Gahete MD, Duran-Prado M, Pozo-Salas AI, Malagón MM, Gracia-Navarro F (2010). Identification and characterization of new functional truncated variants of somatostatin receptor subtype 5 in rodents. Cell Mol Life Sci.

[71] Durán-Prado M, Malagón MM, Gracia-Navarro F, Castaño JP (2008). Dimerization of G protein-coupled receptors: new avenues for somatostatin receptor signalling, control and functioning. Mol Cell Endocrinol.

[72] Jiang H, Smith R. Modification of ghrelin and somatostatin signaling by formation of GHSR-1a/SSTR5 heterodimers. The Endocrine Society’s 89th Annual Meeting. 2007;P9: 299.

[73] Sánchez-Alavez M, Gómez-Chavarin M, Navarro L, Jiménez-Anguiano A, Murillo-Rodríguez E, Prado-Alcalá RA (2000). Cortistatin modulates memory processes in rats. Brain Res.

[74] Hurst RD, Clark JB (1998). Alterations in transendothelial electrical resistance by vasoactive agonists and cyclic AMP in a blood–brain barrier model system. Neurochem Res.

[75] Lampugnani MG, Giorgi M, Gaboli M, Dejana E, Marchisio PC (1990). Endothelial cell motility, integrin receptor clustering, and microfilament organization are inhibited by agents that increase intracellular cAMP. Lab Invest.

[76] Dixit VD, Schaffer EM, Pyle RS, Collins GD, Sakthivel SK, Palaniappan R (2004). Ghrelin inhibits leptin- and activation-induced proinflammatory cytokine expression by human monocytes and T cells. J Clin Invest.

[77] Córdoba-Chacón J, Gahete MD, Culler MD, Castaño JP, Kineman RD, Luque RM (2012). Somatostatin dramatically stimulates growth hormone release from primate somatotrophs acting at low doses via somatostatin receptor 5 and cyclic AMP. J Neuroendocrinol.

[78] Benz F, Liebner S, Cader Z, Neuhaus W (2022). Structure and function of the blood–brain barrier (BBB). Physiology, pharmacology and pathology of the blood–brain barrier.

[79] Montagne A, Zhao Z, Zlokovic BV (2017). Alzheimer’s disease: a matter of blood–brain barrier dysfunction?. J Exp Med.

[80] Zlokovic BV, Griffin JH (2011). Cytoprotective protein C pathways and implications for stroke and neurological disorders. Trends Neurosci.

How the deposited data were processed for this re-analysis (not part of the article)

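RNA of primary BECs from *Cort*+/+ and *Cort*-/- mice was measured by RNA-seq under NX/NG or after OGD-R, with each replicate pooled from 3 mice. Of 12 samples listed, 10 have a column in the deposited tables, 3 *Cort*+/+ and 2 *Cort*-/- replicates in each environment; *Cort*-/- NX/NG replicate 3 and *Cort*-/- OGD-R replicate 2 were not used here. *Cort*+/+ OGD-R replicate 1 has a column but is not in the heatmaps of the paper, so comparisons under OGD-R were made first without it and then over all mapped libraries. In each environment all libraries of a genotype were grouped as labelled, and the replicate numbers of the labels were kept.

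The authors ran their reanalyzerGSE pipeline so as not to exclude low expressed genes; the paper's main text does not state the aligner, the counter, the versions, the genome build, the annotation or the test, and refers for details to Additional file 1, which was not used here. The deposited RPKM values are reads per kilobase of gene length, scaled to the size of each library, as computed by the authors, with the 5 libraries of an environment scaled together and apart from the other environment. Group means in RPKM, as deposited by the authors, are means of the libraries' values. The log2 fold changes of *Cort*-/- over *Cort*+/+ and the mean log2 abundance (logCPM) were computed by the authors over the libraries of each table and are used only where the authors' calls are named. The p-value and FDR columns come from the authors' own comparison of *Cort*-/- with *Cort*+/+, as deposited, with a test that the main text does not name. A further 10 columns, 1 for each library with a column, sort its genes into expression categories and were not used.

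RPKM times gene length lay within 0.05 of a whole multiple of 1 step in every library for 100% of the values above 0, so the reads on each gene could be recovered. The libraries hold between 12386048 and 12390428 reads on genes, a nearly equal number for which the text gives no reason, and the paper's methods state a larger average number of paired-end reads. At this depth a gene with at most 3 reads in every library of a group was taken as at the floor: no fold is given when both groups are, and a lower bound when 1 is.

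Each comparison was fitted on log2(RPKM + 0.1) with limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend on mean expression), over genes with a value above 0, with only the groups compared in the fit. P-values were adjusted by the Benjamini-Hochberg method and a gene was called at an FDR of at most 0.05. The 5 comparisons were *Cort*-/- with *Cort*+/+ under NX/NG and under OGD-R, OGD-R with NX/NG in each genotype, and the interaction of genotype and environment. For the last 3, the reads of the 27321 genes in both tables, whose lengths are equal in the 2 tables, were joined and scaled with the trimmed mean of M values over the 10 libraries, and the RPKM was computed anew. The fit was tested with the group sizes of the study on simulated data with 200 changed genes. These genes had at least 1 RPKM and log2 fold changes of 2 or 3, up or down, and smaller changes were not simulated. Limma called 163 with 2 libraries against 3 and 74 of 199 with 2 against 2, and limma-voom called 164 and 81. Of the unchanged genes, limma called 96 and 24, of which 88 and 20 lay below 1 RPKM, and limma-voom called 3 and 0.

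Overlaps and gene ontology terms were tested with one-sided Fisher's exact tests; the terms were those of Fig. 5c (43) and Fig. 5f (54), with the annotation that the tables carry for 17960 genes, and Benjamini-Hochberg over the terms of a panel. Sets of genes were tested with limma's camera at a preset correlation of 0.01, and with an estimated correlation and with fry (statmod 1.5.0) beside it. Libraries were clustered by average linkage on 1 minus the Pearson correlation of log2(RPKM + 0.1) over genes with at least 1 RPKM in at least 2 libraries. The 8 marker lists were those of endothelial, fibroblast, leptomeningeal, pericyte, smooth muscle, choroid plexus epithelial, epithelial, and macrophage and microglial transcripts. The colours of 202 genes were read from Fig. 7. Positions come from GENCODE vM21 on GRCm38 by gene symbol and were found for 30691 of 32419 genes (94.7%); they serve only to place genes within 10 Mb (5 or 20 Mb as alternatives) of *Cort*, which lies 7.23 Mb from the last gene of chromosome 4. The genes named in the text are those that the paper's text or Fig. 7 names, *Cort* and its receptors, the marker lists and sex-linked genes, and those that lead a comparison among called genes.

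Alternatives were a pseudocount of 1, genes with at least 1 RPKM in at least 2 libraries, quantile normalization, the replicate number as a block, all mapped libraries, all groups in one fit, each *Cort*+/+ NX/NG replicate left out in turn, and other windows and set tests; limma-voom on the recovered reads, a term for the 2 libraries low in ribosomal RNA, gene lists at an unadjusted p under 0.05 and the authors' deposited calls were added after the data were seen. Their effect is given in the closing section. Results for some items named in the paper are not reported here. Scripts were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, with the seed 1 for simulated reads.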

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

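The tests of DNA of another strain and of fewer cells of another type were chosen only after the result was seen. The paper does not analyse where the changed genes lie, and around *Cort* more genes differed between the genotypes than elsewhere. Under NX/NG, 13.5% of 325 genes within 10 Mb of *Cort* had an unadjusted p under 0.05 (44 genes, 18 higher and 26 lower in *Cort*-/-), against 8.38% of the other genes. Under OGD-R these were 10.1% of 316 genes (32 genes, 13 higher and 19 lower) and 4.21%. With limma on log_2_(RPKM + 0.1), no gene near *Cort* was called at an FDR of at most 0.05 in either environment. With limma-voom, 6 genes near *Cort* were called under NX/NG and 2 under OGD-R. A pseudocount of 1 gave 1 such gene under NX/NG. Within 5 Mb the shares were 18.1% and 14.1%, and within 20 Mb 12.7% and 8.32%. Of the calls in the authors' deposited tables with a position, 17 of 596 under NX/NG and 6 of 18 under OGD-R lie in this window, where 6.81 and 0.207 are expected. Genes of this window that the paper names include *Dffa*, *Miip*, *Tnfrsf8*, *Tnfrsf1b* and *Pdpn*.

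Chance clustering along chromosomes is argued against by the windows of 158 genes elsewhere. The one around *Cort* held 9 genes with an unadjusted p under 0.05 and the same sign in both environments. Of 507 others, 0 held as many (highest 7, median 2), but neighbouring windows share most of their genes, so these are not 507 separate controls. Reads of another strain's alleles lost against the reference would lower genes around *Cort* in *Cort*-/-, as would fewer cells of another type. Of those at an unadjusted p under 0.05, 40.6% were higher in the environment with the lower share, and at least 13 in either environment. From the share among all genes tested, 27.43 such genes of either sign are expected there under NX/NG and 13.51 under OGD-R. Some higher genes are thus expected in any case, and these counts exclude neither explanation. Of the 9 genes changed alike in both environments, 4 were higher and 5 lower, where 1.988 are expected in all. DNA of another strain left around the targeted locus may explain the pattern: across all 158 genes of the window, the log_2_ fold changes of the 2 environments had a Pearson r of 0.449, against 0.128 for genes farther than 20 Mb away. The contrast was smaller by other measures, with a Spearman rho of 0.479 against 0.312 and the same sign in 70.9% against 61.0% of genes, and the Pearson r was 0.336 within 5 Mb and 0.412 within 20 Mb. Such DNA cannot be told apart from an effect of the deleted locus on its neighbours, which predicts the same and was not tested, since every *Cort*-/- library carries both the deletion and the DNA around it. An effect of cortistatin on these genes was not tested either.

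A further 6 genes of the 210 compared moved in opposite directions from NX/NG to OGD-R in the 2 genotypes, with no overlap of the environments in either genotype. The log_2_ fold change in *Cort*+/+ and *Cort*-/- BECs was -0.30 and 0.43 for *Adamts1*, -0.48 and 0.43 for *Apc2*, -0.43 and 0.45 for *Atp1b1*, -0.42 and 0.18 for *Notch2*, -0.26 and 0.44 for *Pcdh18*, -0.20 and 0.46 for *Ticrr*. The interaction had an unadjusted p between 0.00400 and 0.0421, and the lowest limma FDR was 0.997. With *Cort*+/+ OGD-R replicate 1 added, the *Cort*+/+ values were -0.38 for *Adamts1*, -0.31 for *Apc2*, -0.41 for *Atp1b1*, -0.25 for *Notch2*, -0.21 for *Pcdh18* and -0.06 for *Ticrr*. Chance gives 7 such genes among 210, or 3.33%. Of the 6, 5 are genes that the study picked because they were lower in *Cort*-/- under NX/NG in these libraries, which by itself favours a rise in *Cort*-/-, and the tables argue for no other technical or biological explanation.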

How the results depend on the processing

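Limma-voom, lists at an unadjusted p under 0.05, the authors' deposited calls, camera on gene ontology terms, all groups in one fit for the Fig. 7 genes, the term for the 2 libraries low in ribosomal RNA, and the replicate block over all mapped libraries were chosen after the data were seen; the other alternatives were set before the data were examined. The count of 0 called genes held in all comparisons with quantile normalization, with genes of at least 1 RPKM in at least 2 libraries, and with the replicate block where it was fitted. It changed as follows, and the cause was not tested unless it is given. With a pseudocount of 1, 20 genes were called under NX/NG and 1 in the interaction, with 1 Fig. 7 gene under NX/NG and 1 gene near *Cort*; a larger pseudocount weighs low values less. With all groups in one fit, which adds libraries to the estimate of the spread, the numbers were 12 under NX/NG, 1 under OGD-R, 1 in the *Cort*+/+ transition and 1 in the *Cort*-/- transition, with 3 Fig. 7 genes under NX/NG. Over all mapped libraries, with 1 more *Cort*+/+ library, they were 9 in the *Cort*+/+ transition and 3 in the interaction, and 0 under OGD-R. When the term for the 2 libraries low in ribosomal RNA was added to these, the numbers were 0 in the interaction and 0 under OGD-R. With limma-voom they were 124 under NX/NG, 6 under OGD-R, 6 in the *Cort*+/+ transition, 0 in the *Cort*-/- transition and 0 in the interaction, with 4 genes shared by both environments, 51 Fig. 7 genes under NX/NG, 2 under OGD-R and 2 in the *Cort*+/+ transition, and 6 and 2 genes near *Cort* under NX/NG and OGD-R. On simulated reads with 2 libraries against 3, limma-voom called 3 unchanged genes and the main fit 96, with about as many changed genes called. Across the 3 fits that each left out 1 *Cort*+/+ NX/NG replicate, from 0 to 1 genes were called in the interaction, the 1 without replicate 1, and 0 in the other comparisons.

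At an unadjusted p under 0.05, which by construction keeps more genes, 238 genes were shared, Fig. 7 genes numbered 146 under NX/NG, 43 under OGD-R, 31 in the *Cort*+/+ transition and 1 in the *Cort*-/- transition, and 44 and 32 genes lay near *Cort*. With the p-values adjusted over all Fig. 7 genes coloured in a comparison alone, 144 were called under NX/NG, and 85, 95 and 140 without *Cort*+/+ replicate 1, 2 or 3. Under OGD-R this number was 1, and 10 over all mapped libraries, 0 with the replicate block added to them, 25 with the term for ribosomal RNA, 28 with all groups in one fit and 49 with limma-voom; the cause was not tested. On the lists at an unadjusted p under 0.05, 38 terms of Fig. 5c and 8 of Fig. 5f were overrepresented, and on the limma-voom calls, looked at after the data were seen, 20 and 0 were. Camera on all genes called 2 terms of Fig. 5c and 0 of Fig. 5f. The authors' deposited calls gave 12 shared genes, 41 terms of Fig. 5c, and 17 and 6 genes near *Cort*. For the marker lists, the 3 calls under NX/NG, 2 under OGD-R and 1 in the *Cort*+/+ transition all became 0 with an estimated correlation and 0 with fry.

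These median log_2_ fold changes reversed: the pericyte list under OGD-R, 0.02, to -0.0002 with a pseudocount of 1 and -0.11 over all mapped libraries; and, over all mapped libraries, the leptomeningeal list in the *Cort*+/+ transition from -0.12 to 0.0145, and in the interaction the choroid plexus list from -0.19 to 0.00940 and the macrophage list from 0.0163 to -0.22. *Cgn* under NX/NG reversed from -0.24 to 0.0875 with limma-voom; the cause was not tested. Of 136 values of named genes, 119 kept their direction and side of the threshold with limma-voom and 16 became stronger, and 136 of 136 kept them with a pseudocount of 1 and 61 of 61 over all mapped libraries. Of 40 list medians, 38 kept theirs with a pseudocount of 1 and 1 became weaker; over all mapped libraries 19 did and 1 became stronger. Without *Cort*+/+ NX/NG replicate 1, 2 or 3, 2, 6 and 3 of 24 medians reversed or moved by more than 0.25. The number of genes at an unadjusted p under 0.05 moved by more than 1.5 times for 3 of 5 comparisons with genes of at least 1 RPKM, since fewer genes are tested, and for 1 with the replicate block over all mapped libraries.

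For the OGD-R libraries of the heatmap and for the *Cort*-/- transition: No paired analysis was possible because the groups compared there share only 1 replicate number, 3 between the genotypes and 1 between the environments. In the other comparisons the block was fitted. The numbers also do not pair the libraries: the Pearson r of their deviations from the group means over 14855 genes lay between -0.388 and 0.130 for pairs of libraries with the same number, and between -0.198 and 0.388 for pairs with other numbers. With the block where it was fitted, 0 genes were called under NX/NG (2752 at an unadjusted p under 0.05), in the *Cort*+/+ transition (1621) and in the interaction (899), and 0 under OGD-R over all mapped libraries (787). For counts, the test of edgeR had been set as the main test, and limma on log2(RPKM + 0.1) was set for files without counts. As the files hold RPKM, limma led. The edgeR test and the alternatives set for counts (the size factors, tests and filters of edgeR and DESeq2) were not run on the recovered reads. Only limma-voom was. Depth limits *Cort*, *Sstr1*, *Sstr3* and *Ghsr*, which lay at the floor, and genes below 1 RPKM, where most false calls on simulated data fell.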

Differences from the paper's values

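The paper reports for NX/NG 613 differentially expressed genes, 139 upregulated and 474 downregulated, and limma called 0, 0 and 0 here, with 2513 at an unadjusted p under 0.05. For OGD-R, the paper reports 407, 111 and 296, against 0, 0 and 0 here (1267 at an unadjusted p under 0.05). The paper counts 226 genes as shared between the environments, against 0 here. In the *Cort*+/+ transition, the paper's values are 83, 48 and 35, against 0, 0 and 0 here (1821 at an unadjusted p under 0.05), and in the *Cort*-/- transition 20, 3 and 17, against 0, 0 and 0 here (1082 at an unadjusted p under 0.05). Among the alternatives set before the data were examined, none of those that were run closed a gap for any of these 13 values. The edgeR test, set as the main test for counts, was not run on the recovered reads. With a pseudocount of 1 the number under NX/NG was 20, and with all groups in one fit it was 12. Limma-voom, chosen after seeing the values, called 124 genes under NX/NG, 6 under OGD-R and 6 in the *Cort*+/+ transition. The authors' deposited table for NX/NG holds the paper's 613 calls, while that for OGD-R holds 19 calls, 12 higher and 7 lower. A column of the NX/NG table marks 397 of the 613 calls as Both and 216 as KOrep3, and neither the table nor the text states what these marks mean, so it is open which libraries the 613 calls rest on. The lists at an unadjusted p under 0.05, chosen after seeing the values, share 238 genes, which falls within 1.5 times the paper's 226. These lists hold 2459 and 1193 genes, against 613 and 407 in the paper, and 109.3 shared genes are expected by chance. The similar number therefore does not show that the same genes are shared.

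Among Fig. 7 genes, limma-voom, chosen after seeing the values, called 51 of the 155 coloured under NX/NG, 2 of the 118 under OGD-R and 2 of the 32 in the *Cort*+/+ transition, a pseudocount of 1 called 1 under NX/NG and all groups in one fit 3. The paper states that most DEGs were associated with downregulated functional networks; in the lists at an unadjusted p under 0.05, chosen after seeing the values, 38 of the 43 terms of Fig. 5c were overrepresented, 34 of them mostly lower, and 8 of the 54 terms of Fig. 5f, 3 of them mostly lower. On limma-voom calls, 20 terms of Fig. 5c were overrepresented, 18 of them mostly lower, and 0 of Fig. 5f. On the authors' deposited calls these numbers were 41, all mostly lower, and 0. The study drew the terms of both panels from its own RNA-seq data, so no such count is independent evidence.

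The paper describes 2 distinct clusters in each environment; over all genes with at least 1 RPKM in at least 2 libraries, those under OGD-R did not follow the genotypes here, and over the authors' deposited calls they did. The discussion states overexpression of *Cldn4*, *Cldn6*, *Cgn* and *Cdh1* without naming the environment; their log_2_ fold changes were -0.20 for *Cldn4*, -0.25 for *Cldn6*, -0.24 for *Cgn* and -1.04 for *Cdh1* under NX/NG. After OGD-R they were 0.70 for *Cldn4* and 1.26 for *Cldn6*, and with *Cort*+/+ at the floor *Cgn* was at least 3.37 times and *Cdh1* at least 25.1 times higher, all at an unadjusted p above 0.05; both bounds rest on *Cort*-/- replicate 1, with 0.254 and 2.80 RPKM against 0.0364 and 0.0641 RPKM in replicate 3. It also states that the transcript levels of claudin-1 were not significantly affected, and Fig. 7c colours *Cldn1* as upregulated under NX/NG, where the log_2_ fold change was 1.09 at an unadjusted p of 0.0107 (limma FDR = 0.407). The text limits *Cobl* to NX/NG, where the log_2_ fold change was 0.54; it was 0.79 under OGD-R, at an unadjusted p of 0.00393. It places *Ccl9*, *Il16*, *Lcp1* and *Cd93* among genes upregulated in both environments, and under OGD-R their log_2_ fold changes were 0.29 for *Ccl9*, 0.55 for *Il16*, 0.18 for *Lcp1* and 0.21 for *Cd93*, at no unadjusted p under 0.05; Fig. 7f leaves them white there. The text has *Egr1* downregulated after OGD-R, where its log_2_ fold change was -0.25 at an unadjusted p of 0.0983. Of the 17 genes that the paper states as upregulated after OGD-R in *Cort*+/+ BECs alone, *Egr1*, *Nr4a1*, *Fos*, *Il11*, *Timp1*, *Has2*, *Col5a3*, *Mmp28*, *Nr1d1* and *Spp1* also rose in *Cort*-/- BECs at an unadjusted p under 0.05, by log_2_ fold changes from 0.46 for *Mmp28* to 1.18 for *Has2*. The others did not: *Casp12* (-0.01), *Gbp3* (-0.20), *Gbp2* (0.19), *Col15a1* (0.28), *Mmp3* (0.53), *Mmp10* (0.73) and *Il33*, which lay at the floor in *Cort*-/- under NX/NG.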

Other observations

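The tests of ribosomal RNA taking reads, of epithelial cells in single pools, of library preparation and of *Eno1* reads were chosen only after the result was seen.

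Marker lists were tested in each comparison with limma's camera, with Benjamini-Hochberg over the 8 lists. The median log_2_ fold change under NX/NG of *Cort*-/- over *Cort*+/+ was 0.24 for the endothelial list (FDR 0.00488), -0.50 for the fibroblast list (FDR 0.0320), -0.82 for the leptomeningeal list (FDR 0.0409), -0.24 for the pericyte list (FDR 0.305), -0.21 for the smooth muscle list (FDR 0.127), -0.02 for the choroid plexus epithelium list (FDR 0.964), -0.21 for the epithelial list (FDR 0.587) and 0.23 for the macrophage and microglia list (FDR 0.305). With genes at the floor set at their bound, the medians were -0.62 fibroblast, -0.88 leptomeningeal, -0.14 pericyte, -0.00450 choroid plexus, -0.14 epithelial and 0.39 macrophage and microglia. Without *Cort*+/+ replicate 2, the epithelial median was 0.23, the choroid plexus median 0.04 and the pericyte median -0.41; without replicate 1, the endothelial median was 0.15 and the macrophage median 0.39, and without replicate 3 the macrophage median was 0.11 and the choroid plexus median 0.03. Under OGD-R, the medians were 0.17 for the endothelial list (FDR 0.123), -0.39 for the fibroblast list (FDR 0.00835), -0.56 for the leptomeningeal list (FDR 0.0506), 0.02 for the pericyte list (FDR 0.963), -0.22 for the smooth muscle list (FDR 0.786), -0.18 for the choroid plexus epithelium list (FDR 0.216), 0.45 for the epithelial list (FDR 0.0242) and 0.29 for the macrophage and microglia list (FDR 0.216), and with floor genes at their bound -0.09 pericyte, 0.15 epithelial and -0.18 macrophage and microglia. In the *Cort*+/+ transition they were 0.01 endothelial, 0.22 fibroblast, -0.12 leptomeningeal, -0.28 pericyte, -0.47 smooth muscle, -0.02 choroid plexus epithelium, -0.37 epithelial and 0.16 macrophage and microglia, with an FDR of 1.36e-05 for the smooth muscle list and a lowest FDR of 0.1000 among the others. In the *Cort*-/- transition and in the interaction, the lowest FDRs were 0.0856 (fibroblast) and 0.171 (epithelial). No call held with an estimated correlation or with fry. No gene is in more than 1 of the lists or in Fig. 7; 11 of 12 endothelial, 4 of 12 fibroblast, 3 of 7 leptomeningeal, 0 of 6 pericyte, 5 of 5 smooth muscle, 2 of 13 choroid plexus, 1 of 12 epithelial and 2 of 10 macrophage genes had at least 1 RPKM in every library. With the p-values adjusted over a list alone, 2 fibroblast, 4 leptomeningeal and 1 smooth muscle genes were called under NX/NG.

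Extracellular matrix and signalling transcripts were lower in *Cort*-/- under NX/NG. Fewer fibroblasts or leptomeningeal cells would bring less of all their abundant transcripts. *Dcn* and *Lum* together reached at most 1.36% of *Col1a1* in any NX/NG library, and *Ptgds* was higher in *Cort*-/- (log_2_ fold change 0.97). That ratio was not compared between the genotypes, so it cannot show whether such cells differed. Both of their lists were lower in *Cort*-/-, with camera FDRs of 0.0320 and 0.0409 at the preset correlation. Fewer of these cells are therefore neither shown nor excluded. Fewer pericytes or smooth muscle cells cannot be told apart from a change within the endothelial cells: the lower camera FDR of the 2 lists was 0.127, *Cspg4* and *Actg2* had log_2_ fold changes of -1.91 and -1.81, and *Acta2*, *Tagln*, *Cnn1* and *Lmod1* had a median of -0.11, with *Acta2* at 852 ± 78.0 and 993 ± 129 RPKM (SD) in *Cort*-/- and *Cort*+/+. An effect of cortistatin on these genes stays open.

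More genes were lower than higher in *Cort*-/- under NX/NG, 57.5% of those at an unadjusted p under 0.05. Ribosomal RNA taking reads from *Cort*-/- libraries cannot be told apart from other causes: its mean share was -2.73 percentage points in *Cort*-/- minus *Cort*+/+, the direction opposite to that explanation, but the shares of the 2 genotypes overlap, from 8.02 to 10.6% in *Cort*-/- and from 7.64 to 15.3% in *Cort*+/+. The scaling between libraries cannot be told apart either: with quantile normalization the share was 51.9%, but this gives every library the same distribution and evens out a real excess as well. The share was 53.0% with limma-voom, 55.5% with a pseudocount of 1 and 58.8% with genes of at least 1 RPKM in at least 2 libraries, where the median log_2_ fold change was 0.00852. Of the genes called at an FDR of at most 0.05, limma-voom had 105 lower and 19 higher, the fit with a pseudocount of 1 had 1 lower and 19 higher, and all groups in one fit 6 lower and 6 higher. An effect of cortistatin on this balance stays open.

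Epithelial transcripts were high in *Cort*-/- OGD-R replicate 1. The median over the 12 genes of the epithelial list was 0.435 RPKM there, 0.0525 RPKM in *Cort*-/- OGD-R replicate 3 and 0.548 RPKM in *Cort*+/+ NX/NG replicate 2, so epithelial cells in single culture pools of either genotype may be the source; without *Cort*+/+ NX/NG replicate 2, the highest median in a *Cort*+/+ library was 0.102 RPKM. The sum of the list does not single out *Cort*-/- OGD-R replicate 1: it was 10.4 RPKM there, 12.7 RPKM in *Cort*-/- OGD-R replicate 3 and between 6.93 and 15.8 RPKM over the 10 libraries, of which *Krt19* alone, high in every library, made up between 4.67 and 13.0 RPKM. Without *Krt19*, left out after the values were seen, the sum was 5.02 RPKM in *Cort*-/- OGD-R replicate 1, 1.24 RPKM in *Cort*-/- OGD-R replicate 3 and 6.75 RPKM in *Cort*+/+ NX/NG replicate 2. Choroid plexus epithelial cells are argued against, as *Ttr* was 0.216 RPKM in *Cort*-/- OGD-R replicate 1 and between 0.212 and 1.17 RPKM over the 10 libraries. An effect of cortistatin after OGD-R would be expected in both *Cort*-/- libraries; with 2 of them it was not tested further.

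*Cort*-/- OGD-R replicate 3 and *Cort*+/+ OGD-R replicate 1 stood apart from the other 8 libraries in their ribosomal RNA. A gene length bias is argued against, with a Pearson r of 0.0790 between their deviation from the other OGD-R libraries and log2 gene length. A difference in library preparation that removed ribosomal RNA may be the source: the deviations of the 2 libraries from the rRNA-rich OGD-R libraries of their own genotypes had a Pearson r of 0.363 across 14762 other genes, although the labels and the paper give no batch. Grouping these 2 libraries against the other 3 called 67 genes, more than the genotypes (0). With a term for the 2 libraries, the genotypes had 0 calls and 1315 genes at an unadjusted p under 0.05 under OGD-R.

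Other splits of the same libraries gave results as large as the real ones. Counting the real split, 2 of the 10 splits under NX/NG had as many genes at an unadjusted p under 0.05 (2997 with *Cort*+/+ replicates 1 and 2 against the rest), 7 of 10 under OGD-R over all mapped libraries, and 5 of 10 in the *Cort*+/+ transition over all mapped libraries had as many calls. With 10 splits the share cannot fall under 0.1, so these counts decide nothing on their own.

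The paper reports fewer genes changed by OGD-R in *Cort*-/- than in *Cort*+/+ BECs. A larger spread between *Cort*-/- libraries cannot be told apart from other causes. Among 14730 genes with at least 1 RPKM in at least 2 of the 9 libraries of the fits, 54.05% had a larger residual SD in *Cort*-/-, with medians of 0.155 and 0.141. In *Cort*-/-, 2 libraries were compared with 2, and in *Cort*+/+ 3 with 2. The *Cort*-/- fit also sets OGD-R replicate 3, low in ribosomal RNA, beside replicate 1, which is not. The *Cort*+/+ fit leaves out its low library, OGD-R replicate 1. A response that depends on the genotype also stays open, as 3.92% of the 27321 genes tested had an interaction at an unadjusted p under 0.05, where chance gives 5%, and the design has few libraries. A lack of the response in *Cort*-/- is argued against for the Fig. 7 genes of the *Cort*+/+ transition, of which 26 of 32 moved in the direction of the figure in *Cort*-/-. Of the 14730 genes with at least 1 RPKM, 1340 had an unadjusted p under 0.05 in the *Cort*+/+ transition. Of these, 69.85% had the same sign in *Cort*-/-, and 58.2% of all 14730 did. Across genes, the log_2_ fold changes of the 2 transitions were only weakly related, with a Pearson r of 0.0616 and a Spearman rho of 0.1945. Beyond the Fig. 7 genes, the question therefore stays open.

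*Eno1b* was higher in *Cort*-/- in both environments, and *Eno1*, with which it shares 1455 of 1836 words of 40 nt, lies near *Cort*. Reads of *Eno1* assigned to *Eno1b* cannot be told apart from a change of *Eno1b*: the log2 ratio of their summed reads, *Cort*-/- over *Cort*+/+, was -0.09 under NX/NG and 0.101 under OGD-R, with mean reads of *Eno1* of 5630 in *Cort*-/- and 6689 in *Cort*+/+ under NX/NG and of *Eno1b* of 960 and 345. After OGD-R, the mean of *Eno1* was lower in *Cort*-/- by 268 reads and that of *Eno1b* higher by 777.5 reads, so a loss of *Eno1* reads of that size does not supply the gain. What keeps this open is the spread of *Eno1* there, with 5267 and 7502 reads in the *Cort*-/- and 7190 and 6115 reads in the *Cort*+/+ libraries.

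Transcripts of the cortistatin receptors were low. *Sstr2* was 0.651 ± 0.0658 RPKM in *Cort*-/- and 0.675 ± 0.444 RPKM in *Cort*+/+ under NX/NG (SD), with a log_2_ fold change, fitted on the log scale, of 0.11. *Sstr4* was 0.281 ± 0.0850 and 0.927 ± 0.181 RPKM, with a log_2_ fold change of -1.43 (SE 0.30, limma FDR = 0.324), and had a log_2_ fold change of -0.76 under OGD-R (-0.79 over all mapped libraries) and an interaction of 0.68 (SE 0.66). *Sstr1* lay at the floor in every group, *Sstr3* and *Ghsr* did so in the OGD-R table and are not listed in the other, and *Sst* and *Sstr5* are in neither. *Cort* was 0.241, 0.112 and 0.128 RPKM in the *Cort*+/+ NX/NG replicates and 0.124 RPKM in *Cort*+/+ OGD-R replicate 3, and 0 RPKM in the other 6 libraries. Of the junction transcripts that the discussion names beside *Cldn1*, the log_2_ fold change under NX/NG was 0.42 for *Tjp1*, 0.10 for *Cldn5* and 0.34 for *Cdh5*, and under OGD-R 0.15 for *Tjp1*, -0.20 for *Cldn5* and 0.22 for *Cdh5*, none at an unadjusted p under 0.05. *Xist* stayed at or below 0.0327 RPKM in all 10 libraries.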
